# Enhancer RNAs predict enhancer–gene regulatory links and are critical for enhancer function in neuronal systems

**DOI:** 10.1093/nar/gkaa671

**Published:** 2020-08-18

**Authors:** Nancy V N Carullo, Robert A Phillips III, Rhiana C Simon, Salomon A Roman Soto, Jenna E Hinds, Aaron J Salisbury, Jasmin S Revanna, Kendra D Bunner, Lara Ianov, Faraz A Sultan, Katherine E Savell, Charles A Gersbach, Jeremy J Day

## Abstract

Genomic enhancer elements regulate gene expression programs important for neuronal fate and function and are implicated in brain disease states. Enhancers undergo bidirectional transcription to generate non-coding enhancer RNAs (eRNAs). However, eRNA function remains controversial. Here, we combined Assay for Transposase-Accessible Chromatin using Sequencing (ATAC-Seq) and RNA-Seq datasets from three distinct neuronal culture systems in two activity states, enabling genome-wide enhancer identification and prediction of putative enhancer–gene pairs based on correlation of transcriptional output. Notably, stimulus-dependent enhancer transcription preceded mRNA induction, and CRISPR-based activation of eRNA synthesis increased mRNA at paired genes, functionally validating enhancer–gene predictions. Focusing on enhancers surrounding the *Fos* gene, we report that targeted eRNA manipulation bidirectionally modulates *Fos* mRNA, and that *Fos* eRNAs directly interact with the histone acetyltransferase domain of the enhancer-linked transcriptional co-activator CREB-binding protein (CBP). Together, these results highlight the unique role of eRNAs in neuronal gene regulation and demonstrate that eRNAs can be used to identify putative target genes.

## INTRODUCTION

To orchestrate the precise gene expression patterns that give rise to the phenotypic and functional diversity of complex biological systems, mammalian genomes utilize millions of regulatory elements known as enhancers. Enhancers, often located many kilobases from genes that they regulate, direct transcriptional dynamics at linked genes by activation of proximal gene promoters (1–3). Enhancer–promoter interactions help to ensure cell- and tissue-specific gene expression profiles in the brain, defining which genes can be turned on during neuronal specification and which genes remain accessible in adult neurons (4–9). In addition to regulating neuronal development, enhancer regions direct activity- and experience-dependent gene expression programs required for neuronal plasticity, memory formation and behavioral adaptation to environmental stimuli (10–18). Moreover, the majority of DNA sequence variants that possess a causal relationship to neuropsychiatric disease and intellectual disability fall in non-coding regions of DNA (19–29), and the association between these polymorphisms and altered enhancer function is becoming increasingly clear. Thus, understanding how genomic enhancers regulate individual genes in neuronal systems is critical for unraveling transcriptional contributions to brain health and disease.

Recent advances in DNA sequencing have revealed that the transcriptional landscape of all mammalian organisms is far more complex than previously appreciated. In contrast to earlier predictions, a significant fraction of mammalian genomes is transcribed into non-coding RNAs, which include long non-coding RNAs (lncRNAs; generally defined as non-coding RNAs longer than 200 nucleotides) (30–32). Much of this lncRNA landscape is composed of enhancer regions which undergo bidirectional, RNA polymerase II (RNAP2)-dependent transcription to yield enhancer RNAs (eRNAs) that are generally not spliced or polyadenylated (5,13,33,34). Critically, RNA synthesis from enhancers that regulate cellular differentiation and stimulus-dependent genes precedes mRNA synthesis from these genes (33). eRNA synthesis also precedes important chromatin remodeling events that are generally used to identify enhancers (35). Although it is unclear whether physical enhancer–promoter interactions are required for enhancer function (36–39), eRNA transcription from enhancers is highly correlated with overall enhancer activity and the presence of enhancer-promoter loops (2,40). In neuronal systems, eRNAs arising from activity-dependent enhancers are pervasively transcribed in response to neuronal activation, plasticity-inducing stimulation and behavioral experience (12,13,15,16,41), providing a key link between enhancers and the downstream gene expression programs that regulate brain function.

Although recent reports suggest a functional role for eRNA regulation of enhancer states, the specific nature of this role is controversial. Here, we combined genome-wide identification of regions of open chromatin with RNA-seq to investigate eRNA transcription from multiple neuronal populations in two distinct activity states. The resulting datasets enabled us to leverage variability in eRNA transcription across samples to predict functional eRNA–mRNA pairs. This approach confirms a close relationship between population-specific and activity-dependent eRNA transcription and expression of paired genes. Using enhancer-targeted CRISPR activation (CRISPRa), we validate selected enhancer–gene pairs, and demonstrate that eRNA transcription precedes mRNA induction at these loci. Next, we examined the function of specific eRNAs from well-characterized enhancers near the *Fos* gene. This immediate early gene (IEG) is broadly responsive to neuronal activity in the brain, and enhancers at this gene contribute to distinct activity-dependent induction dynamics of *Fos* mRNA (12,13,41–44). Intriguingly, we demonstrate eRNAs from a distal *Fos* enhancer are both necessary and sufficient for induction of *Fos* mRNA, and that eRNAs interact with CREB-binding protein (CBP), an enhancer-linked histone acetyltransferase. Together, these findings provide novel convergent evidence for a key role of eRNAs in neuronal gene regulation, and demonstrate the utility of using eRNA transcript abundance to predict global, stimulus-dependent, and region-selective enhancer–gene pairs across the genome.

## MATERIALS AND METHODS

### Cultured neuron experiments

Primary rat neuronal cultures were generated from embryonic day 18 rat cortical, hippocampal, or striatal tissue as described previously (43,45). Briefly, cell culture wells were coated overnight at 37°C with poly-l-lysine (0.05 mg/ml for culture wells supplemented with up to 0.05 mg/ml Laminin) and rinsed with diH2O. Dissected tissues were incubated with papain for 25 min at 37°C. After rinsing in Hank's Balanced Salt Solution (HBSS), a single cell suspension of the tissue was re-suspended in Neurobasal media (Invitrogen) by trituration through a series of large to small fire-polished Pasteur pipets. Primary neuronal cells were passed through a 100 μM cell strainer, spun and re-suspended in fresh media. Cells were then counted and plated to a density of 125 000 cells per well on 24-well culture plate and 250 000 cells per well on 12-well culture plate with or without glass coverslips (60,000 cells/cm). Cells were grown in Neurobasal media plus B-27 and l-glutamine supplement (complete Neurobasal media) for 11 DIV in a humidified CO2 (5%) incubator at 37°C.

At 4–11 DIV, neuronal cultures were treated as described. For KCl stimulation experiments, KCl (Sigma) was added to complete Neurobasal media, and KCl solution or vehicle (complete Neurobasal media alone) was added for the indicated final concentrations. Cells were incubated with KCl for described time points prior to RNA extraction. For TTX inactivation experiments, cells were treated with 1 μM TTX (Tocris Bioscience) in Neurobasal media for the described time points prior to RNA extraction. S-AMPA, NMDA, and FSK (Sigma) were resuspended in sterile water, diluted in Neurobasal media, and added to cultures for 1 h at equal volumes (final concentrations of 1, 10 or 100 μM). The same volume of Neurobasal media was added as a vehicle control. For time course experiments, samples were flash frozen on dry ice at the described time points and stored at −80°C until further processing. For experiments involving RNAP inhibitors, cultures were treated for 4 or 4 h followed by a 1 h, 25 mM KCl stimulation. The RNAP2-dependent transcriptional inhibitor DRB (Sigma) was dissolved to a 20 mM stock solution in 100% cell culture grade DMSO (Sigma) and diluted in Neurobasal media to described experimental concentrations. For CREB inhibitor experiments CREBi (666–15, Torcis) also called 3-(3-Aminopropoxy)-*N*-[2-[[3-[[(4-chloro-2-hydroxyphenyl)amino]carbonyl]-2-naphthalenyl]oxy]ethyl]-2-naphthalenecarboxamine hydrochloride was dissolved to a 10 mM stock solution in 100% cell culture grade DMSO (Invitrogen) and diluted in Neurobasal media to for a final treatment concentration of 1μM. In experiments involving DRB and 666-15, vehicle-treated cells received equal concentrations of DMSO in Neurobasal media.

For viral transduction, cells were transduced with lentiviruses on DIV 4 or 5 (only viruses with a minimum titer of 1 × 10^9^ GC/ml were used for target multiplicity of infection (MOIs) of at least 1000). After an 8–16 h incubation period, virus-containing media was replaced with conditioned media to minimize toxicity. A regular half-media change followed on DIV 8. On DIV 11, transduced cells were imaged and virus expression was verified prior to KCl-treatment and/or RNA extraction. All samples were frozen immediately and stored at −80°C until further processing. Immunocytochemistry for FLAG was performed as described previously (43) with an anti-FLAG antibody (MA1-91878, Thermo Fisher Scientific, RRID AB_1957945). EGFP and mCherry expression was also used to visualize successful transduction using a Nikon TiS inverted epifluorescence microscope.

### RNA extraction and RT-qPCR

Total RNA was extracted (RNAeasy kit, Qiagen) with DNase treatment (RNase free DNAse, Qiagen; on-column for 15 min at RT), quantified (Nanodrop; minimum 7 μg/μl with inspection of 260/280 and 250/230 ratios), and reverse-transcribed (iScript cDNA Synthesis Kit, Bio-Rad; 150–500 μg RNA per sample 5 min at 25°C, 20 min at 46°C, 1 min at 95°C, hold at 4°C). cDNA was subject to RT-qPCR using a BioRad CFX96 qPCR instrument (SsoAdvanced Universal SYBR Green Supermix, Bio-Rad; 2 μl 1:5 diluted cDNA in 20 μl, 3 min at 95°C, 40 × 10 s at 95°C and 30 s at 58°C, followed by melt curve analysis 65–95°C in 0.5°C increments at 5 s per step) in duplicates/triplicates for genes of interest, as described previously (43). CFX Maestro software (Bio-Rad) was used to obtain Ct values and examine melt curves. All RT-qPCR data was normalized to a *Gapdh* reference control. A list of PCR primer sequences is provided in Supplementary Data Table S4. Primers were designed and screened for target specificity with the National Center for Biotechnology Information's (NCBI) Basic Local Alignment Search Tool (BLAST). All new and previously published primer sets were validated prior to use (requirements: no predicted off-targets, primer efficiency 85–120%, no significant signal in non-template control, single peak in melt curve, and single band at the predicted size when separated via agarose gel electrophoresis).

### Assay for transposase-accessible chromatin using sequencing (ATAC-Seq)

Nuclei from rat embryonic cortical, hippocampal, or striatal neurons (50 000/region) were used for ATAC-seq library preparation, following a modified protocol (46–48). Briefly, 25 μl of 0.4 M KCl (Sigma) or vehicle (Neurobasal media) was added to cell culture wells to achieve a final concentration of 10 mM KCl and incubated at 37°C for 1 h. Following treatment, media containing KCl or Vehicle was aspirated, and cells were washed with 1× cold PBS. Then, 600 μl of lysis buffer (10 mM Tris–HCl, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL CA-630, Molecular Grade H_2_O) was added to cell culture wells and incubated for 5 min on ice. Lysed cells were then transferred to a 1.5 ml Eppendorf tube and centrifuged at 500 g for 10 min in a swinging bucket centrifuge. Following removal of supernatant containing lysis buffer and cell debris, 500 μl of 1× cold PBS was added to each tube, and nuclei were counted using the Countess II (Life Technologies). The approximate volume needed to achieve 50 000 nuclei was then placed in new Eppendorf tube, and centrifuged at 500 g for 10 min in a swinging bucket centrifuge. The nuclei pellet was then resuspended in 22.5 μl of tagmentation reaction mix containing Molecular Grade H2O, 2× Tagment DNA Buffer (Illumina), 0.011% Digitonin, 0.1% Tween-20, followed by the addition of 2.5 μl TDE1 (Illumina) and incubated at 37°C for 1 h. Following tagmentation, libraries were PCR amplified and purified using the Qiagen Minelute PCR purification kit (Qiagen). To remove primer dimers, libraries were bead purified using one round of 1.0× Ampure XP beads with 80% ethanol, followed by a second round of 0.8× Ampure beads with 80% ethanol. Libraries were sequenced (75-bp paired end reads) on the NextSeq500 platform (Illumina).

### ATAC-Seq mapping and peak calling

Paired-end FASTQ files were aligned and trimmed using a custom bioinformatic pipeline initialized in snakemake v5.3.0 (49). Briefly, low-quality bases (Phred < 20) and Nextera adapters (5′-CTGTCTCTTATA-3′) were identified and trimmed using FastQC and TrimGalore (v0.4.5), respectively. FASTQ files containing trimmed sequences were then aligned to Rn6 Ensembl genome assembly (v95) to generate binary alignment map (BAM) files with Bowtie2 (v.2.3.4.2) with custom options: '–local –very-sensitive-local', and '-X 3000' (50). Sequences were then ordered by genomic position using Samtools (v.1.9) (51). Next, BAM files for each brain region were merged to generate three metasamples that were used for downstream data analysis. Peaks for each region were called using MACS2 (52) callpeak with the options - -qvalue 0.00001 - -gsize 2729862089 - -format BAMPE. These options utilize the default behavior of the MACS2 algorithm to ignore duplicates. Within each brain region, peaks closer than 1000 bp were merged with BEDtools (53) and peaks less than 146 bp, the specific length of DNA wrapped around a single nucleosome, were removed in R. Finally, peaks from each brain region were merged with BEDtools to create an additive peak set containing 192 830 peaks.

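The deposited list held 192830 peaks. No interval occurred more than once, and none overlapped or touched another on the autosomes, X and Y, since merging overlapping or touching peaks left their number at 191855. The shortest peak measured 146 bp, a length shared by 113 peaks of these chromosomes, and 29029 peaks were shorter than 300 bp. The smallest gap between neighbouring peaks was 1 bp, and 3519 neighbouring pairs lay 1000 bp or less apart. Merging across this distance as well would leave 188336 peaks. The fourth column of the list holds a whole number from 1 to 10 for each peak, which the paper's text does not describe and which is read here as the number of peaks of the 3 culture systems that were merged into the listed one. A value of 1 was carried by 93092 peaks, or 48.5% (Wilson 95% confidence interval 48.3 to 48.7%), a value of 2 by 61810 peaks, or 32.2%, and a value of 3 or more by 36953 peaks, or 19.3%. Peak length rose with this value, from a median of 428 bp at a value of 1 to 826 bp at 2 and 1327 bp at 3 or more. On this reading a listed peak is at least as long as each peak merged into it. Merging can therefore lengthen peaks by itself, and the rise is no independent property of shared peaks.

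**Figure D1:**
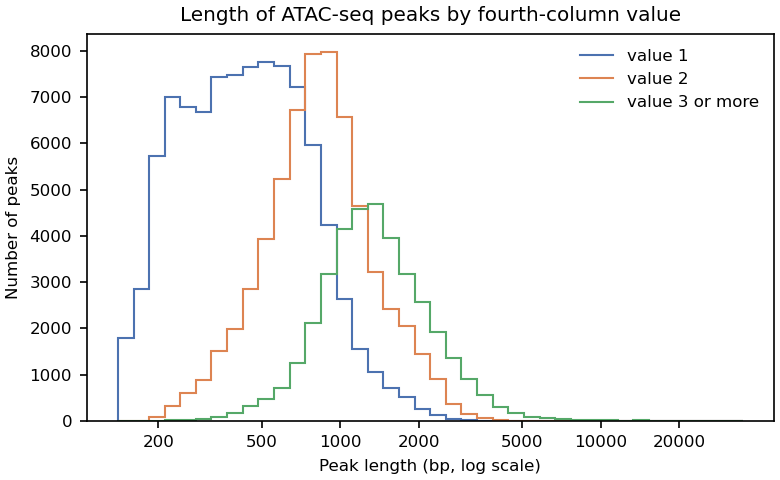
Number of ATAC-seq peaks (vertical axis) by peak length in bp (horizontal axis, log scale) on the autosomes, X and Y, with one outline for each fourth-column value (1, 2, and 3 or more). The outlines shift to longer peaks as the value rises, with medians of 428, 826 and 1327 bp.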

### Bulk RNA-sequencing

Bulk RNA-sequencing (RNA-seq) was carried out at the Heflin Center for Genomic Science Genomics Core Laboratories at the University of Alabama at Birmingham. RNA was extracted, purified (RNeasy, Qiagen), and DNase-treated for three to four biological replicates per brain region and experimental condition. 1 μg of total RNA underwent quality control (Bioanalyzer) and was prepared for directional RNA sequencing using NEBNext reagents (New England Biolabs) according to manufacturer's recommendations. Specifically, the NEBnext rRNA depletion kit was used to remove ribosomal RNA to include both polyadenylated and non-polyadenylated RNA. RNA-seq libraries underwent sequencing (75 bp paired-end directional reads; ∼12.4–31.1M reads/sample) on an Illumina sequencing platform (NextSeq500).

### Bulk RNA-seq data analysis

Paired-end FASTQ files were uploaded to the University of Alabama at Birmingham's High-Performance Computer cluster for custom bioinformatics analysis using a pipeline built with snakemake (49). Read quality was assessed with FastQC and low-quality bases (Phred < 20) and Illumina adapters were trimmed with TrimGalore (v0.4.5). Splice-aware alignment to the Rn6 Ensembl genome assembly (v95) was performed with STAR (v2.6.0; (54)). Binary alignment map (BAM) files were merged and indexed with Samtools (v1.9).

### HOMER motif analysis

Region-specific TAPE genomic positions were compiled into three separate BED files. The findMotifsGenome.pl function within the HOMER (v4.11.1) package was used to identify enriched motifs and their corresponding transcription factors within these genomic positions with options-size 1000 -len 8,10,12 -mask -preparse -dumpfasta. As we were interested in the motifs that were specific to each region, a BED file containing peaks from the two other regions was used as background. For example, when identifying enriched motifs for striatal-specific TAPEs, a background file containing genomic positions for cortical- and hippocampal-specific TAPEs. Furthermore, only those de-novo motifs not marked as possible false positives are reported.

### ROC & TAPE identification

General enhancer identification was performed on merged ATAC-seq and total RNA-seq BAM files from all replicates for Veh and KCl treated samples from primary cultures generated from cortical, hippocampal and striatal tissue. A complete data analysis and replicate handling pipeline, with all custom code, is provided in Supplementary Methods. MACS2 -defined ATAC-seq peaks from main autosomal, X or Y chromosomes were used to generate a list of 191 857 regions of open chromatin (ROCs) spanning ±500 bp of identified ATAC-seq peaks. 

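In the deposited list, 191855 peaks lay on the 20 autosomes, X and Y. A further 973 peaks lay on 262 scaffolds that are not placed on a chromosome, and 2 on the mitochondrial sequence. Extended by 500 bp on each side, the peaks of the autosomes, X and Y joined into 188336 separate intervals that covered 351681479 bp, or 12.9% of the effective genome size of 2729862089 bp that the authors gave to MACS2. The peaks alone covered 161324435 bp, or 5.91%, and an extension of 1000 bp would raise the share to 19.5%. Raising the minimum peak length to 300 bp, the alternative that changed the number of peaks most, left 162826.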

Due to the difficulty in separating intronic enhancers from potential promoters or other elements, we used Seqmonk software (Babraham Institute) to identify ROCs that fall >1kb outside of genes curated by Refseq, UCSC and Ensemble. To account for unannotated or misannotated genes, we also filtered out ROCs that overlapped contiguously transcribed regions (>100 bp in length, merging regions closer than 1 kb) or known non-coding RNAs such as miRNA, rRNA, snoRNA, snRNA and tRNA. These filtering steps provided a list of 100 767 intergenic ROCs (iROCs). Bidirectional transcription at iROCs was calculated in Seqmonk by quantification of strand-specific RNA counts from merged total RNA-seq files from all replicates and culture systems, defined as the number of forward reads as a percentage of total reads. iROCs containing between 5% and 95% of total RNA-seq reads originating from the forward strand were considered bidirectional. This filtering produced a list of 28,492 transcriptionally active putative enhancers (TAPEs) with potential bidirectional transcription. Possible TAPE-gene pairs were identified by mapping all gene promoters within 1 Mb upstream or downstream from the center of the TAPE. CPKM values for each TAPE and associated gene were correlated using a Pearson's correlation in R. Pearson's correlations were calculated using all samples (to yield a global correlation across culture systems), as well as using only samples from each region-specific culture system (to generate region-specific correlation values). TAPE–gene pairs with global correlations of NA were removed as these values were generated when the corresponding gene contained count values of 0 for every sample. Removing these pairs left 388 605 potential TAPE-gene pairs. TAPE–gene pairs with correlations >0.5 were deemed high-confidence pairs. These high-confidence pairs were then used to investigate distance and gene position distributions. Region-specific TAPEs were identified in Seqmonk using DESeq2 to compare TAPE RNA counts in cortical, hippocampal, and striatal primary neuron cultures (FDR < 0.05). DESeq2 identified 2467 potential region-selective TAPEs. However, this list includes TAPEs which may be highly expressed in two of the three culture systems. To ensure region selectivity, we conducted hierarchical clustering on TAPE RNA values from these 2467 TAPEs (z-scored across region) in Seqmonk to identify nodes of TAPEs specific to each region. This analysis identified 776, 390 and 898 region-selective TAPEs for hippocampus, cortex and striatum, respectively.

To identify whether identified TAPE loci correspond to other marks of active enhancers, we used publicly available ENCODE project datasets of histone modifications in the mouse forebrain at postnatal day 0. ENCODE datasets were obtained from the UCSC Table Browser (H3K4me1, ENCFF172LKQ; H3K4me3, ENCFF022PPU; H3K27ac, ENCFF348JQQ; H3K27me3, ENCFF915VHI). Mouse genome coordinates (mm10) were transformed to rat genome coordinates (Rn6) using LiftOver. CTCF binding motifs were identified across the Rn6 genome build by searching the CTCF consensus motif (CCGCGNGGNGGCAG) in MEME suite. The relationship between these datasets and identified TAPEs was queried using Seqmonk to align identified peak locations or motifs to the center of all TAPEs, and graphed as counts per million.

### CRISPR-dCas9 and shRNA construct design

To achieve transcriptional activation, lentivirus-compatible plasmids were engineered to express dCas9 fused to VP64 or VPR constructs (Addgene plasmid # 114196 (55)). dCAS9-VP64_GFP was a gift from Feng Zhang (Addgene plasmid # 61422 (56)). The pcDNA-dCas9-p300 Core construct was a gift from Charles Gersbach (Addgene plasmid # 61357 (57)). VP64- and VPR-expressing constructs were co-transduced with sgRNA-containing constructs. A guide RNA scaffold (a gift from Charles Gersbach, Addgene #47108 (58)) was inserted into a lentivirus-compatible backbone, and EF1α-mCherry was inserted for live-cell visualization. A BbsI cut site within the mCherry construct was mutated with a site-directed mutagenesis kit (NEB). Gene-specific gRNAs were designed using an online sgRNA tool, provided by the Zhang Lab at MIT (crispr.mit.edu). To ensure specificity, all CRISPR crRNA sequences were analyzed with the National Center for Biotechnology Information's (NCBI) Basic Local Alignment Search Tool (BLAST). sgRNAs were designed to target *Fos*, *Fosb* and *Nr4a1* enhancers, respectively, as well as the promoter and control regions (a list of the target sequences is provided in Supplementary Data Table S4). crRNA sequences were annealed and ligated into the sgRNA scaffold using the BbsI or BsmBI cut site. 

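Supplementary Data Table S4 gives Rn6 positions for the sgRNAs, of which 15 were compared with the deposited ATAC-seq peaks. Of these, 14 lay inside a peak, among them all 8 positions listed for enhancers and all 6 listed for promoters. Extending the peaks by 500 bp left this number at 14. The sgRNA for Fos enhancer-1 (GAGGAGACTAACTGAGCAGC) is listed at position 109262269 of chromosome 6, 38164 bp upstream of the Fos start site, and the sgRNA for enhancer-2 at 109281666, 18767 bp upstream. The sgRNA for enhancer-3 is listed at 109312925, 12492 bp downstream, and the promoter sgRNA (GGCCACGGCTCTTGGGGAGC) at 109299229, 1204 bp upstream. All 3 Fosb enhancer positions, from 80231959 to 80232050 on chromosome 1, lay within a single peak, and the Fosb promoter positions lay 29 and 275 bp from the start site. The Nr4a1 enhancer positions were 142890863 and 142891090 on chromosome 7. Position 142891090 is also listed for 1 of the 3 Nr4a1 promoter sgRNAs, which has a different sequence. The 15 entries therefore give 14 distinct positions. This shared position lies in the enhancer peak, 14668 bp upstream of the start site, so its promoter entry shows no peak at the promoter. The other promoter positions, 142911752 and 142911778, lay in a peak inside the gene, 5994 and 6020 bp downstream of the start site given in Table S5. The control region for Fos is listed at 102912292 of chromosome 6. It was the only position outside a peak, 2656 bp from the nearest one, and lies 6388141 bp from the Fos start site. The paper's results place the control region between enhancer-1 and the Fos promoter, where the listed position does not lie, so the comparison with peaks holds for the listed position only. The peak list gives no measure of how an sgRNA acted.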

For CRISPR-Display, lentiCRISPR v2 from Feng Zhang (Addgene plasmid # 52961 (59)) was modified and engineered to express dCas9 (instead of Cas9) and GFP under an hSYN promoter, as well as additional restriction sites (Esp3I) for subsequent acRNA insertion using PacI and Xbal. sgRNA, and acRNA sequences of eRNA1, eRNA3 and control RNA were inserted via restriction enzyme cloning using gBlocks for acRNA insertion (cut with Esp3I). As another control, a plasmid lacking the eRNA sequence was targeted to the same genomic sites. To achieve RNA knockdown, shRNA sequences targeting the gene of interest were designed using the Broad TRC shRNA design tool (http://portals.broadinstitute.org/gpp/public/) according to the Addgene pLKO.1 protocol (https://www.addgene.org/tools/protocols/plko/) and inserted into a lentivirus-compatible shRNA construct. Briefly, a pLKO.1-TRC vector (a gift from David Root; Addgene plasmid #10879; RRID:Addgene_10879) (60) was cloned into an expression vector with an mCherry reporter (Addgene plasmid #114199) (55) to generate distinct U6-shRNA and EF1a-mCherry expression cassettes. Oligonucleotides containing the shRNA sequence were cloned into this backbone using AgeI and EcoRI restriction digest.

To ensure specificity all shRNA sequences were analyzed with BLAST. All targeting and scrambled control shRNA sequences were annealed and ligated into the shRNA cassette-containing construct using the AgeI and EcoRI cut sites. Plasmids were sequence-verified with Sanger sequencing; final crRNA insertion was verified using PCR.

### Allen Brain Atlas images

*In situ* hybridization images were obtained from the Allen Mouse Brain Atlas for *Kcnf1* (https://mouse.brain-map.org/experiment/show/68798944), *Mn1* (https://mouse.brain-map.org/gene/show/130518) and *Prox1* (https://mouse.brain-map.org/gene/show/18893).

### C6 cell culturing and nucleofection

C6 cells were obtained from American Type Culture Collection (CCL-107, ATCC, RRID:CVCL_0194) and cultured in F-12k-based medium (2.5% bovine serum, 12% horse serum). At each passage, cells were trypsinized for 1–3 min (0.25% trypsin and 1 mM EDTA in PBS pH 7.4) at room temperature. After each passage remaining cells were processed for nucleofection (2 × 106/group). Cell pellets were resuspended in nucleofection buffer (5 mM KCl, 15 mM MgCl, 15 mM HEPES, 125 mM Na_2_HPO_4_/NaH_2_PO_4_, 25 mM Mannitol) and electroporated with 3.4 μg plasmid DNA per group. Nucleofector™2b device (Lonza) was used according to the manufacturer's instruction (C6, high efficiency protocol). Nucleofection groups were diluted with 500 μl media respectively and plated in triplicates in 24-well plates (∼ 666 667 cells/well). Plates underwent a full media change 4–6 h after nucleofection and were imaged and frozen for downstream processing after 16 h.

### Lentivirus production

Viruses were produced in a sterile environment subject to BSL-2 safety by transfecting HEK-293T cells with specified CRISPR-dCas9 plasmids, the psPAX2 packaging plasmid, and the pCMV-VSV-G envelope plasmid (Addgene 12260 & 8454) with FuGene HD (Promega) for 40–48 h as previously described (61). Viruses were purified using filter (0.45 μm) and ultracentrifugation (25 000 rpm, 1 h 45 min) steps. Viral titer was determined using a qPCR Lentivirus Titration Kit (Lenti-X, qRT-PCR Titration Kit, Takara). For smaller scale virus preparation, each sgRNA plasmid was transfected in a 12-well culture plate as described above. After 40–48 h, lentiviruses were concentrated with Lenti-X concentrator (Takara), resuspended in sterile PBS, and used immediately. Viruses were stored in sterile PBS at −80°C in single-use aliquots.

### Antisense oligonucleotide (ASO) design and treatment

To manipulate *Fos* mRNA or eRNA levels, we designed 20 bp ASOs that targeted distinct transcripts from the *Fos* gene locus (see Supplementary Data Table S4 for target sequences). ASOs targeting exon 3 of *Fos* mRNA or *Fos* eRNA1 were synthesized with two chemical modifications: an all phosphorothioate backbone and five 2′ *O*-methyl RNA bases on each end of the oligonucleotide (Integrated DNA Technologies). Primary neuronal cultures were treated with scrambled or *Fos* targeted ASOs (15 μM in buffer EB, for a final concentration of 1.5 μM) and incubated for 24 h (basal experiments) or 23 h followed by 1 hr neuronal depolarization with 25 mM KCl (or vehicle control). Following ASO treatment, RNA was extracted (Qiagen RNeasy kit) and *Fos* mRNA and eRNA levels were determined using RT-qPCR with custom primers.

### RNA single molecule fluorescent in situ hybridization (smFISH)

#### smFISH probe design

We designed and ordered Stellaris® FISH probe sets for *Gapdh* mRNA, *Fos* eRNA1, *Fos* eRNA3 and *Fos* mRNA carrying a fluorophore (Quasar^®^ 570 for eRNA1 and *Gapdh* mRNA probes, Quasar^®^ 670 for both *Fos* and *Gapdh* mRNA probes). We preferred probes of 20-mer oligonucleotides. Multiple probes per set targeting the same RNA molecule were designed for an adequate signal to background ratio and to optimize signal strength. Target sequences of each probe set are provided in Supplementary Data Table S4).

#### Sample preparation and hybridization

Day 1: Primary neuronal cultures (∼250 000 neurons per coverslip/well) were KCl- or vehicle-treated for 1 h on DIV 11. After treatment cells were cross-linked with 3.7% formaldehyde (paraformaldehyde in 1× PBS) for 10 min at room temperature (21°C) on a rocking platform. Wells were washed twice with PBS and permeabilized in 70% ethanol for at least 3 h at 4°C. Wells were washed in Stellaris® Wash Buffer A with for 5 min at room temperature. Coverslips were transferred to a humidifying chamber and incubated with hybridization buffer (0.5 nM mRNA probe, 0.5 nM eRNA probe) for 14 h at 37°C.

Day 2: Coverslips were washed three times in Stellaris® Wash Buffer A for 30 min at 37°C. After a 5 min wash in Stellaris^®^ Wash Buffer B at room temperature, coverslips were mounted using ProLong™ antifade with DAPI for imaging.

#### Quantification of expression

A number of freely available programs have been developed to quantify smRNA FISH results. We used StarSearch (http://rajlab.seas.upenn.edu/StarSearch/launch.html), which was developed by Marshall J. Levesque and Arjun Raj at the University of Pennsylvania to automatically count individual RNAs. mRNA and eRNA detection involved two major steps. First, images for each probe set as well as a DAPI image are merged and cells were outlined. Punctae detection was carried out and additional adjustment of thresholds was performed. The same threshold range was used for all images, and this analysis was performed blind to treatment group. As a negative control, we quantified processed samples without FISH probes to determine non-specific background signals. Background signal for the Quasar^®^ 570 channel (which was used to image *Fos* eRNA1 and *Gapdh* mRNA) was close to zero (0.3761 ± 0.07906 spots/cell). We did not detect any background spots in the Quasar^®^ 670 channel, which was used to image *Fos* mRNA and *Gapdh* mRNA.

### RNA electrophoretic mobility shift assay (REMSA)

Mobility shift assays were conducted with synthetic Fluorescein-labeled ∼150-base RNA oligonucleotides and specified concentrations of recombinant CBP HAT domain (Sigma, 1319–1710) and CBP bromodomain (Abcam, ab198130). Oligonucleotides were synthesized using acRNA-containing Display plasmids as template DNA and the HiScribe T7 High Yield RNA synthesis kit (NEB) with Fluorescein-12-UTP (Sigma). RNA oligonucleotides (eRNA1 46.11 ng, eRNA3 47.19 ng, ctrl RNA 46.51 ng for 20 nM final concentrations; up to 5 μM for competition assay) were heated to 95°C for 5min and refolded at room temperature prior to incubation with CBP protein (0–0.6 M) in REMSA buffer (20 mM HEPES, 40 mM KCl, 1 mM EDTA, 0.2 mM DTT, 0.1 mg ml^–1^ BSA, 0.1% Tween-20 and 20% Glycerol, and 0.1 mg/ml yeast tRNA (Sigma)) for 1 h at 37°C. REMSA was performed using 1% agarose gel electrophoresis in 0.5× TBE. Electrophoretic mobility of fluorescein-labeled RNA was assayed using fluorescence imaging on the Azure c600 Imaging System (Azure biosystems). RNA–CBP complex formation was quantified as the Fluorescein signal intensity appearing at the higher band (corresponding to CBP-bound RNA with lower electrophoretic mobility) divided by the total signal intensity (bound RNA plus free probe).

### Statistical analysis

Required sample sizes were calculated using a freely available calculator (Lenth, R. V. (2006–9). Java Applets for Power and Sample Size [Computer software]. Available at http://www.stat.uiowa.edu/∼rlenth/Power). Transcriptional differences from PCR experiments were compared with one-way ANOVA with post hoc tests where appropriate, two-way ANOVA with post hoc tests where appropriate, or Student's *t*-tests/Mann–Whitney tests. Significance of smFISH data was assessed with Mann-Whitney test or Pearson correlation test. Statistical significance was designated at α = 0.05 for all analyses. Statistical and graphical analyses were performed with Graphpad software (Prism). For all statistical tests, assumptions (e.g. normality and homogeneity for parametric tests) were formally tested. In cases where these assumptions were violated, non-parametric tests were used to evaluate statistical significance.

## RESULTS

### Chromatin accessibility and transcription predict enhancer location, activity state and target genes

To map enhancers genome-wide for three different brain regions (primary neuronal cultures generated from cortex, hippocampus and striatum), we took advantage of the fact that active enhancers are associated with an open chromatin structure and are bidirectionally transcribed. 

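ATAC-seq uses a transposase that inserts sequencing adapters where DNA is free of nucleosomes, so that regions of open chromatin gather reads. Libraries were made from primary neuronal cultures of cortex, hippocampus and striatum of rat embryos at embryonic day 18, grown for 11 days in vitro. Each of the 3 culture systems contributed 6 libraries, 3 from cultures treated for 1 h with KCl, which depolarizes neurons, and 3 from cultures treated with vehicle, for 18 libraries in all. The paper's methods give a final concentration of 10 mM KCl for these libraries, while the labels of the deposited samples give 25 mM. The authors aligned the reads to the Rn6 assembly with Bowtie2, pooled the libraries of each culture system across both treatments, and called peaks on each pool with MACS2. Peaks of one culture system that lay within 1000 bp of each other were merged, peaks shorter than 146 bp were removed, and the peaks of the 3 culture systems were then combined into 1 list. That list gives the chromosome, start and end of each peak and a whole number, and holds no read numbers, so the depth of each library is unknown here. Because the libraries were pooled before peaks were called, the list carries no values per library, and neither the spread between replicates nor the effect of KCl on accessibility was analysed here. The values given for peaks are therefore numbers, lengths and positions, all on Rn6, and their intervals describe variation between peaks. Peaks on the autosomes, X and Y were kept and extended by 500 bp on each side to form the regions of open chromatin, and lengths refer to the peaks before extension.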

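Across the autosomes, X and Y, the peaks had a median length of 686 bp (distribution-free 95% interval of the median 684 to 689 bp), with quartiles of 402 and 1061 bp. Of these peaks, 71.9% were shorter than 1000 bp, while 51 were 10000 bp or longer. The longest lay on chromosome 16 from 37749034 to 37783314 and measured 34281 bp. The median moved most when only peaks of 300 bp or more were kept, to 782 bp. Neighbouring peaks were separated by a median of 7941 bp. Between 63.6 and 80.1 peaks per Mb were found on the autosomes, counted up to the last peak of each chromosome. Chromosome X carried 4404 peaks, or 27.5 per Mb, and chromosome Y carried 58, or 19.4 per Mb. Starting from the premise that active enhancers have an open chromatin structure and are transcribed in both directions, the paper takes these regions as the set in which enhancers are sought.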

We first identified 191 857 regions of open chromatin (ROCs) by generating Assay for Transposase-Accessible Chromatin sequencing (ATAC-Seq) libraries from each primary neuronal culture system. Consistent with common cutoffs used to dissociate enhancers from more proximal promoters, we filtered for intergenic ROCs (iROCs) that fell outside of canonical gene boundaries and >1 kb away from annotated transcription start sites. Next, we capitalized on the characteristic bidirectionality of enhancer transcription and incorporated direction-specific total RNA-seq datasets from the same neuronal culture systems to identify bidirectionally transcribed regions of open chromatin, identifying 28,492 transcribed putative enhancers (TAPEs) (Figure 1A, top; Supplementary Data Table S1). Confirming our pipeline, these bidirectionally transcribed regions exhibited high chromatin accessibility and dual peaks of RNA expression from each strand marking TAPE centers (Figure 1A, bottom). 

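The Klf4 gene lies on chromosome 5 from 72283313 to 72287669, with its start site at 72287669. In the window drawn in Fig. 1B, 13 ATAC-seq peaks were listed around it. A peak of 2004 bp, from 72285939 to 72287942, covered the start site. The TAPE that Supplementary Data Table S5 pairs with Klf4 coincided with a peak of 1393 bp, from 72407353 to 72408745, whose centre lies 120379 bp from the start site, with 7 other peaks between them. Both peaks carried a fourth-column value of 3, while 5 of the 13 peaks carried a value of 1. The Sik1 window on chromosome 20 held 15 peaks. Of these, 2 were listed as activity-regulated TAPEs, one of 1181 bp from 10622573 to 10623753 and one of 1236 bp from 10625795 to 10627030. Table S5, which gives the gene with the highest correlation for each TAPE, lists Rrp1 for both, at distances of 358836 and 355586 bp. The peak list gives no signal height, so accessibility within each culture system was not compared at either locus.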

Identified TAPEs exhibited characteristic patterns of transcription, chromatin landscape and high transcriptional correlations to potential target genes as shown in the representative examples at the *Klf4* and *Sik1* loci (Figure 1B). To further validate our enhancer identification pipeline, we capitalized on publicly available ENCODE datasets from postnatal day zero (P0) mouse forebrain for the major histone modifications commonly used for enhancer identification, including H3K4me1, H3K4me3 and H3K27ac (marks for active or poised enhancers; (2), Figure 1C). TAPE centers were enriched for the histone modifications H3K4me1, H3K4me3 and H3K27ac (but not the repressive H3K27me3 modification), as well as the enhancer-linked chromatin looping factor CTCF (CCCTC-binding factor) motifs. Additionally, TAPE regions exhibited enhanced sequence conservation (PhastConsElements20way) compared to surrounding regions.

**Figure 1.**
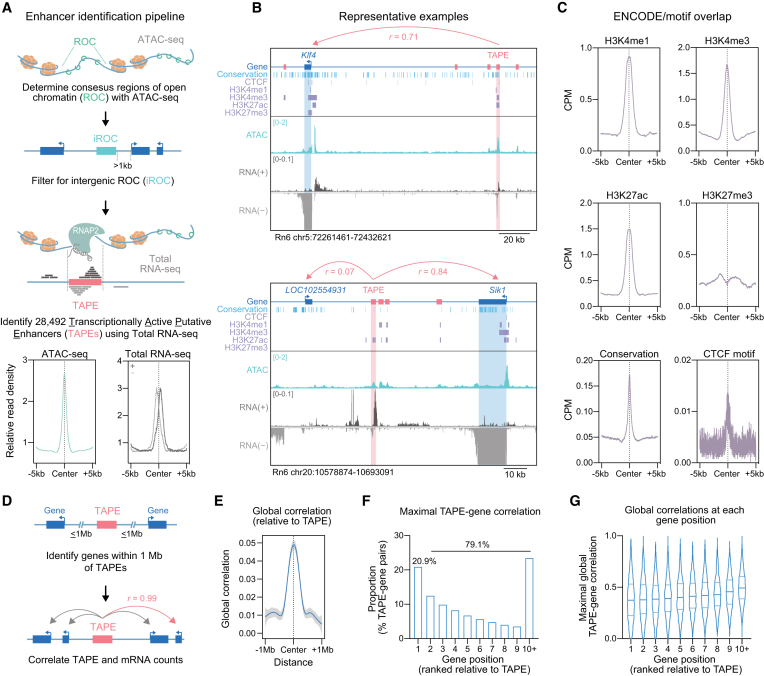
Genome-wide characterization of enhancers and eRNAs. (**A**) Analysis pipeline for localization and quantification of transcriptionally active putative enhancers (TAPEs). ATAC-seq datasets were generated using cultured cortical, hippocampal, and striatal rat neurons and used to identify regions of open chromatin (ROCs). ROCs were filtered to capture intergenic regions at least 1kb from annotated genes (iROCs). Total RNA-seq data from the same culture systems was used to identify 28 492 bidirectionally transcribed intergenic ROCs and termed TAPEs. TAPEs are characterized by an enrichment of ATAC-seq and bidirectional RNA-seq reads at TAPE centers. (**B**) Genome browser tracks showing ATAC-seq signal and total RNA expression at two example regions (*Klf4* and *Sik1*), relative to tracks marking conserved DNA elements (phastConsElements20way), CTCF motifs, and enhancer-linked histone modifications. (**C**) TAPEs exhibit higher densities of H3K4me1, H3K4me3, H3K27ac, sequence conservation and CTCF motifs, and decreased H3K27me3 compared to surrounding regions. Chromatin immunoprecipitation datasets were obtained from the mouse forebrain at postnatal day zero (ENCODE project) and lifted over to the rat Rn6 genome assembly. (**D**) TAPE-gene pairs were determined by correlations of eRNA and mRNA levels at genes within a 1 Mb distance cutoff. (**E**) On average, TAPEs and closer genes show higher correlation values. (**F**) Only 20.9% of TAPEs have their maximal gene correlation at the closest gene, while the remaining 79.1% show higher correlations to genes at more distal positions. (**G**) For pairs with highest global TAPE–gene correlation, correlation strength does not decrease with gene distance from TAPE.

While many pipelines have been developed to enable putative enhancer identification, the ability to predict which gene or genes are controlled by specific enhancers has remained challenging and often requires many overlapping ChIP-seq, ATAC-seq and HiC-seq datasets for accurate prediction within a cell type. Here, we leveraged the inherent variability in eRNA levels across identified TAPEs to construct pairwise correlation matrices with mRNA estimates from all annotated protein-coding genes falling within 1 Mb of TAPE boundaries. This strategy makes the simple assumption that enhancers and linked genes will correlate in their transcriptional output across different cell classes and/or activity states. By filtering positively correlated, high-confidence TAPE-gene pairs from 433 416 TAPE-gene matches, we defined predicted pairs for further investigation and functional validation (Fig. 1D). Globally, identified TAPEs correlated more strongly with proximal genes than with distal genes, although average correlations were relatively weak (*r* < 0.05; Figure 1E, F). Likewise, in contrast to traditional enhancer–gene pair prediction pipelines that simply annotate the nearest gene to an identified enhancer, our pipeline demonstrated that only 20.9% of TAPEs exhibited the strongest correlation with the closest gene, whereas 79.1% of all maximal enhancer–gene correlations occurred between TAPEs and more distal genes (ranked gene position; Figure 1F). Importantly, the maximal correlation value of top TAPE-gene pairs did not decrease at more distal target genes relative to their respective TAPE (Figure 1G), suggesting the presence of long-range enhancer–gene interactions with many intervening genes.

### Selective enhancer subsets are linked to gene expression programs that underlie region-specific development and function

Harnessing region-specific variation in transcription, we next quantified count data at individual TAPEs and used DESeq2 to identify TAPEs that exhibited region-selective expression patterns. This analysis yielded 390 cortical, 776 hippocampal and 898 striatal putative enhancers (Figure 2A, B; Supplementary Data Table S2). Transcription factor binding motif enrichment analysis at TAPES and gene ontology term analysis at predicted TAPE target genes indicated that region-selective TAPEs play integral roles in several region-specific processes (Figure 2C; Supplementary Data Table S3). Hippocampus-selective TAPEs were correlated with genes linked to cellular and nervous system development and cell-cell signaling, and they display an enrichment of NEUROG2 (Neurogenin2) binding motifs, a transcription factor crucial for dentate gyrus development (62,63). Similarly, cortex-selective TAPEs correlated with genes implicated in forebrain and CNS development, neuron axonogenesis, and actin polymerization, and exhibit enrichment in binding motifs for SOX5, a transcription factor that regulates neuronal migration and differentiation in the neocortex (64). Likewise, striatum-selective TAPEs correlated with genes important for several amino acid metabolism and modification pathways as well as mitochondrial functions. These TAPEs are enriched in motifs for the transcription factor ISL1, which is required for differentiation of striatonigral pathway projection neurons (65). Not surprisingly, genes corresponding to these TAPEs also demonstrated region-selective expression, as seen in the examples *Kcnf1*, *Prox1* and *Mn1* for cortex, hippocampus, and striatum, respectively (Figure 2D–F). These observations were confirmed by *in situ* hybridization images obtained from the Allen Brain Mouse Atlas.

**Figure 2.**
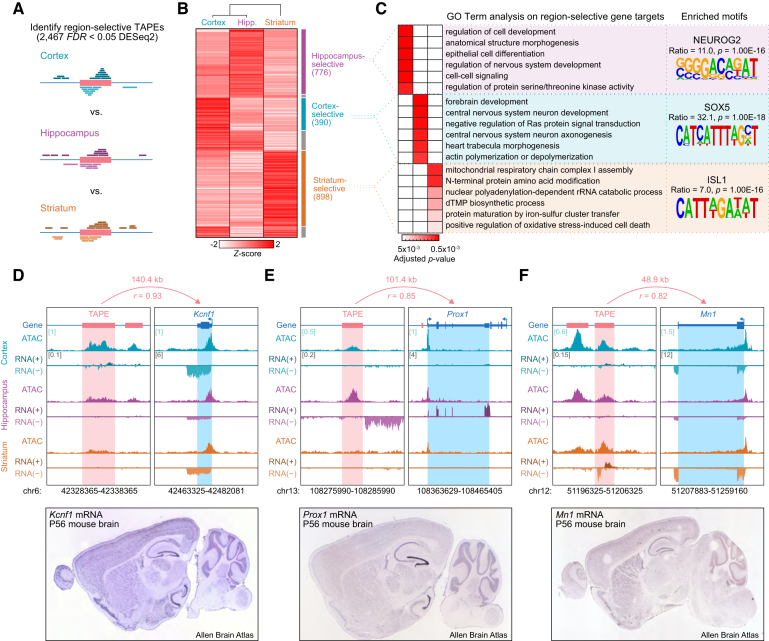
Identification of brain region-selective enhancers and eRNAs in primary neuronal culture systems. (**A**) Illustration of DESeq2-based identification of enhancers selective for cortex, hippocampus, and striatum. (**B**) Heatmap indicating transcription levels at region-selective TAPEs revealed 776, 390 and 898 TAPEs selective for hippocampus, cortex, and striatum, respectively. (**C**) Heatmap showing adjusted *P*-values of the six most enriched Gene Ontology Term groups for genes corresponding to region-selective TAPEs (left). HOMER analysis of transcription factor binding motifs shows an enrichment of characteristic transcription factors within region-selective TAPEs (representative examples on right, complete list in Supplementary Data Table S3). (**D–F**) Genome browser tracks showing ATAC-seq and total RNA-seq (reads mapped to + and – strand) signal at example loci separated by the three brain regions of interest (top, square brackets indicate y-axis max CPM value for all ATAC-seq and RNA-seq tracks at the respective loci). Region-selective TAPEs are represented by *Kcnf1* for cortex, *Prox1* for hippocampus, and *Mn1* for striatum. Distance between TAPE and predicted target gene and global Pearson's correlation is indicated above each representative TAPE–gene pair, Rn6 chromosome coordinates are indicated below. Region-selective expression of the respective target genes is also evident in *in situ* hybridization images from the adult mouse brain (bottom, Image credit: Allen Brain Atlas, Allen Institute).

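The browser tracks separate the 3 culture systems, whereas the deposited peak list combines them, so the values are the position and length of the peak at the centre of each TAPE window. The cortex-selective TAPE shown with Kcnf1 was a peak of 2177 bp on chromosome 6, from 42332278 to 42334454, with a fourth-column value of 3. The hippocampus-selective TAPE shown with Prox1 was a peak of 1018 bp on chromosome 13, from 108280482 to 108281499, with a value of 2. The striatum-selective TAPE shown with Mn1 was a peak of 890 bp on chromosome 12, from 51200881 to 51201770, with a value of 3. For the 3 TAPEs the paper's RNA values, in CPKM, are given in the sheet of all region-selective TAPEs of Supplementary Data Table S2, of which the copy at hand held 1996 rows against the paper's 2467 and only the rows of these 3 TAPEs were read. At the Kcnf1 TAPE the paper's values are 0.0523 in cortex, 0.00364 in hippocampus and 0.0017 in striatum. At the Prox1 TAPE the paper's value is 0.0445 in hippocampus and 0.0077 in cortex, and it is listed at 0 in striatum. At the Mn1 TAPE the paper's value is 0.26 in striatum, 0.0668 in cortex and 0.0307 in hippocampus. In the windows drawn around the genes, 2 peaks were listed at Kcnf1, 8 at Prox1 and 5 at Mn1. Of the 8 peaks at Prox1, 6 carried a value of 1, as did 4 of the 5 at Mn1. The Mn1 start site lay inside a peak of 4310 bp, from 51247775 to 51252084, with a value of 3. A second TAPE that Table S5 pairs with Mn1 lay in the same window as the first, from 51198142 to 51199258.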

### Activity-dependent enhancer RNA precedes and predicts mRNA induction

To determine whether eRNAs are correlated with activity-dependent alterations in protein-coding genes, we examined RNA transcription from TAPEs following neuronal depolarization with 10 mM potassium chloride (KCl) for 1 h (Figure 3A). Globally, we identified 96 activity-regulated TAPEs that were significantly altered by KCl treatment in at least one cell type, with 20 selective for cortex, 22 for hippocampus, and 66 for striatum (Figure 3B; Supplementary Data Table S5). Activity-regulated TAPEs demonstrated either increased or decreased transcription in response to neuronal depolarization, here termed up- or downregulated TAPEs. As expected, we found that mRNA expression of predicted target genes correlated with TAPE transcription (Figure 3C). However, surprisingly we found that chromatin accessibility (ATAC-seq signal) at either promoter or TAPE regions was not predictive of gene expression levels (Figure 3C), but often shifted in the opposite direction of TAPE/gene RNA estimates. While the decreased TAPE ATAC signal could be specific to this time point, it is worth noting that enhancer transcription in this case provides better predictions of basal and stimulus-dependent gene expression than chromatin accessibility.

**Figure 3.**
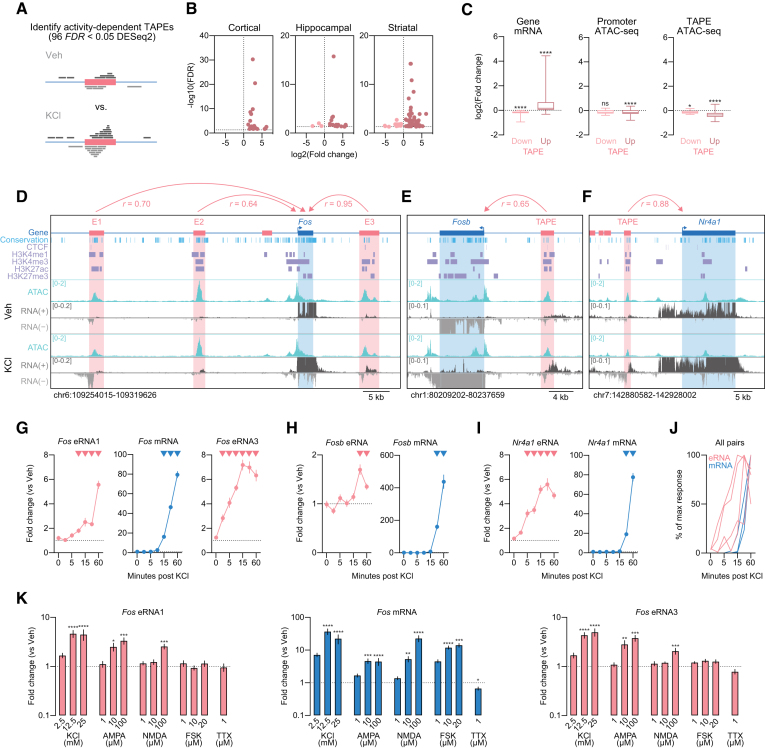
Activity dependence of enhancers and eRNAs. (**A**) Illustration of activity-dependent TAPE identification. (**B**) Volcano plots showing differentially expressed TAPEs in primary neuronal cultures generated from rat cortex, hippocampus, and striatum. (**C**) mRNA levels from TAPE-linked genes are predicted by the direction of eRNA changes at upregulated and downregulated TAPEs (Wilcoxon signed rank test with theoretical median = 0 for upregulated TAPEs, *n* = 77, *P* < 0.0001, and downregulated TAPEs *n* = 15, *P* < 0.0001). Chromatin accessibility decreases at gene promoters that correspond to upregulated TAPEs (Wilcoxon signed rank test with theoretical median = 0 for upregulated TAPEs, *n* = 78, *P* < 0.0001, and downregulated TAPEs, *n* = 15, *P* < 0.0730). ATAC-seq signal also decreases at both up- and downregulated TAPEs (Wilcoxon signed rank test with theoretical median = 0 for upregulated TAPEs, *n* = 78, *P* < 0.0001, and downregulated TAPEs, *n* = 15, *P* < 0.0103). (**D–F**) Genomic locus of *Fos*, *Fosb*, and *Nr4a1* genes and their surrounding enhancer regions. (**G–I**) Time course experiments following neuronal depolarization with 25 mM KCl revealed that eRNAs are induced prior (*Fos* eRNA1, eRNA3, and *Nr4a1* eRNA) or at the same time (*Fosb* eRNA) as mRNAs are induced (two-way ANOVA for *Fos* eRNA1, *F*(6,153) = 41.81, *P* < 0.0001, *Fos* eRNA3 *F*(6,154) = 37.87, *P* < 0.0001, *Fos* mRNA, *F*(6,154) = 456, *P* < 0.0001, *Nr4a1* eRNA, *F*(6,154) = 31.4, *P* < 0.0001, *Nr4a1* mRNA, *F*(6,154) = 311.3, *P* < 0.0001, *Fosb* eRNA, *F*(6,154) = 8.341, *P* < 0.0001, *Fosb* mRNA, *F*(6,154) = 98.34, *P* < 0.0001, Sidak's post hoc test for multiple comparisons). Inverted triangles represent *P* < 0.05 as compared to vehicle treated controls. (**J**) Summary of KCl time course experiments plotted as percentage of maximal response. (**K**) RT-qPCR analysis of eRNA and mRNA expression in response to 1 hr treatment with KCl, AMPA, and NMDA reveals activity-dependent induction of *Fos* eRNA1 and eRNA3, while FSK and TTX treatment had no effects on *Fos* eRNA expression (Kurskal–Wallis test for eRNA1 KCl *F* (3,32) = 25.04, *P* < 0.0001, AMPA *F*(3,32) = 20.81, *P* = 0.0001, NMDA *F*(3,32) = 17.79, *P* = 0.0005, FSK *F*(3,32) = 1.967, *P* = 0.5793, eRNA3 KCl *F*(3,32) = 26.52, *P* < 0.0001, AMPA *F*(3,32) = 26.11, *P* < 0.0001, NMDA *F*(3,32) = 15.66, *P* = 0.0013, FSK *F*(3,32) = 5.961, *P* = 0.1135, and mRNA KCl *F*(3,32) = 28.26, *P* < 0.0001, AMPA *F*(3,32) = 29.79, *P* < 0.0001, NMDA *F*(3,32) = 29.79, *P* < 0.0005, FSK *F*(3,32) = 30.28, *P* < 0.0001, with Dunn's post hoc test for multiple comparisons, and unpaired t-test for eRNA1 TTX *t*(14) = 0.1740, *P* = 0.8644, eRNA3 TTX *t*(14) = 1.461, *P* = 0.166, and mRNA TTX *t*(14) = 2.346, *P* = 0.0342). Data expressed as mean ± s.e.m. Multiple comparisons, *P < 0.05, **P < 0.01, *** *P* <0.001, ****P < 0.0001.

Figure 3D–F shows ATAC-seq and RNA-seq results from three representative IEGs (*Fos*, *Fosb* and *Nr4a1*) that are significantly induced by KCl depolarization. Each of these genes displayed distal activity-regulated TAPEs, including at least three distinct enhancers near the *Fos* gene. 

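The Fos gene lies on the plus strand of chromosome 6 from 109300433 to 109303299, and 6 ATAC-seq peaks were listed in the window of Fig. 3D. The peak at the start site measured 3114 bp, from 109298472 to 109301585. Enhancer-1 coincided with a peak of 1776 bp, from 109261764 to 109263539, centred 37782 bp upstream of the start site. Enhancer-2 coincided with a peak of 1252 bp, from 109281337 to 109282588, centred 18471 bp upstream. Enhancer-3 coincided with a peak of 2755 bp, from 109312441 to 109315195, at a distance of 13385 bp downstream. All 3 are among the activity-regulated TAPEs of Supplementary Data Table S5. The table gives Fos as the gene with the highest correlation for enhancer-3, but Dlst, at 325987 bp, for enhancer-1 and Isca2, at 793284 bp, for enhancer-2. The remaining peaks, of 251 and 866 bp between enhancer-2 and the promoter, are not in that table. Fosb lies on chromosome 1 from 80214494 to 80221710 with its start site at 80221710. That site lay in a peak of 2668 bp, from 80219812 to 80222479, and its TAPE coincided with a peak of 1147 bp, from 80231416 to 80232562, at a distance of 10279 bp. A second TAPE paired with Fosb lay outside the window, from 80253749 to 80255306, with 3 other peaks between it and the start site. Nr4a1 lies on chromosome 7 from 142905758 to 142920216, and 9 peaks were listed in its window. Its TAPE coincided with a peak of 859 bp, from 142890557 to 142891415, at 14772 bp upstream of the start site given in the table. No peak covered that start site itself. The nearest, of 280 bp, ran from 142906220 to 142906499. A longer peak of 1755 bp lay within the gene from 142911111 to 142912865. Another activity-regulated TAPE of this window, from 142880179 to 142881718, is paired with Grasp in the table.

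**Figure D2:**
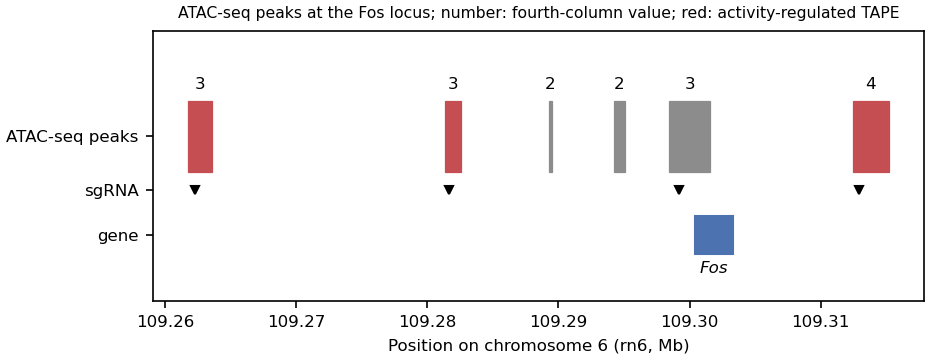
Map of the Fos locus on chromosome 6 (Rn6, position in Mb), with the ATAC-seq peaks drawn to scale and labelled with their fourth-column value, the positions targeted by sgRNAs as triangles, and the gene. The 3 peaks that are activity-regulated TAPEs are red, and the peak at the start site, from 109298472 to 109301585, is gray, as are the peaks of 251 and 866 bp.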

The locations of these enhancers are consistent with locations of enhancer elements in other species relative to the *Fos* gene (12,13) and map to DNA sequences that are enriched for histone modifications associated with active enhancers (H3K4me1 and H3K27ac). Further, each of these elements undergoes bidirectional transcription to yield strand-specific eRNAs. Using ChIP-PCR and RT-qPCR, we also demonstrate that RNAP2 is recruited to the most distal *Fos* enhancer (here termed E1) after neuronal depolarization, and that transcription from this enhancer requires RNAP2 (Supplementary Figure S1).

To further explore this TAPE-gene relationship, we performed a KCl stimulation time-course experiment in which cultured neurons were depolarized with 25mM KCl, and RNA was isolated from neurons at multiple time points (0, 3.75, 5, 7.5, 15, 30 and 60 min) after treatment. Here, we focused on enhancer RNAs transcribed from the two most distal and most conserved *Fos* enhancers (upstream enhancer-1 and downstream enhancer-3) as eRNAs transcribed from enhancer-2 showed the weakest correlation with *Fos* mRNA in RNA-seq datasets (Figure 3D). RT-qPCR using transcript-specific primers at the *Fos* locus revealed that following KCl depolarization, *Fos* eRNA1 and eRNA3 are significantly upregulated within 7.5 min, whereas *Fos* mRNA is not significantly upregulated until 15 min after stimulation (Figure 3G). We observed similar patterns at *Fosb* and *Nr4a1* loci, indicating that for many IEGs, eRNA induction precedes mRNA induction in response to neuronal depolarization (Figure 3H, I). It is important to note that we used intron-spanning RT-qPCR primers for mRNA (but not eRNA; see Supplementary Data Table S4). These primers require a spliced transcript for efficient cDNA amplification, and therefore may produce a delay in mRNA response curves. However, given that mRNA splicing is co-transcriptional in neurons (66), we predict that this would only have minor effects. While we included earlier time points than previous studies to capture the window in which eRNA and mRNA are first induced, our data corroborate the described dynamics of eRNA transcription as well as recently identified activity-induced rapid enhancer–promoter interactions (15,33,39). Our results extend these findings and show that eRNA transcription in response to activity is rapid and follows distinct temporal profiles as compared to mRNA from linked genes (Figure 3J).

To determine whether eRNAs are sensitive to other forms of neuronal and synaptic activation or inactivation, we treated cortical neurons with a variety of pharmacological compounds, including KCl, specific glutamate receptor agonists (AMPA and NMDA), the adenylyl cyclase activator Forskolin (FSK), or the sodium channel blocker tetrodotoxin (TTX) at 11 days *in vitro* (DIV). We found increased transcription of *Fos* eRNA1 and eRNA3 in response to KCl, AMPA, and NMDA in a dose-dependent fashion (Figure 3K). Interestingly, while FSK treatment resulted in strong *Fos* mRNA induction, it did not affect *Fos* eRNA levels. Likewise, only mRNA levels were reduced by TTX. Together, these results suggest that *Fos* eRNA levels are modulated by neuronal activity states in a similar but distinct fashion compared to mRNA levels.

To gain insight into the spatial distribution of eRNAs and their response to stimulation, we performed single molecule fluorescent in situ hybridization (smFISH), a technique that allows visualization of individual eRNA and mRNA transcripts on a single-cell level. Our data confirmed a KCl-mediated induction of *Fos* eRNA1 and revealed a correlation of *Fos* eRNA1 and *Fos* mRNA transcript numbers (Supplementary Figure S2). These results suggest that eRNAs contribute to transcriptional regulation of their target genes not only on a cell population level, but also on a single-cell level, and that enhancer transcription in single cells may explain at least part of the variability in expression from linked genes.

### Functional validation of enhancer–gene pairs using CRISPR activation tools

To verify predicted enhancer–gene pairs, we sought to determine whether transcriptional activation at selected candidate enhancers was sufficient to induce mRNA at linked genes. To test this, we employed a CRISPR-dCas9 activation (CRISPRa) system in which dCas9 is fused to a strong transcriptional activator (such as VPR or VP64), enabling selective activation of targeted genomic sites (Figure 4A-B, Supplementary Figure S3; (55,67)). We designed CRISPR single guide RNAs (sgRNAs) to target the CRISPRa system to transcriptionally active enhancer loci near the *Fos*, *Fosb* and *Nr4a1* genes, as well as sgRNAs targeting proximal promoters to drive mRNA transcription directly (Figure 4C, D, Supplementary Figure S3 and S4). We chose *Fos*, *Fosb*, and *Nr4a1* based on their dynamic and activity-dependent nature, which makes them promising targets to study the mechanistic interactions between eRNAs and enhancer function in neurons. As a non-targeting negative control, we employed a sgRNA for *lacZ*, a bacterial gene that is not present in eukaryotes.

**Figure 4.**
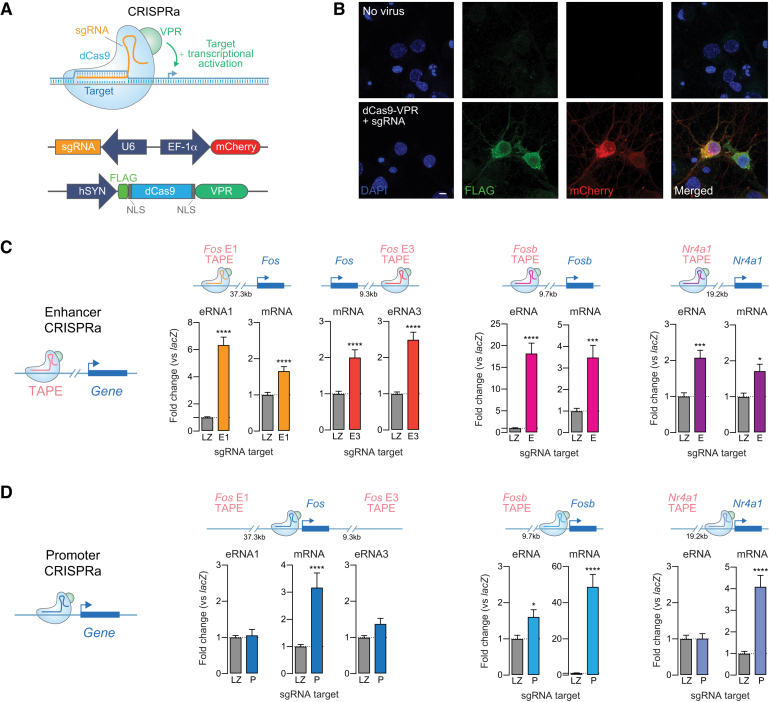
Transcriptional activation at enhancers is sufficient to induce linked genes. (**A**) Illustration of CRISPR activation (CRISPRa) strategy for site-specific targeting of the transcriptional activator VPR. (**B**) Immunocytochemistry on DIV 11 cortical neurons. Top, no virus control. Bottom, neurons co-transduced with lentiviruses expressing dCas9-VPR (marked by FLAG) and a custom sgRNA (mCherry reporter). Scale bar = 5 mm. (**C**) CRISPRa targeting to distal enhancers near *Fos*, *Fosb*, and *Nr4a1* loci activates eRNA and mRNA from linked genes. Gene expression differences were measured with RT-qPCR (*Fos*, *n* = 18; *Fosb* and *Nr4a1 n* = 9 per group; two-tailed Mann-Whitney test for all comparisons as compared to non-targeting *lacZ* sgRNA control). (**D**) CRISPRa at *Fos*, *Fosb*, and *Nr4a1* promoters increases mRNA but does not consistently increase eRNA (*Fos*, *n* = 18; *Fosb* and *Nr4a1 n* = 9 per group; two-tailed Mann–Whitney test for all comparisons as compared to non-targeting *lacZ* sgRNA control). Data expressed as mean ± s.e.m. Multiple comparisons, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

At DIV 4–5, cortical cultured neurons were transduced with separate lentiviruses expressing dCas9-VPR and sgRNA constructs. On DIV 11, we confirmed transgene expression (indicated by mCherry reporter for sgRNA constructs and FLAG immunocytochemistry for the VPR construct; Figure 4B) and extracted RNA for RT-qPCR. At all four candidate eRNA–mRNA pairs, CRISPRa-mediated transcriptional activation of enhancers not only increased eRNA expression but also significantly induced corresponding mRNA levels (Figure 4C). In contrast, dCas9-VPR targeting to gene promoters specifically increased target mRNA at all candidate genes but did not alter eRNA levels at three out of four candidate pairs (Figure 4D). For example, activation of distinct enhancers either upstream (enhancer-1) or downstream (enhancer-3) of the *Fos* gene produced local eRNA (eRNA1 and eRNA3) induction, but also significantly increased *Fos* mRNA expression. Notably, transcriptional activation of the upstream enhancer did not activate the downstream enhancer, and vice versa (Supplementary Figure S3 and S4). This strongly indicates that enhancers and eRNAs can be induced by transcriptional activators, that this activation can drive mRNA expression, and that there is little crosstalk between transcriptional activation states at enhancers. Interestingly, dual activation of both enhancers with multiplexed sgRNAs targeting *Fos* enhancer-1 and enhancer-3 had additive effects and stronger mRNA induction compared to individual enhancer activation (Supplementary Figure S4). Given that enhancers can interact with promoters in enhancer-promoter loops, it is possible that transcriptional activators are close enough to act simultaneously on enhancers and promoters. However, we observed little or no effect on eRNA expression when we targeted gene promoters to drive mRNA expression (Figure 4D, Supplementary Figure S4), suggesting that enhancer regulation of linked mRNA is a unidirectional phenomenon. Moreover, we did not observe any effects of enhancer activation on non-targeted eRNAs or mRNAs, supporting the site-specificity of observed CRISPRa effects (Supplementary Figure S4).

To determine whether these results translate to non-neuronal cell types that were not used to generate enhancer–gene pair predictions, we repeated selected experiments in C6 cells, a rat glioma dividing cell line (Supplementary Figure S3). As in neurons, we found that recruitment of transcriptional activators (VPR or VP64) to selected *Fos* enhancers not only induced transcription at enhancers but also upregulated *Fos* mRNA. In contrast, *Fos* promoter targeting increased mRNA levels without altering eRNA levels. Together, these findings imply that enhancers can be activated in a site-specific manner and that observed increases in mRNA are due to enhancer activation and potentially increased eRNA levels. Further these results validate enhancer–gene pair predictions based on eRNA transcription abundance.

### Enhancer RNAs are necessary and sufficient for induction of mRNA

To further interrogate the functional role of eRNAs, we explored the effect of eRNA localization on the expression of linked genes. To do so, we employed CRISPR-Display (68), a novel CRISPR approach that allowed us to tether a specific accessory RNA (acRNA) sequence to chosen target sites in the genome and investigate local effects, as compared to global over-expression approaches. Given eRNAs from *Fos* enhancers showed high sequence conservation and robust effects on mRNA expression in neurons as well as in C6 cells, we designed Display acRNA sequences based on conserved regions within transcribed enhancer elements of this gene. We packaged dCas9 along with either sgRNA–eRNA (eRNA-tethering Display construct) or sgRNA-alone (no-acRNA control construct) cassettes into a single plasmid expression vector (Figure 5A). Constructs containing either *Fos* enhancer-1 sgRNA or a non-targeting *lacZ* control were nucleofected into C6 cells, followed by RT-qPCR after a 16 h incubation period. Anchoring of an acRNA sequence based on *Fos* eRNA1 in close proximity to its parent enhancer (*Fos* enhancer-1) resulted in increased *Fos* mRNA levels compared to the dCas-only control (Figure 5B). Importantly, overexpression of the eRNA1 sequence without enhancer targeting did not affect *Fos* mRNA expression, indicating that the effects of this eRNA are location-dependent (Figure 5B, left). To determine whether the length of the acRNA contributes to the observed effects, we constructed eRNA-tethering CRISPR-Display plasmids with increasing acRNA lengths of 150, 300 and 450 nucleotides (nt; Figure 5A, bottom). Intriguingly, RNA length did not further increase the effect of CRISPR-Display targeting on mRNA expression (Figure 5B, right), suggesting that eRNA-mediated increases in mRNA expression are not directly proportional to the size of eRNA delivered. Since the effects of eRNA targeting appeared to be location-dependent, we next sought to determine their location specificity. We targeted enhancer-1, -3, and a non-regulatory control region between enhancer-1 and the promoter with Display constructs tethering 150 nt long sequences of eRNA1, 3, or a control RNA based on the targeted control region (Figure 5A, bottom). These experiments revealed that only *Fos* eRNA1 tethered to its own enhancer induced mRNA (Figure 5C, middle). Importantly, no significant effects were observed when other RNAs were tethered to enhancer-1 (Figure 5C, middle), nor when eRNA1 was tethered to either enhancer-3 or the control locus (Figure 5C, left and right). These results suggest that the observed effects are specific to eRNA1 when localized to its origin enhancer. Interestingly, eRNA3 did not produce the same effects on mRNA expression as eRNA1 when targeted to its corresponding enhancer-3 (Figure 5C, right). This could either be due to technical differences between the acRNA designs or hint towards different functional roles between the two eRNAs. While none of the acRNAs contain specific binding motifs that the authors are aware of, it is possible that the chosen 150 nt of eRNA3 does not carry the required properties to be functional in this assay and that a different region of the eRNA3 sequence would show similar results to the eRNA1 acRNA. This discrepancy could also reflect differences in chromatin looping at baseline between the two enhancers. A recent study by Beagan *et al.* assessed activity-dependent chromatin restructuring and enhancer–promoter loops and found activity-responsive looping between the *Fos* promoter and enhancer-1 but not enhancer-3 (39). Existing enhancer-promoter interaction could potentially be required for acRNA mediated effects. More importantly, these experiments provide novel evidence that *Fos* eRNA1 acts locally and is sufficient to induce the *Fos* gene.

**Figure 5.**
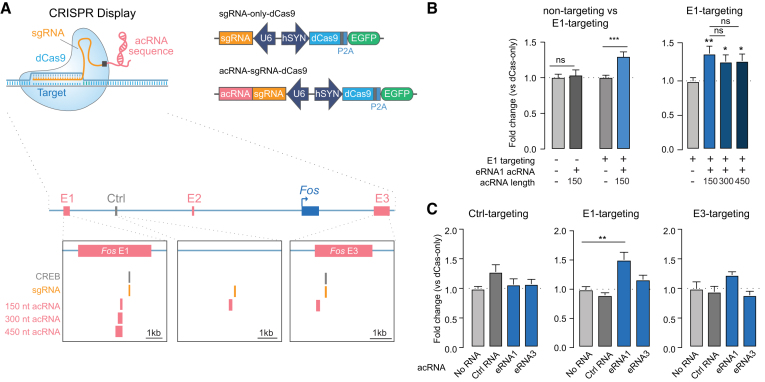
*Fos* eRNA1 is sufficient for *Fos* mRNA expression. (**A**) Illustration of Display plasmids (top), and CREB binding motifs, sgRNA target sites and eRNA regions chosen for CRISPR-Display constructs (acRNA1–3) (bottom). (**B**) RT-qPCR analysis reveals that while the *lacZ*-targeting 150 nt eRNA1 acRNA does not affect *Fos* mRNA (*n* = 9 per group, two-tailed Mann–Whitney test, *U* = 36, *P* = 0.7304), targeting eRNA1 to *Fos* enhancer-1 results in increased *Fos* mRNA expression (*n* = 21 per group, two-tailed Mann–Whitney test, *U* = 77, *P* = 0.0002, graph contains data from 12 replicates (from four experiments) shown in the right graph and none additional replicates (from 2 experiments)). Constructs with increasing acRNA lengths (150, 300 and 450 nt) did not result in stronger *Fos* mRNA induction (one-way ANOVA *F*(3,44) = 3.791, *P* = 0.0167, Tukey's post hoc test for multiple comparison). (**C**) Tethering 150 nt acRNAs based on eRNA1, eRNA3, and a control RNA revealed that only eRNA1 tethering to its own enhancer induced *Fos* mRNA expression (one-way ANOVA for control-targeting *F*(3,19) = 3.191, *P* = 0.0472, and Kurskal–Wallis test for E1-targeting *F*(3,44) = 23.27, *P* < 0.0001, E3 targeting *F*(3,40) = 5.183, *P* = 0.1589). Data expressed as mean ± s.e.m. Multiple comparisons, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

Based on the CRISPR-Display results, we next sought to address the functional requirement of eRNAs in activity-dependent gene transcription in cortical neurons. We employed an anti-sense oligonucleotide (ASO) strategy to directly target eRNA1 while leaving mRNA and other enhancer functions unperturbed. Rat primary cortical cultures were treated with sequence-specific eRNA1 ASOs for 24 h prior to RNA harvesting followed by RT-qPCR (Figure 6A). ASOs targeted to *Fos* eRNA1 induced a robust decrease in eRNA1 expression but did not alter expression of eRNAs from other *Fos* gene enhancers (reinforcing the concept of functional independence of *Fos* eRNAs). Notably, *Fos* eRNA1 ASOs also produced a significant decrease in *Fos* mRNA levels, both at baseline and following neuronal depolarization with KCl (Figure 6A, C). These results suggest that *Fos* eRNA1 is not only required for normal expression from the *Fos* gene, but also for neuronal activity-dependent expression of this IEG. In contrast, we found that knockdown of *Fos* mRNA with an ASO targeted to the mRNA had no effect on eRNA synthesis from any enhancer, further supporting a unidirectional model of eRNA function (Figure 6B). Overall, these findings demonstrate that altering the levels of a single eRNA is sufficient to modulate gene expression.

**Figure 6.**
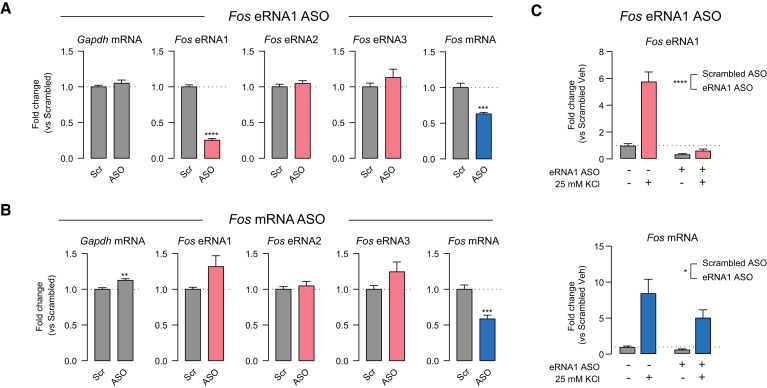
*Fos* eRNA1 is necessary for *Fos* mRNA expression in neurons. (**A**) Anti-sense oligonucleotide (ASO) targeting of *Fos* eRNA1 for 24 h decreased both eRNA1 and *Fos* mRNA (unpaired *t*-test *t*(10) = 20.69, *P* < 0.0001 and *t*(10) = 5.739, *P* = 0.0002), but did not alter eRNA levels from other *Fos* enhancers (unpaired *t*-test for *Gapdh* mRNA *t*(10) = 0.9696, *P* = 0.3551; eRNA2 *t*(10) = 0.8608, *P* = 0.4095; eRNA3 *t*(10) = 1.014, *P* = 0.3346). (**B**) *Fos* mRNA targeting ASOs decreased *Fos* mRNA (*t*(10) = 5.198, *P* = 0.0004) with no significant effect on eRNA levels (unpaired *t*-test for *Gapdh* mRNA *t*(10) = 3.744, *P* = 0.0038; eRNA1 *t*(10) = 2.056, *P* = 0.0668; eRNA2 *t*(10) = 0.6508, *P* = 0.5298; eRNA3 *t*(10) = 1.679, *P* = 0.124). (**C**) *Fos* eRNA1 ASO pretreatment for 24 h prior to 1 h Veh treatment or KCl stimulation reduced induction of eRNA1 (top) and mRNA (bottom) when compared to a scrambled ASO control (*n* = 9 per group, two-way ANOVA for eRNA1 *F*(1,32) = 154.4 *P* < 0.0001, for mRNA *F*(1,32) = 5.267, *P* = 0.0284). Data expressed as mean ± s.e.m. Multiple comparisons, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Enhancer RNAs interact with but do not depend on chromatin remodelers

The mechanisms by which eRNAs can regulate proximal mRNA transcription remain poorly understood, and while there is evidence for specific eRNA–protein interactions in the literature, no general mechanism has been identified. eRNAs have been demonstrated to be involved in the release of transcriptional repressors, enhancer looping, and epigenetic modifications (15,69–72). One possible role of eRNAs lies in the regulation of dynamic chromatin reorganization. Enhancer activation is often accompanied by the recruitment of CBP, CREB, MEF2, NPAS4 and FOS proteins to enhancers near activity-regulated genes (e.g. *Fos*, *Rgs2* and *Nr4a2*; (13)). Furthermore, enhancer manipulations have been shown to induce changes in H3K27ac both directly and indirectly. Chen *et al.* demonstrated increased H3K27ac at *Fos* enhancers after dCas9-p300 recruitment to these enhancers (10)). Similarly, other studies have reported decreased histone acetylation at enhancers not only when using histone deacetylase tethering constructs, but also other repressors such as KRAB and histone demethylases (76). To interrogate the relationship between eRNAs and these enhancer-binding epigenetic modifiers, we focused CBP, which is recruited to enhancers upon activation and has been shown to bind eRNAs (69).

First, to determine whether *Fos* eRNA and mRNA expression is regulated by CBP levels, we designed a custom shRNA expression vector targeting *Crebbp* mRNA (which codes for CBP protein). Specific shRNA sequences targeting *Crebbp* mRNA or a scrambled control sequence were cloned into a lentivirus-compatible expression vector and used for lentiviral packaging. At DIV 4–5, cortical cultured neurons were transduced with either control or *Crebbp* shRNA. On DIV 11, we confirmed transgene expression (indicated by mCherry reporter) and extracted RNA for RT-qPCR. Intriguingly, *Crebbp* knockdown reduced *Fos* mRNA by ∼40%. However, we observed no reduction in eRNA1 or eRNA3 levels (Figure 7A). Even though CBP has been shown to interact with enhancers, our data indicate that *Crebbp* is crucial for *Fos* mRNA induction but is not required for eRNA transcription.

**Figure 7.**
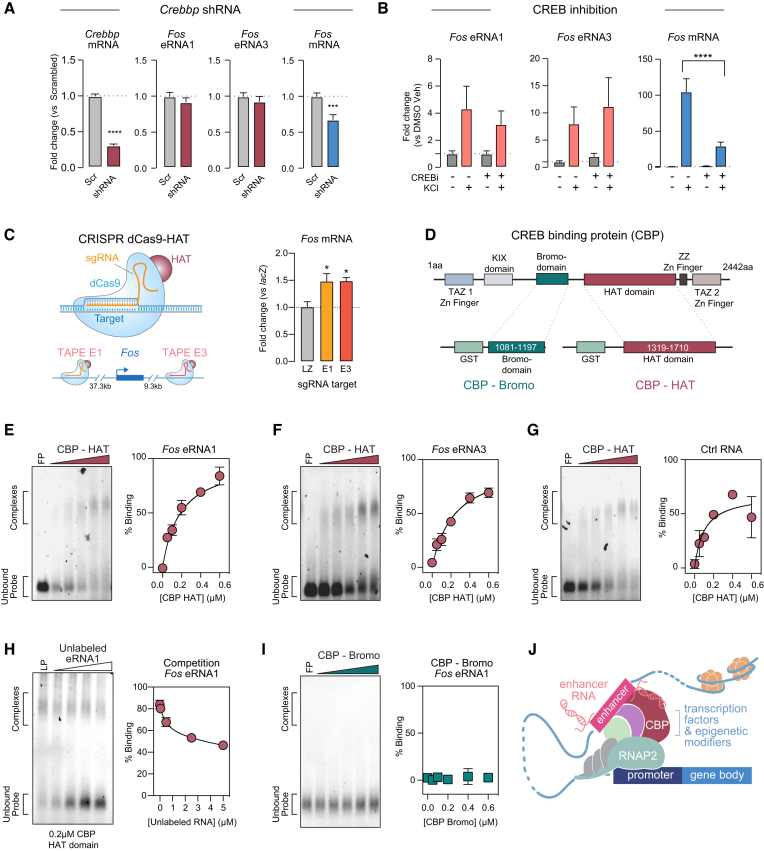
*Fos* eRNA is transcribed independently of but interacts with the histone acetyltransferase CBP. (**A**) shRNA-mediated knockdown of *Crebbp* mRNA resulted in deceased *Fos* mRNA but not eRNA expression (*n* = 18 per group, Mann–Whitney for *Crebbp* mRNA *U* = 0, *P* < 0.0001, *Fos* mRNA *U* = 55, *P* = 0.0004, eRNA1 *U* = 140, *P* = 0.5010, eRNA3 *U* = 132, *P* = 0.3550). (**B**) CREB inhibition (666–15; 1 μM) blunted the KCl response of *Fos* mRNA but not eRNA (*n* = 6 per group, two-way ANOVA for mRNA *F*(1,20) = 37.79, *P* < 0.0001, eRNA1 *F*(1,20) = 0.2461, *P* = 0.8769, eRNA3 *F*(1,20) = 0.1592, *P* = 0.6941, with Tukey's post hoc test for multiple comparisons). (**C**) CRISPR dCas-HAT targeting in C6 cells, in which dCas9 carrying a histone acetyltransferase domain is expressed with sgRNAs to target selected enhancers (left) induced *Fos* mRNA transcription (right, *n* = 8–9 per group, one-way ANOVA *F*(2,23) = 6.151, *P* = 0.0072). (**D**) Illustration of CREB-binding protein (CBP) domains (top), and recombinant glutathione-S-transferase (GST) tag-containing CBP-histone acetyltransferase (HAT) domain and CBP-bromodomain (Bromo) used in mobility shift assays. (**E–G**) RNA electrophoretic mobility shift assay (REMSA) with escalating concentrations of recombinant protein (0 = free probe (FP), 0.05–0.6 μM) reveal complete binding of synthetic *Fos* eRNA1 (151 bp, 20 nM), eRNA3 (153 bp, 20 nM), and control RNA (150 bp, 20 nM) to CBP-HAT. (**H**) Unlabeled eRNA1 competes for CBP-HAT binding with labeled eRNA1 (LP) in competition assay. (**I**) No binding of eRNA1 to CBP-Bromo domain was observed. For all REMSA experiments, *n* = 6 per group. (**J**) Model of enhancer function at promoters with associated eRNAs interacting with CBP. Data expressed as mean ± s.e.m. Multiple comparisons, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

We next tested whether CREB–CBP interactions were critical for *Fos* eRNA and mRNA expression using a selective small molecule compound (666–15) that blocks CREB-mediated gene transcription. DIV 11 cortical neurons were treated with 666–15 and KCl for 1hr followed by RNA harvesting and RT-qPCR. CREB inhibition significantly blunted the *Fos* mRNA response to KCl (Figure 7B). However, CREB inhibition did not alter *Fos* eRNA1 or eRNA3 expression either at baseline or in response to KCl, demonstrating that eRNA expression does not require CREB–CBP interactions.

Since CBP is not required for *Fos* eRNA transcription, we next investigated the role of CBP in enhancer function. First, we tested the effects of CBP’s core histone acetyltransferase (HAT) domain on enhancer function. We paired a sgRNA specific to the *Fos* enhancer-1 locus with a dCas9 fusion containing the core HAT domain from p300, which is nearly identical to the HAT domain from CBP (57). HAT targeting to either *Fos* enhancer in C6 cells elevated *Fos* mRNA to a similar extent as CRISPRa-based activation and CRISPR-based eRNA1 targeting (Figures 5B, C, 7C). While eRNA1 and eRNA3 levels in the same experiment did appear to be elevated following dCas9-HAT targeting to their respective enhancers, these changes were more variable and did not meet statistical significance as compared to *lacZ* controls (Supplementary Figure S5). Overall, these data suggest that eRNAs may link enhancer transcription to downstream chromatin remodeling via histone acetylation.

Recent work suggested that eRNAs interact with CBP and modulate the HAT activity of this protein (69). However, eRNAs have also been shown to interact with proteins containing a bromodomain (which binds acetylation marks on histones) (72). Intriguingly, CBP (and the dCas-HAT fusion used in Figure 7C) contains both a bromodomain and a HAT domain (Figure 7D), implying either function is possible. Furthermore, enhancer acetylation has recently been shown to be a crucial regulatory mechanism of activity-induced dynamic gene expression and transcriptional bursting (10). To investigate whether eRNA binding via either of these mechanisms contributes to eRNA function at *Fos* enhancers, we performed RNA electrophoretic mobility shift assays (REMSAs) using ∼150nt RNA probe sequence based on *Fos* eRNA1, eRNA3 and a control RNA (based off the same control locus as CRISPR-Display control RNA, Figure 5A, C). REMSA probes were transcribed *in vitro* with fluorescein-labeled bases, and subsequently incubated with recombinant CBP HAT or bromodomains (Figure 7E–I). To ensure that eRNA-protein interactions were specific and not due to general RNA binding of CBP domains, all REMSA experiments used buffer containing 0.1mg/ml of yeast tRNA. Strikingly, we observed almost complete binding of *Fos* eRNA1 and the CBP HAT domain at the highest protein concentration (0.6 μM, Figure 7E). While both tested eRNAs bound the CBP HAT domain, it is noteworthy that all tested RNAs, including the control RNA, interacted with the HAT domain. In line with our CRISPR-Display results, these findings suggest that the observed interactions between eRNAs or control RNA and the CBP HAT domain are not entirely sequence-specific, but likely regulated by their short half-life and local transcription. As eRNA1 showed almost complete binding and the strongest effects on mRNA expression in our Display experiments, we used this sequence for control experiments. These experiments demonstrate that the eRNA1–HAT interaction was competitively inhibited by unlabeled eRNA1, suggesting that binding was not mediated by the fluorescent label. Additionally, there was no appreciable binding of eRNA1 to the CBP bromodomain at identical concentrations (Figure 7H-I). This result thus supports recent findings by Bose *et al.* that various eRNAs can interact with CBP and potentially increase its HAT activity (69). Together with our eRNA-tethering results, this data extends the previous findings, suggesting that functional specificity of eRNAs is driven by the location of eRNA transcription rather than their sequence.

Taken together, these results suggest that while eRNAs are not dependent on CREB and CBP, they can facilitate transcriptional induction through direct interaction with the CBP HAT domain. Our findings suggest a model for eRNA function in which eRNAs participate in enhancer-promoter communication where they can interact with epigenetic modifiers such as CBP (Figure 7J).

## DISCUSSION

Distal enhancer elements in DNA enable higher-order chromatin interactions that facilitate gene expression programs and thus contribute to cellular phenotype and function (1–3). In the developing brain, the majority of enhancer elements exhibit temporally specific emergence during precise developmental windows, with only ∼15% of enhancers being utilized continually from late embryonic development into adulthood (5,7). These developmentally regulated enhancers contribute to cell- and tissue-specific gene expression patterns that establish communication within and between brain structures (7,73,74). Not surprisingly, enhancers utilized in early embryonic brain development possess the highest degree of sequence conservation across species, suggesting that robust evolutionary pressures drive enhancer function (7). In the postnatal and mature brain, enhancers continue to play a widespread role in the activity-dependent transcriptional programs that regulate key aspects of neuronal plasticity and function (5,12,13,16–18,27,41,75). Repression or deletion of enhancer elements has profound effects on the genes that they control, including complete inactivation (12,16,41,76). Likewise, targeted enhancer activation induces robust upregulation of linked genes, suggesting that enhancers serve as bidirectional regulators of gene activity (57,73).

While genome-wide enhancer identification traditionally relies on extensive ChIP-seq, ATAC-seq, and/or HiC-seq datasets to asses location and activity states, our findings are in line with recent work by Wang *et al.* and emphasize the advantages of transcriptional information as an indicator of local chromatin states (77). In this study, the authors developed a machine learning tool to predict chromatin landscapes with nucleosome resolution based exclusively on nascent transcription. Along with this line of work, others have underlined the tight relationship between enhancer transcription and transcription factor activity (78), as well as enhancer and promoter function (79). Our results demonstrate that eRNA levels can be a useful measure of enhancer activity state, and often represent a distinct readout from that provided by ATAC-seq signal at the same enhancer. For example, whereas we detected many eRNAs induced by neuronal depolarization, we observed that ATAC-seq signals at these activated enhancers (or the promoters of linked genes) decreased following depolarization. While the molecular origins of this effect are unclear, this finding may suggest that at the timescales examined here, ATAC-seq quantification cannot discriminate between active and poised enhancer states for constitutively poised activity-regulated enhancers.

Our results also extend recent efforts to identify and validate enhancer–gene pairs on a large scale using CRISPR interference (CRISPRi). One study perturbed enhancer function using CRISPRi sgRNA libraries followed by single-cell sequencing to assess enhancer–gene links. The resulting dataset demonstrated that at least 33% of the investigated 770 enhancer–gene pairs skipped at least one proximal TSS (80). Similarly, another recent study by Fulco. *et al.* developed CRISPR-FlowFISH, an approach that uses CRISPRi to perturb hundreds of regulatory elements in tandem with single-cell analysis of mRNA abundance (36). The results from this study suggest that genes can be regulated by multiple distal enhancers and that some enhancers regulate more distal genes while skipping over their more proximal genes. Furthermore, this work demonstrates poor accuracy of several commonly used enhancer–gene pair prediction methods (e.g. proximity, Hi-C data and chromatin marks) when used individually. To solve this problem the authors developed a new activity-by-contact (ABC) model in which enhancer–gene predictions are based on the activity state of the enhancer (measured by DNase-seq and H3K27ac ChIP-seq), the frequency of 3D enhancer-promoter interactions (measured by Hi-C), and the gene expression response to CRISPRi targeting. In contrast to this study our method capitalizes on inherent transcriptional variability between samples and therefore does not require large-scale enhancer perturbations to predict enhancer–gene pairs. Furthermore, our results demonstrate that it is possible to resolve activity states of regulatory elements and their corresponding target genes with only a few datasets and suggests that eRNA induction levels can predict mRNA response to stimulation more reliably than changes in chromatin accessibility. Recent work by Beagan *et al.* examined three-dimensional chromatin structure changes in response to neuronal activity, and demonstrated the formation of enhancer-promoter loops within 20 min of stimulation at IEGs including the *Fos* gene (39). Consistent with our findings, this report also showed increased eRNA and enhancer–promoter interaction changes prior to induction of mRNA from these loci. This study highlights the need to correlate activity states at promoters and enhancers to generate higher confidence enhancer-promoter link predictions, and shows that loop strength translates directly to transcriptional output. Building on these findings, our data emphasize the importance of incorporating transcriptional information in enhancer identification, as eRNA levels may change more rapidly than overlapping chromatin status and potentially even three-dimensional structures. Using measures of eRNA abundance may therefore provide higher temporal resolution when investigating stimulus-dependent changes in enhancer landscape.

Although it is well accepted that genomic enhancers play critical roles in tuning the spatiotemporal nature of transcription from linked genes, techniques typically used to examine enhancer function (e.g. enhancer deletion (81), Cas9-based mutation (59,82), or activation/inactivation with dCas9 fusion proteins (12,57,83–86) interfere with both the genomic locus and eRNAs transcribed from that locus. Therefore, these approaches cannot dissociate the effects of enhancer function and eRNA function. To address this problem, we first implemented genome-wide transcriptional profiling in our enhancer identification pipeline to gain a better understanding of the relationship between enhancer transcription, enhancer activity, and downstream transcriptional regulation. Moreover, we took two different approaches that directly target eRNAs in order to examine their function separately from enhancer function. First, we used a novel CRISPR-Display approach to target *Fos* eRNAs to their own enhancer. These results demonstrate that *Fos* eRNA1 is sufficient to induce *Fos* mRNA and provide novel evidence for a location-dependent functional role of eRNA (Figure 5). Furthermore, our data shows that while *Fos* eRNA expression is independent of CREB and CBP function, eRNAs can interact with CBP through direct binding to the HAT domain. Likewise, CRISPR-dCas9 mediated recruitment of a HAT domain recapitulated the effects of eRNA-tethering at the same *Fos* enhancer loci (Figure 7). Secondly, we employed stable, cell-penetrating ASOs to target eRNA for degradation. These results suggest that eRNA is necessary for normal expression of *Fos* mRNA, both under basal conditions and after neuronal depolarization. (Figure 6).

Overall, these results agree with a previous report demonstrating that eRNAs transcribed from activity-dependent enhancers are necessary for induction of mRNA from linked genes (15). This report utilized lentiviral shRNA knockdown approaches to directly target activity-induced eRNAs near *Arc* and *Gadd45b* genes and followed this knockdown with KCl depolarization to induce mRNAs. Targeted shRNA knockdown of eRNA specifically blocked mRNA induction at these genes but not other IEGs induced by neuronal activation (*Fos*, *Egr1*). Our results extend these important findings in two ways. First, given that the *Fos* gene exhibits multiple enhancers and activity-dependent eRNAs, we were able to address the functional relationship between eRNAs near the same gene. Our results suggest that while eRNAs do regulate mRNA induction at linked genes, eRNAs are functionally independent of each other. Thus, ASO-mediated knockdown of eRNAs transcribed from the most distal *Fos* enhancer did not downregulate eRNAs transcribed from other enhancers (Figure 6). Secondly, in parallel experiments we were able to target *Fos* mRNA for knockdown using an identical approach. These results demonstrate that the relationship between eRNA and mRNA levels at the same gene is unidirectional, i.e. that mRNA knockdown does not also reduce eRNA levels. This is a critical control at autoregulating IEGs like *Fos*, given that the protein product of this gene is a transcription factor that localizes to enhancers in an AP1 complex with Jun family members (14).

Biological roles of lncRNAs are generally linked to their ability to bind functionally active proteins to operate as molecular guides, decoy molecules, scaffolding, or even allosteric modulators (32,87). In agreement with this concept, a large number of chromatin-associated proteins bind RNA in addition to DNA (43,88,89), and several well-characterized transcriptional regulators have recently been shown to possess functional interactions with eRNAs (2,15,69–71,90,91). For example, eRNAs have been shown to bind the ubiquitous transcription factor Yin-Yang 1 (YY1) to ‘trap’ YY1 at the enhancer, thus facilitating its action at local YY1 motifs in DNA (91). In this study, a similar CRISPR-dCas9 system was used to tether *Arid1a* RNA in close proximity to an enhancer YY1-binding motif. Our CRISPR-Display experiments build on this work by showing direct changes in target gene expression that are dependent on the target location but not sequence length. Our data confirms and highlights the importance and sufficiency of eRNAs as transcriptional organizers.

Similarly, eRNAs can act as decoy molecules for negative elongation factor (NELF) complexes, which are important regulators of RNAP2 pausing and transcriptional bursting (15). In line with previous findings that eRNAs interact with CBP and stimulate its activity as a HAT at enhancer loci (69), we found that *Fos* eRNAs can interact with CBP through direct binding to the HAT domain and that eRNA or HAT recruitment to the enhancer increases mRNA expression. Additionally, our data suggest that the specificity of this interaction is based on the location of eRNA transcription, likely in combination with their short half-life rather than sequence specificity.

While our results do not rule out other eRNA-protein interactions, our findings are consistent with recent observations that histone acetylation plays a key role at enhancers by influencing transcriptional properties of corresponding genes (10). This study demonstrated that histone acetylation at enhancers increases transcriptional bursting at linked genes, and that these effects are mediated by BRD4, a bromodomain-containing protein important for RNAP2 phosphorylation and transcription. Our results provide the first evidence that eRNA function is dependent on eRNA location and partially dependent on sequence, but not sequence length. Future studies will be required to explore how different factors, such as distance from their target gene, influence enhancer and eRNA function and characterize other eRNA/protein interactions in more detail. This will help to determine whether common regulatory mechanisms dictate expression of different eRNAs targeting the same gene, as we observed some characteristic and functional differences between *Fos* eRNA1 and eRNA3. It will further help to unravel whether a group of eRNAs that regulate the same gene have distinct functional mechanisms. Finally, it will be crucial to understand the interplay of different enhancers and eRNAs and how they orchestrate gene expression programs and potentially fine-tune responses to specific stimuli.

The vast majority of gene variants linked to human health and disease by genome-wide association studies are located in non-coding regions of the genome (25,27,92), with putative enhancers containing more disease-linked single-nucleotide polymorphisms than all other genetic loci combined (93). Disease-linked genetic variants could affect enhancer activity either via direct modification of enhancer DNA sequence (e.g. disruption of a transcription factor motif) or by alterations in long-range chromatin interactions between enhancers and gene promoters (reviewed in (94)). Indeed, numerous diseases have already been linked to sequence variations in enhancer regions (92,95–97), including complex polygenic conditions such as depression (23,98), obesity (28,98), schizophrenia (22,99), bipolar disorder (22), Alzheimer's disease (38,100), and autism spectrum disorders (24,29). This growing link between enhancer activity and brain function strongly highlights the need to better understand the mechanistic interactions that regulate enhancer function at the molecular level, and also suggests that enhancers could be attractive targets for a new generation of disease therapeutics.

## DATA AVAILABILITY

All relevant data that support the findings of this study are available on day-lab.org/resources or by request from the corresponding author (J.J.D.). The CRISPR-Display construct will be made available in the Addgene plasmid repository (Addgene #159086). Bash scripts and R code for TAPE analysis will be made available via GitLab (https://gitlab.rc.uab.edu/day-lab).

Sequencing data that support the findings of this study are available in Gene Expression Omnibus (GSE150499 and GSE150589).

RNA-seq: GSE150499; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE150499

ATAC-seq: GSE150589; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE150589

## Supplementary Material

gkaa671_Supplemental_Files Click here for additional data file.

## References

[1] HeinzS., RomanoskiC.E., BennerC., GlassC.K. The selection and function of cell type-specific enhancers. Nature. 2015; 16:144–154.10.1038/nrm3949PMC451760925650801

[2] LiW., NotaniD., RosenfeldM.G. Enhancers as non-coding RNA transcription units: recent insights and future perspectives. Nat. Rev. Genet.2016; 17:207–223.2694881510.1038/nrg.2016.4

[3] WangD., Garcia-BassetsI., BennerC., LiW., SuX., ZhouY., QiuJ., LiuW., KaikkonenM.U., OhgiK.A.et al. Reprogramming transcription by distinct classes of enhancers functionally defined by eRNA. Nature. 2011; 474:390–394.2157243810.1038/nature10006PMC3117022

[4] FurlongE.E.M., LevineM. Developmental enhancers and chromosome topology. Science. 2018; 361:1341–1345.3026249610.1126/science.aau0320PMC6986801

[5] GrayJ.M., KimT.-K., WestA.E., NordA.S., Markenscoff-PapadimitriouE., LomvardasS. Genomic views of transcriptional enhancers: essential determinants of cellular identity and activity-dependent responses in the CNS. J. Neurosci.2015; 35:13819–13826.2646818110.1523/JNEUROSCI.2622-15.2015PMC4604220

[6] HamiltonW.B., MosessonY., MonteiroR.S., EmdalK.B., KnudsenT.E., FrancavillaC., BarkaiN., OlsenJ.V., BrickmanJ.M. Dynamic lineage priming is driven via direct enhancer regulation by ERK. Nature. 2019; 575:355–360.3169519610.1038/s41586-019-1732-zPMC7618169

[7] NordA.S., BlowM.J., AttanasioC., AkiyamaJ.A., HoltA., HosseiniR., PhouanenavongS., Plajzer-FrickI., ShoukryM., AfzalV.et al. Rapid and pervasive changes in genome-wide enhancer usage during mammalian development. Cell. 2013; 155:1521–1531.2436027510.1016/j.cell.2013.11.033PMC3989111

[8] RobsonM.I., RingelA.R., MundlosS. Regulatory landscaping: how enhancer-promoter communication is sculpted in 3D. Mol. Cell. 2019; 74:1110–1122.3122627610.1016/j.molcel.2019.05.032

[9] FullardJ.F., HaubergM.E., BendlJ., EgervariG., CirnaruM.-D., ReachS.M., MotlJ., EhrlichM.E., HurdY.L., RoussosP. An atlas of chromatin accessibility in the adult human brain. Genome Res.2018; 28:1243–1252.2994588210.1101/gr.232488.117PMC6071637

[10] ChenL.-F., LinY.T., GallegosD.A., HazlettM.F., Gómez-SchiavonM., YangM.G., KalmetaB., ZhouA.S., HoltzmanL., GersbachC.A.et al. Enhancer histone acetylation modulates transcriptional bursting dynamics of neuronal Activity-Inducible genes. Cell Rep.2019; 26:1174–1188.3069934710.1016/j.celrep.2019.01.032PMC6376993

[11] GallegosD.A., ChanU., ChenL.-F., WestA.E. Chromatin regulation of neuronal maturation and plasticity. Trends Neurosci.2018; 41:311–324.2953032010.1016/j.tins.2018.02.009PMC5924605

[12] JooJ.-Y., SchaukowitchK., FarbiakL., KilaruG. Stimulus-specific combinatorial functionality of neuronal c-fos enhancers. Nat. Neurosci.2016; 19:75–83.2659565610.1038/nn.4170PMC4696896

[13] KimT.-K., HembergM., GrayJ.M., CostaA.M., BearD.M., WuJ., HarminD.A., LaptewiczM., Barbara-HaleyK., KuerstenS.et al. Widespread transcription at neuronal activity-regulated enhancers. Nature. 2010; 465:182–187.2039346510.1038/nature09033PMC3020079

[14] MalikA.N., VierbuchenT., HembergM., RubinA.A., LingE., CouchC.H., StroudH., SpiegelI., FarhK.K.-H., HarminD.A.et al. Genome-wide identification and characterization of functional neuronal activity-dependent enhancers. Nat. Neurosci.2014; 17:1330–1339.2519510210.1038/nn.3808PMC4297619

[15] SchaukowitchK., JooJ.-Y., LiuX., WattsJ.K., MartinezC., KimT.-K. Enhancer RNA facilitates NELF release from immediate early genes. Mol. Cell. 2014; 56:29–42.2526359210.1016/j.molcel.2014.08.023PMC4186258

[16] TeleseF., MaQ., PerezP.M., NotaniD., OhS., LiW., ComolettiD., OhgiK.A., TaylorH., RosenfeldM.G. LRP8-reelin-regulated neuronal enhancer signature underlying learning and memory formation. Neuron. 2015; 86:696–710.2589230110.1016/j.neuron.2015.03.033PMC4486257

[17] BaizabalJ.-M., MistryM., GarcíaM.T., GómezN., OlukoyaO., TranD., JohnsonM.B., WalshC.A., HarwellC.C. The epigenetic state of PRDM16-Regulated enhancers in radial glia controls cortical neuron position. Neuron. 2018; 99:239–241.10.1016/j.neuron.2018.06.03130001508

[18] TyssowskiK.M., DeStefinoN.R., ChoJ.-H., DunnC.J., PostonR.G., CartyC.E., JonesR.D., ChangS.M., RomeoP., WurzelmannM.K.et al. Different neuronal activity patterns induce different gene expression programs. Neuron. 2018; 98:530–546.2968153410.1016/j.neuron.2018.04.001PMC5934296

[19] Network and Pathway Analysis Subgroup of Psychiatric Genomics Consortium Psychiatric genome-wide association study analyses implicate neuronal, immune and histone pathways. Nat. Neurosci.2015; 18:199–209.2559922310.1038/nn.3922PMC4378867

[20] DavidsonS., LearM., ShanleyL., HingB., Baizan-EdgeA., HerwigA., QuinnJ.P., BreenG., McGuffinP., StarkeyA.et al. Differential activity by polymorphic variants of a remote enhancer that supports galanin expression in the hypothalamus and amygdala: implications for obesity, depression and alcoholism. Neuropsychopharmacology. 2011; 36:2211–2221.2171626210.1038/npp.2011.93PMC3176579

[21] DongX., LiaoZ., GritschD., HadzhievY., BaiY., LocascioJ.J., GuennewigB., LiuG., BlauwendraatC., WangT.et al. Enhancers active in dopamine neurons are a primary link between genetic variation and neuropsychiatric disease. Nat. Neurosci.2018; 21:1482–1492.3022480810.1038/s41593-018-0223-0PMC6334654

[22] EckartN., SongQ., YangR., WangR., ZhuH., McCallionA.S., AvramopoulosD. Functional characterization of Schizophrenia-Associated variation in CACNA1C. PLoS One. 2016; 11:e0157086.2727621310.1371/journal.pone.0157086PMC4898738

[23] EdwardsA.C., AlievF., BierutL.J., BucholzK.K., EdenbergH., HesselbrockV., KramerJ., KupermanS., NurnbergerJ.I., SchuckitM.A.et al. Genome-wide association study of comorbid depressive syndrome and alcohol dependence. Psychiatr. Genet.2012; 22:31–41.2206416210.1097/YPG.0b013e32834acd07PMC3241912

[24] InoueY.U., InoueT. Brain enhancer activities at the gene-poor 5p14.1 autism-associated locus. Sci. Rep.2016; 6:31227.2750358610.1038/srep31227PMC4977510

[25] RipkeS., NealeB., CorvinA.et al. Biological insights from 108 schizophrenia-associated genetic loci. Nature. 2014; 511:421–427.2505606110.1038/nature13595PMC4112379

[26] Sanchez-MutJ.V., HeynH., SilvaB.A., DixsautL., Garcia-EsparciaP., VidalE., SayolsS., GlauserL., Monteagudo-SánchezA., Perez-TurJ.et al. PM20D1 is a quantitative trait locus associated with Alzheimer's disease. Nat. Med.2018; 24:598–603.2973602810.1038/s41591-018-0013-y

[27] VermuntM.W., ReininkP., KorvingJ., de BruijnE., CreyghtonP.M., BasakO., GeevenG., ToonenP.W., LansuN., MeunierC.et al. Large-scale identification of coregulated enhancer networks in the adult human brain. Cell Rep.2014; 9:767–779.2537391110.1016/j.celrep.2014.09.023

[28] VoisinS., AlménM.S., ZheleznyakovaG.Y., LundbergL., ZareiS., CastilloS., ErikssonF.E., NilssonE.K., BlüherM., BöttcherY.et al. Many obesity-associated SNPs strongly associate with DNA methylation changes at proximal promoters and enhancers. Genome Med.2015; 7:103.2644948410.1186/s13073-015-0225-4PMC4599317

[29] YaoP., LinP., GokoolparsadhA., AssarehA., ThangM.W.C., VoineaguI. Coexpression networks identify brain region-specific enhancer RNAs in the human brain. Nat. Neurosci.2015; 18:1168–1174.2616790510.1038/nn.4063

[30] DjebaliS., DavisC.A., MerkelA., DobinA., LassmannT., MortazaviA., TanzerA., LagardeJ., LinW., SchlesingerF.et al. Landscape of transcription in human cells. Nature. 2012; 489:101–108.2295562010.1038/nature11233PMC3684276

[31] HangauerM.J., VaughnI.W., McManusM.T. Pervasive transcription of the human genome produces thousands of previously unidentified long intergenic noncoding RNAs. PLos Genet.2013; 9:e1003569.2381886610.1371/journal.pgen.1003569PMC3688513

[32] QuinnJ.J., ChangH.Y. Unique features of long non-coding RNA biogenesis and function. Nat. Rev. Genet.2016; 17:47–62.2666620910.1038/nrg.2015.10

[33] ArnerE., DaubC.O., Vitting-SeerupK., AnderssonR., LiljeB., DrabløsF., LennartssonA., RönnerbladM., HrydziuszkoO., VitezicM.et al. Transcribed enhancers lead waves of coordinated transcription in transitioning mammalian cells. Science. 2015; 347:1010–1014.2567855610.1126/science.1259418PMC4681433

[34] KimT.-K., ShiekhattarR. Architectural and functional commonalities between enhancers and promoters. Cell. 2015; 162:948–959.2631746410.1016/j.cell.2015.08.008PMC4556168

[35] KaikkonenM.U., SpannN.J., HeinzS., RomanoskiC.E., AllisonK.A., StenderJ.D., ChunH.B., ToughD.F., PrinjhaR.K., BennerC.et al. Remodeling of the enhancer landscape during macrophage activation is coupled to enhancer transcription. Mol. Cell. 2013; 51:310–325.2393271410.1016/j.molcel.2013.07.010PMC3779836

[36] FulcoC.P., NasserJ., JonesT.R., MunsonG., BergmanD.T., SubramanianV., GrossmanS.R., AnyohaR., DoughtyB.R., PatwardhanT.A.et al. Activity-by-contact model of enhancer-promoter regulation from thousands of CRISPR perturbations. Nat. Genet.2019; 51:1664–1669.3178472710.1038/s41588-019-0538-0PMC6886585

[37] Ghavi-HelmY., JankowskiA., MeiersS., VialesR.R., KorbelJ.O., FurlongE.E.M. Highly rearranged chromosomes reveal uncoupling between genome topology and gene expression. Nat. Genet.2019; 51:1272–1282.3130854610.1038/s41588-019-0462-3PMC7116017

[38] NottA., HoltmanI.R., CoufalN.G., SchlachetzkiJ.C.M., YuM., HuR., HanC.Z., PenaM., XiaoJ., WuY.et al. Brain cell type-specific enhancer-promoter interactome maps and disease-risk association. Science. 2019; 366:1134–1139.3172785610.1126/science.aay0793PMC7028213

[39] BeaganJ.A., PastuzynE.D., FernandezL.R., GuoM.H., FengK., TitusK.R., ChandrashekarH., ShepherdJ.D., Phillips-CreminsJ.E. Three-dimensional genome restructuring across timescales of activity-induced neuronal gene expression. Nat. Neurosci.2020; 31:563–511.10.1038/s41593-020-0634-6PMC755871732451484

[40] SanyalA., LajoieB.R., JainG., DekkerJ. The long-range interaction landscape of gene promoters. Nature. 2012; 489:109–113.2295562110.1038/nature11279PMC3555147

[41] MalikA.N., VierbuchenT., HembergM., RubinA.A., LingE., CouchC.H., StroudH., SpiegelI., FarhK.K.-H., HarminD.A.et al. Genome-wide identification and characterization of functional neuronal activity–dependent enhancers. Nat. Neurosci.2014; 17:1330–1339.2519510210.1038/nn.3808PMC4297619

[42] FleischmannA., HvalbyO., JensenV., StrekalovaT., ZacherC., LayerL.E., KvelloA., ReschkeM., SpanagelR., SprengelR.et al. Impaired long-term memory and NR2A-type NMDA receptor-dependent synaptic plasticity in mice lacking c-Fos in the CNS. J. Neurosci.2003; 23:9116–9122.1453424510.1523/JNEUROSCI.23-27-09116.2003PMC6740829

[43] SavellK.E., GallusN.V., SimonR.C., BrownJ.A., RevannaJ.S., OsbornM.K., SongE.Y., O’MalleyJ.J., StackhouseC.T., NorvilA.et al. Extra-coding RNAs regulate neuronal DNA methylation dynamics. Nat. Commun.2016; 7:12091.2738470510.1038/ncomms12091PMC4941050

[44] ZovkicI.B., PaulukaitisB.S., DayJ.J., EtikalaD.M., SweattJ.D. Histone H2A.Z subunit exchange controls consolidation of recent and remote memory. Nature. 2014; 515:582–586.2521985010.1038/nature13707PMC4768489

[45] DayJ.J., ChildsD., Guzman-KarlssonM.C., KibeM., MouldenJ., SongE., TahirA., SweattJ.D. DNA methylation regulates associative reward learning. Nat. Neurosci.2013; 16:1445–1452.2397471110.1038/nn.3504PMC3785567

[46] BuenrostroJ.D., WuB., ChangH.Y., GreenleafW.J. ATAC-seq: A method for assaying chromatin accessibility Genome-Wide. Curr. Protoc. Mol. Biol.2015; 109:21.29.1–21.29.9.10.1002/0471142727.mb2129s109PMC437498625559105

[47] CorcesM.R., TrevinoA.E., HamiltonE.G., GreensideP.G., Sinnott-ArmstrongN.A., VesunaS., SatpathyA.T., RubinA.J., MontineK.S., WuB.et al. An improved ATAC-seq protocol reduces background and enables interrogation of frozen tissues. Nat. Methods. 2017; 14:959–962.2884609010.1038/nmeth.4396PMC5623106

[48] ScharerC.D., BlalockE.L., BarwickB.G., HainesR.R., WeiC., SanzI., BossJ.M. ATAC-seq on biobanked specimens defines a unique chromatin accessibility structure in naïve SLE B cells. Sci. Rep.2016; 6:27030–27039.2724910810.1038/srep27030PMC4888756

[49] KösterJ., RahmannS. Snakemake-a scalable bioinformatics workflow engine. Bioinformatics. 2018; 34:3600–3600.2978840410.1093/bioinformatics/bty350

[50] LangmeadB., SalzbergS.L. Fast gapped-read alignment with Bowtie 2. Nat. Methods. 2012; 9:357–359.2238828610.1038/nmeth.1923PMC3322381

[51] LiH., HandsakerB., WysokerA., FennellT., RuanJ., HomerN., MarthG., AbecasisG., DurbinR.1000 Genome Project Data Processing Subgroup The Sequence Alignment/Map format and SAMtools. Bioinformatics. 2009; 25:2078–2079.1950594310.1093/bioinformatics/btp352PMC2723002

[52] ZhangY., LiuT., MeyerC.A., EeckhouteJ., JohnsonD.S., BernsteinB.E., NusbaumC., MyersR.M., BrownM., LiW.et al. Model-based analysis of ChIP-Seq (MACS). Genome Biol.2008; 9:R137–R139.1879898210.1186/gb-2008-9-9-r137PMC2592715

[53] QuinlanA.R., HallI.M. BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics. 2010; 26:841–842.2011027810.1093/bioinformatics/btq033PMC2832824

[54] DobinA., DavisC.A., SchlesingerF., DrenkowJ., ZaleskiC., JhaS., BatutP., ChaissonM., GingerasT.R. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013; 29:15–21.2310488610.1093/bioinformatics/bts635PMC3530905

[55] SavellK.E., BachS.V., ZipperlyM.E., RevannaJ.S., GoskaN.A., TuscherJ.J., DukeC.G., SultanF.A., BurkeJ.N., WilliamsD.et al. A Neuron-Optimized CRISPR/dCas9 activation system for robust and specific gene regulation. eNeuro. 2019; 6:doi:10.1523/ENEURO.0495-18.2019.10.1523/ENEURO.0495-18.2019PMC641267230863790

[56] KonermannS., BrighamM.D., TrevinoA.E., JoungJ., AbudayyehO.O., BarcenaC., HsuP.D., HabibN., GootenbergJ.S., NishimasuH.et al. Genome-scale transcriptional activation by an engineered CRISPR-Cas9 complex. Nature. 2015; 517:583–588.2549420210.1038/nature14136PMC4420636

[57] HiltonI.B., D’IppolitoA.M., VockleyC.M., ThakoreP.I., CrawfordG.E., ReddyT.E., GersbachC.A. Epigenome editing by a CRISPR-Cas9-based acetyltransferase activates genes from promoters and enhancers. 2015; 33:510–517.10.1038/nbt.3199PMC443040025849900

[58] Perez-PineraP., KocakD.D., VockleyC.M., AdlerA.F., KabadiA.M., PolsteinL.R., ThakoreP.I., GlassK.A., OusteroutD.G., LeongK.W.et al. RNA-guided gene activation by CRISPR-Cas9-based transcription factors. Nat. Methods. 2013; 10:973–976.2389289510.1038/nmeth.2600PMC3911785

[59] SanjanaN.E., WrightJ., ZhengK., ShalemO., FontanillasP., JoungJ., ChengC., RegevA., ZhangF. High-resolution interrogation of functional elements in the noncoding genome. 2016; 353:1545–1549.10.1126/science.aaf7613PMC514410227708104

[60] MoffatJ., GruenebergD.A., YangX., KimS.Y., KloepferA.M., HinkleG., PiqaniB., EisenhaureT.M., LuoB., GrenierJ.K.et al. A lentiviral RNAi library for human and mouse genes applied to an arrayed viral high-content screen. Cell. 2006; 124:1283–1298.1656401710.1016/j.cell.2006.01.040

[61] SavellK., SultanF., DayJ. A novel dual lentiviral CRISPR-based transcriptional activation system for gene expression regulation in neurons. Bio-Protocol. 2019; 9:e3348.10.21769/BioProtoc.3348PMC785418433654850

[62] ChenX., LepierA., BerningerB., TolkovskyA.M., HerbertJ. Cultured subventricular zone progenitor cells transduced with neurogenin-2 become mature glutamatergic neurons and integrate into the dentate gyrus. PLoS One. 2012; 7:e31547.2234810110.1371/journal.pone.0031547PMC3279376

[63] GalichetC., GuillemotF., ParrasC.M. Neurogenin 2 has an essential role in development of the dentate gyrus. Development. 2008; 135:2031–2041.1844856610.1242/dev.015115

[64] KwanK.Y., LamM.M.S., KrsnikZ., KawasawaY.I., LefebvreV., SestanN. SOX5 postmitotically regulates migration, postmigratory differentiation, and projections of subplate and deep-layer neocortical neurons. Proc. Natl. Acad. Sci. U.S.A.2008; 105:16021–16026.1884068510.1073/pnas.0806791105PMC2572944

[65] EhrmanL.A., MuX., WaclawR.R., YoshidaY., VorheesC.V., KleinW.H., CampbellK. The LIM homeobox gene Isl1 is required for the correct development of the striatonigral pathway in the mouse. Proc. Natl. Acad. Sci. U.S.A.2013; 110:E4026–E4035.2408212710.1073/pnas.1308275110PMC3801072

[66] AmeurA., ZaghloolA. structural, J.H.N.2011 Total RNA sequencing reveals nascent transcription and widespread co-transcriptional splicing in the human brain. Nat. Struct. Mol. Biol.2011; 18:1435–1440.2205677310.1038/nsmb.2143

[67] LiK., LiuY., CaoH., ZhangY., GuZ., LiuX., YuA., KaphleP., DickersonK.E., NiM.et al. Interrogation of enhancer function by enhancer-targeting CRISPR epigenetic editing. Nat. Commun.2020; 11:485–416.3198060910.1038/s41467-020-14362-5PMC6981169

[68] ShechnerD.M., HacisuleymanE., YoungerS.T., RinnJ.L. Multiplexable, locus-specific targeting of long RNAs with CRISPR-Display. Nat. Methods. 2015; 12:664–670.2603044410.1038/nmeth.3433PMC4821475

[69] BoseD.A., DonahueG., ReinbergD., ShiekhattarR., BonasioR., BergerS.L. RNA binding to CBP stimulates histone acetylation and transcription. Cell. 2017; 168:135–149.2808608710.1016/j.cell.2016.12.020PMC5325706

[70] HsiehC.-L., FeiT., ChenY., LiT., GaoY., WangX., SunT., SweeneyC.J., LeeG.-S.M., ChenS.et al. Enhancer RNAs participate in androgen receptor-driven looping that selectively enhances gene activation. Proc. Natl. Acad. Sci. U.S.A.2014; 111:7319–7324.2477821610.1073/pnas.1324151111PMC4034202

[71] LiW., NotaniD., MaQ., TanasaB., NunezE., ChenA.Y., MerkurjevD., ZhangJ., OhgiK., SongX.et al. Functional roles of enhancer RNAs for oestrogen-dependent transcriptional activation. Nature. 2013; 498:516–520.2372830210.1038/nature12210PMC3718886

[72] RahnamounH., LeeJ., SunZ., LuH., RamseyK.M., KomivesE.A., LauberthS.M. RNAs interact with BRD4 to promote enhanced chromatin engagement and transcription activation. Nat. Struct. Mol. Biol.2018; 25:687–697.3007640910.1038/s41594-018-0102-0PMC6859054

[73] FrankC.L., LiuF., WijayatungeR., SongL., BieglerM.T., YangM.G., VockleyC.M., SafiA., GersbachC.A., CrawfordG.E.et al. Regulation of chromatin accessibility and Zic binding at enhancers in the developing cerebellum. Nat. Neurosci.2015; 18:647–656.2584998610.1038/nn.3995PMC4414887

[74] PattabiramanK., GolonzhkaO., LindtnerS., NordA.S., TaherL., HochR., SilberbergS.N., ZhangD., ChenB., ZengH.et al. Transcriptional regulation of enhancers active in protodomains of the developing cerebral cortex. Neuron. 2014; 82:989–1003.2481453410.1016/j.neuron.2014.04.014PMC4104757

[75] HniszD., AbrahamB.J., LeeT.I., LauA., Saint-AndréV., SigovaA.A., HokeH.A., YoungR.A. Super-enhancers in the control of cell identity and disease. Cell. 2013; 155:934–947.2411984310.1016/j.cell.2013.09.053PMC3841062

[76] KearnsN.A., PhamH., TabakB., GengaR.M., SilversteinN.J., GarberM., MaehrR. Functional annotation of native enhancers with a Cas9-histone demethylase fusion. Nat. Methods. 2015; 12:401–403.2577504310.1038/nmeth.3325PMC4414811

[77] WangZ., ChivuA.G., ChoateL.A., RiceE.J., MillerD.C., ChuT., ChouS.-P., KingsleyN.B., PetersenJ.L., FinnoC.J.et al. Accurate imputation of histone modifications using transcription. 2020; bioRxiv doi:09 April 2020, preprint: not peer reviewed10.1101/2020.04.08.032730.

[78] AzofeifaJ.G., AllenM.A., HendrixJ.R., ReadT., RubinJ.D., DowellR.D. Enhancer RNA profiling predicts transcription factor activity. Genome Res.2018; 28:334–344.10.1101/gr.225755.117PMC584861229449408

[79] MikhaylichenkoO., BondarenkoV., HarnettD., SchorI.E., MalesM., VialesR.R., FurlongE.E.M. The degree of enhancer or promoter activity is reflected by the levels and directionality of eRNA transcription. Genes Dev.2018; 32:42–57.2937878810.1101/gad.308619.117PMC5828394

[80] GasperiniM., HillA.J., McFaline-FigueroaJ.L., MartinB., KimS., ZhangM.D., JacksonD., LeithA., SchreiberJ., NobleW.S.et al. A Genome-wide framework for mapping gene regulation via cellular genetic screens. Cell. 2019; 176:377–390.3061274110.1016/j.cell.2018.11.029PMC6690346

[81] LeightonP.A., SaamJ.R., IngramR.S., StewartC.L., TilghmanS.M. An enhancer deletion affects both H19 and Igf2 expression. Genes Dev.1995; 9:2079–2089.754475410.1101/gad.9.17.2079

[82] LopesR., KorkmazG., AgamiR. Applying CRISPR-Cas9 tools to identify and characterize transcriptional enhancers. Nat. Rev. Mol. Cell Biol.2016; 17:597–604.2738124310.1038/nrm.2016.79

[83] ThakoreP.I., D’IppolitoA.M., SongL., SafiA., ShivakumarN.K., KabadiA.M., ReddyT.E., CrawfordG.E., GersbachC.A. Highly specific epigenome editing by CRISPR-Cas9 repressors for silencing of distal regulatory elements. Nat. Methods. 2015; 12:1143–1149.2650151710.1038/nmeth.3630PMC4666778

[84] LiuS.J., HorlbeckM.A., ChoS.W., BirkH.S., MalatestaM., HeD., heAttenello, F.J., VillaltaJ.E., ChoM.Y.et al. CRISPRi-based genome-scale identification of functional long noncoding RNA loci in human cells. Science. 2017; 355:eaah7111.10.1126/science.aah7111PMC539492627980086

[85] LiuS.J., NowakowskiT.J., PollenA.A., LuiJ.H., HorlbeckM.A., AttenelloF.J., HeD., WeissmanJ.S., KriegsteinA.R., DiazA.A.et al. Single-cell analysis of long non-coding RNAs in the developing human neocortex. Genome Biol.2016; 17:67.2708100410.1186/s13059-016-0932-1PMC4831157

[86] LiK., LiuY., CaoH., ZhangY., GuZ., LiuX., YuA., KaphleP., DickersonK.E., NiM.et al. Interrogation of enhancer function by enhancer-targeting CRISPR epigenetic editing. Nat Commun. 2020; 1:485.10.1038/s41467-020-14362-5PMC698116931980609

[87] RinnJ.L., ChangH.Y. Genome regulation by long noncoding RNAs. Annu. Rev. Biochem.2012; 81:145–166.2266307810.1146/annurev-biochem-051410-092902PMC3858397

[88] Di RuscioA., EbralidzeA.K., BenoukrafT., AmabileG., GoffL.A., TerragniJ., FigueroaM.E., De Figueiredo PontesL.L., Alberich-JordaM., ZhangP.et al. DNMT1-interacting RNAs block gene-specific DNA methylation. Nature. 2013; 503:371–376.2410799210.1038/nature12598PMC3870304

[89] HendricksonD.G., KelleyD.R., TenenD., BernsteinB., RinnJ.L. Widespread RNA binding by chromatin-associated proteins. Genome Biol.2016; 17:28–18.2688311610.1186/s13059-016-0878-3PMC4756407

[90] LaiF., OromU.A., CesaroniM., BeringerM., TaatjesD.J., BlobelG.A., ShiekhattarR. Activating RNAs associate with mediator to enhance chromatin architecture and transcription. Nature. 2013; 494:497–501.2341706810.1038/nature11884PMC4109059

[91] SigovaA.A., AbrahamB.J., JiX., MolinieB., HannettN.M., GuoY.E., JangiM., GiallourakisC.C., SharpP.A., YoungR.A. Transcription factor trapping by RNA in gene regulatory elements. Science. 2015; 350:978–981.2651619910.1126/science.aad3346PMC4720525

[92] GordonC.T., LyonnetS. Enhancer mutations and phenotype modularity. Nat. Genet.2014; 46:3–4.2437074010.1038/ng.2861

[93] CorradinO., ScacheriP.C. Enhancer variants: evaluating functions in common disease. Genome Medicine. 2014; 6:85.2547342410.1186/s13073-014-0085-3PMC4254432

[94] CarulloN.V.N., DayJ.J. Genomic enhancers in brain health and disease. Genes (Basel). 2019; 10:43.10.3390/genes10010043PMC635713030646598

[95] JeongY., LeskowF.C., El-JaickK., RoesslerE., MuenkeM., YocumA., DubourgC., LiX., GengX., OliverG.et al. Regulation of a remote Shh forebrain enhancer by the Six3 homeoprotein. Nat. Genet.2008; 40:1348–1353.1883644710.1038/ng.230PMC2648611

[96] SpielerD., KaffeM., KnaufF., BessaJ., TenaJ.J., GiesertF., SchormairB., TilchE., LeeH., HorschM.et al. Restless legs syndrome-associated intronic common variant in Meis1 alters enhancer function in the developing telencephalon. Genome Res.2014; 24:592–603.2464286310.1101/gr.166751.113PMC3975059

[97] SongM., YangX., RenX., MaliskovaL., LiB., JonesI.R., WangC., JacobF., WuK., TragliaM.et al. Mapping cis-regulatory chromatin contacts in neural cells links neuropsychiatric disorder risk variants to target genes. Nat. Genet.2019; 51:1252–1262.3136701510.1038/s41588-019-0472-1PMC6677164

[98] DavidsonS., LearM., ShanleyL., HingB., Baizan-EdgeA., HerwigA., QuinnJ.P., BreenG., McGuffinP., StarkeyA.et al. Differential activity by polymorphic variants of a remote enhancer that supports galanin expression in the hypothalamus and amygdala: implications for obesity, depression and alcoholism. Neuropsychopharmacology. 2011; 36:2211–2221.2171626210.1038/npp.2011.93PMC3176579

[99] RoussosP., MitchellA.C., VoloudakisG., FullardJ.F., PothulaV.M., TsangJ., StahlE.A., GeorgakopoulosA., RuderferD.M., CharneyA.et al. A role for noncoding variation in schizophrenia. Cell Rep.2014; 9:1417–1429.2545375610.1016/j.celrep.2014.10.015PMC4255904

[100] LiP., MarshallL., OhG., JakubowskiJ.L., GrootD., HeY., WangT., PetronisA., LabrieV. Epigenetic dysregulation of enhancers in neurons is associated with Alzheimer's disease pathology and cognitive symptoms. Nat. Commun.2019; 10:15056–15014.10.1038/s41467-019-10101-7PMC652954031113950

# Supplementary material for: Enhancer RNAs predict enhancer–gene regulatory links and are critical for enhancer function in neuronal systems
**Source:** Nucleic Acids Res. 2020 Aug 18;48(17):9550–70. doi: 10.1093/nar/gkaa671
**Supplement:** gkaa671_Supplemental_Files

## SUPPLEMENTARY FILES

**Supplementary Data Table 1.** List and locations of all identified TAPes

**Supplementary Data Table 2.** List and locations of all identified region-selective TAPes

**Supplementary Data Table 3.** List a of all transcription factor binding motifs identified by HOMER analysis

**Supplementary Data Table 4.** Sequences of primers, guides, ASOs, gRNAs, acRNAs, and smFISH probe sets.

**Supplementary Data Table 5.** List, locations, and predicted target genes of 96 activity-regulated TAPes

**Supplementary Figure 1.** Activity dependence and synthesis of *Fos* eRNAs

**Supplementary Figure 2.** Cellular localization of *Fos* eRNA and mRNA

**Supplementary Figure 3.** Enhancer activation increases *Fos* eRNA and mRNA expression

**Supplementary Figure 4.** CRISPRa selectively activates targeted enhancer and linked gene without altering other enhancers or genes

**Supplementary Figure 5.** eRNA levels in response to dCas9-HAT targeting to enhancers

**Supplementary Methods**

**A** RNAP2 Chromatin IP (ChIP)

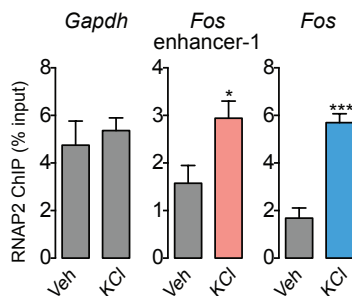

**B** RNAP2 inhibition

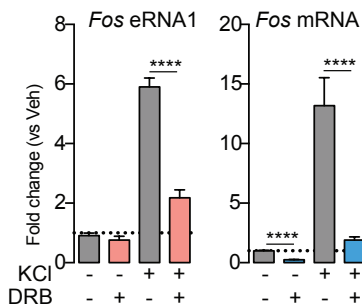

**Supplementary Figure 1.** Activity dependence and synthesis of *Fos* eRNAs. **A**, RNAP2 ChIP reveals increased recruitment of RNAP2 to the *Fos* enhancer-1 and *Fos* gene body after KCl-mediated depolarization (unpaired t-test, for *Gapdh* promoter region  $t(6) = 0.528$ ,  $p = 0.6164$ ; *Fos* enhancer-1  $t(6) = 2.651$ ,  $p = 0.038$ , and *Fos* gene body  $t(6) = 7.812$ ,  $p = 0.0004$ ). **B**, 2 hr pre-treatment with RNAP2 dependent transcription inhibitor DRB prior to 1 hr KCl treatment blocked KCl mediated induction of *Fos* eRNA1 and mRNA (two-way ANOVA, for eRNA1  $F(1,42) = 27.84$   $p < 0.0001$ , and mRNA  $F(1,42) = 53.42$   $p < 0.0001$ , with Tukey's post hoc test for multiple comparison). Data expressed as mean  $\pm$  s.e.m. Multiple comparisons, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

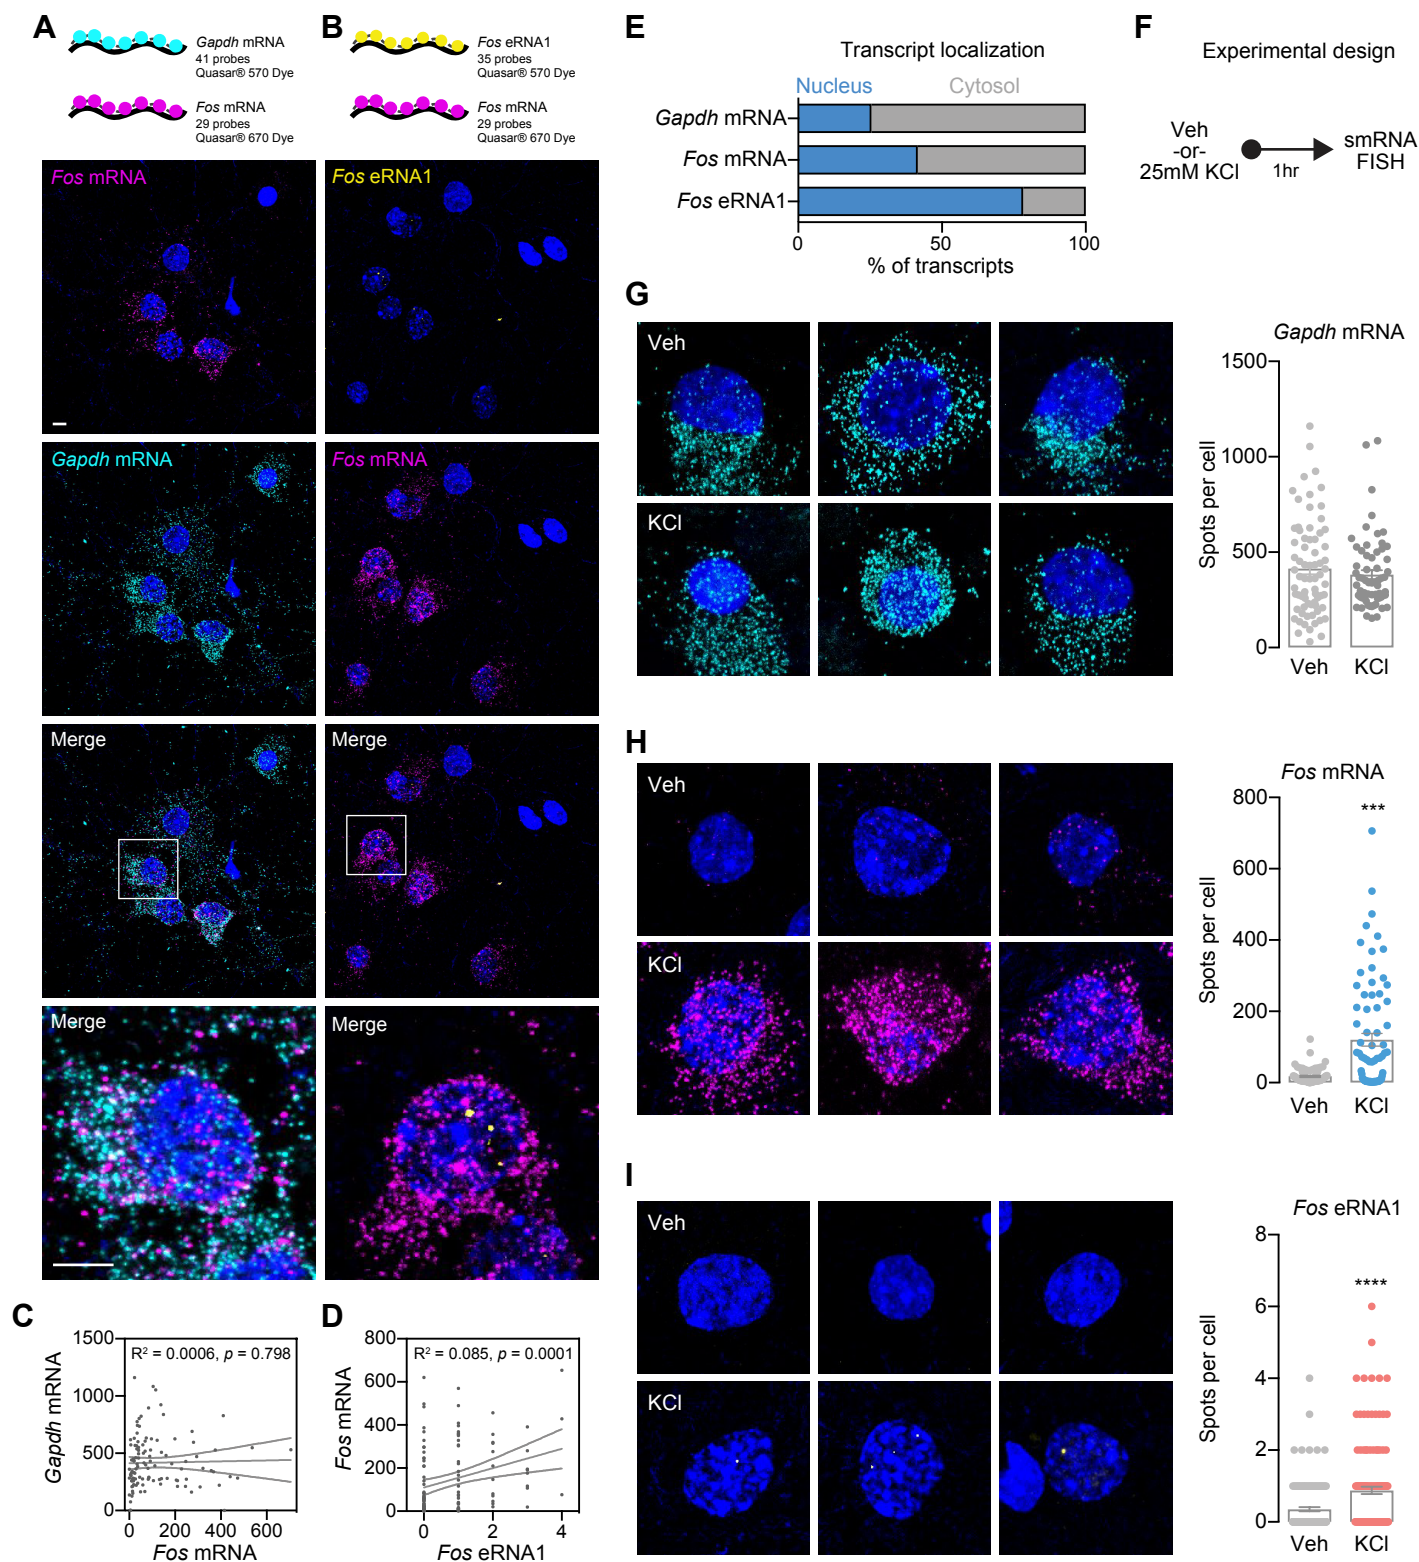

**Supplementary Figure 2.** Cellular localization of *Fos* eRNA and mRNA. **A-B**, Top panel, illustration of smFISH probe sets indicating number of probes, dye, and LUT. Bottom panel, representative smFISH images for *Gapdh* mRNA (Quasar® 570) and *Fos* mRNA (Quasar® 670) transcripts (**A**), and *Fos* eRNA1 (Quasar® 570) and *Fos* mRNA (Quasar® 670) transcripts (**B**). Cell nuclei are stained with DAPI (blue), RNA transcripts are marked by smFISH probes (cyan, magenta, and yellow). Scale bar = 5  $\mu$ m. **C-D**, Comparison and correlation of detected *Gapdh* mRNA, *Fos* mRNA, and *Fos* eRNA1 spots per cell. While there is no significant correlation between *Gapdh* mRNA and *Fos* mRNA (Pearson correlation for *Gapdh* mRNA and *Fos* mRNA,  $R^2=0.000586$ ,  $p=0.7982$ ), *Fos* mRNA and *Fos* eRNA1 are positively correlated on a single cell level (Pearson correlation,  $R^2=0.08481$ ,  $p=0.0014$ ). **E**, Compartmentalization of *Gapdh* mRNA (top panel), *Fos* mRNA (middle panel), and eRNA1 (bottom panel) after 1 hr of Veh or 25mM KCl treatment. Number of detected *Fos* mRNA and *Fos* eRNA1 transcripts change significantly after stimulation (Mann-Whitney test for *Gapdh*  $n(\text{veh})=72$ ,  $n(\text{KCl})=63$ ,  $U=2187$ ,  $p=0.7209$ ; *Fos* mRNA  $n(\text{veh})=77$ ,  $n(\text{KCl})=76$ ,  $U=1929$ ,  $p=0.0002$ ; eRNA1  $n(\text{Veh})=124$ ,  $n(\text{KCl})=141$ ,  $U=6540$ ,  $p<0.0001$ ). Data expressed as mean  $\pm$  s.e.m. Multiple comparisons, \* $p<0.05$ , \*\* $p<0.01$ , \*\*\* $p<0.001$ , \*\*\*\* $p<0.0001$ .

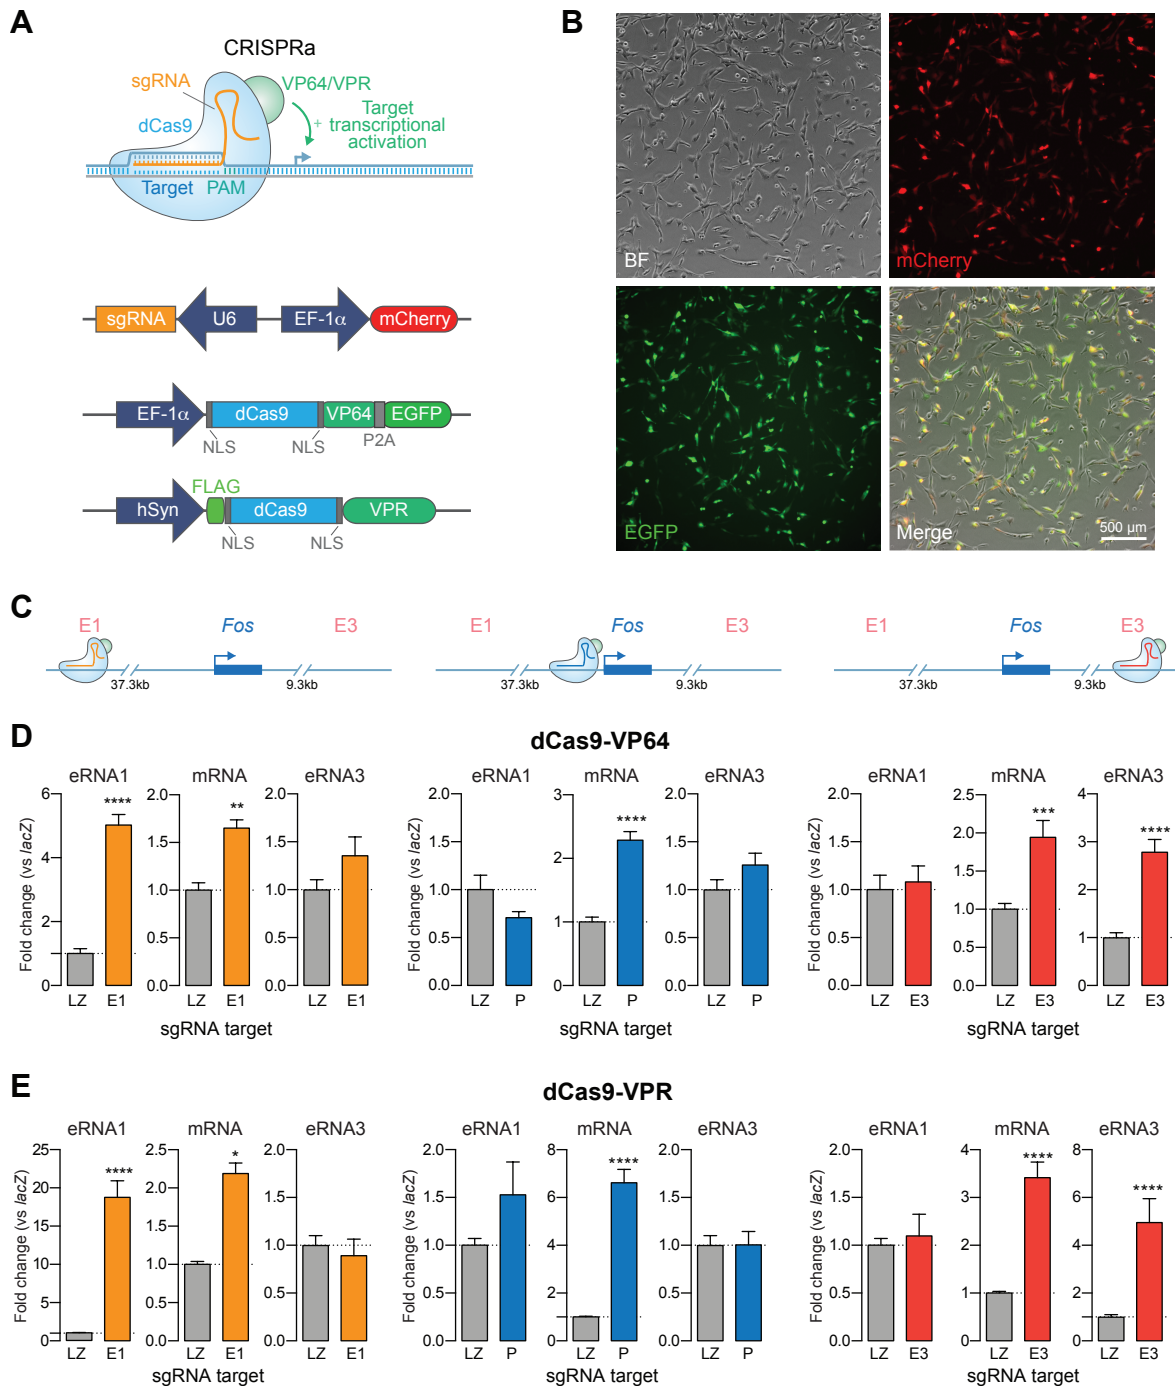

**Supplementary Figure 3. Enhancer activation increases *Fos* eRNA and mRNA expression.** **A**, Illustration of CRISPR activation (CRISPRa) strategy for site-specific targeting of the transcriptional activator VP64 or VPR. **B**, C6 cells 16 hrs post nucleofection with VP64 containing plasmids (dCas-VP64 expression marked by GFP reporter, gRNA expression marked by mCherry reporter). **C**, sgRNA locations for *Fos* enhancer and promoter targeting. **D**, RT-qPCR analysis of VP64 mediated induction of *Fos* eRNAs and mRNA when targeted to individual sites surrounding the *Fos* gene, compared to the non-targeting *lacZ* control. CRISPRa resulted in site-specific upregulation of selected eRNAs and mRNA. Increasing *Fos* eRNA1 and eRNA3 levels resulted in increased *Fos* mRNA levels but not vice versa ( $n = 9$  per group; one-way ANOVA for eRNA1 ( $F(4,40) = 66.22$ ,  $p < 0.0001$ ), eRNA3 ( $F(4,40) = 10.55$ ,  $p < 0.0001$ ), and mRNA ( $F(4,40) = 14.66$ ,  $p < 0.0001$ ); Dunnett's multiple comparisons test). CRISPRa resulted in site specific upregulation of selected eRNAs and mRNA compared to non-targeting *lacZ* control ( $n = 9$  per group; one-way ANOVA for eRNA1 ( $F(4,40) = 49.47$ ,  $p < 0.0001$ ), eRNA3 ( $F(4,40) = 18.52$ ,  $p < 0.0001$ ), and mRNA ( $F(4,40) = 46.43$ ,  $p < 0.0001$ ); Dunnett's multiple comparisons test). Increasing *Fos* eRNA1 and eRNA3 levels resulted in increased mRNA levels but not vice versa. Data expressed as mean  $\pm$  s.e.m. Multiple comparisons, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

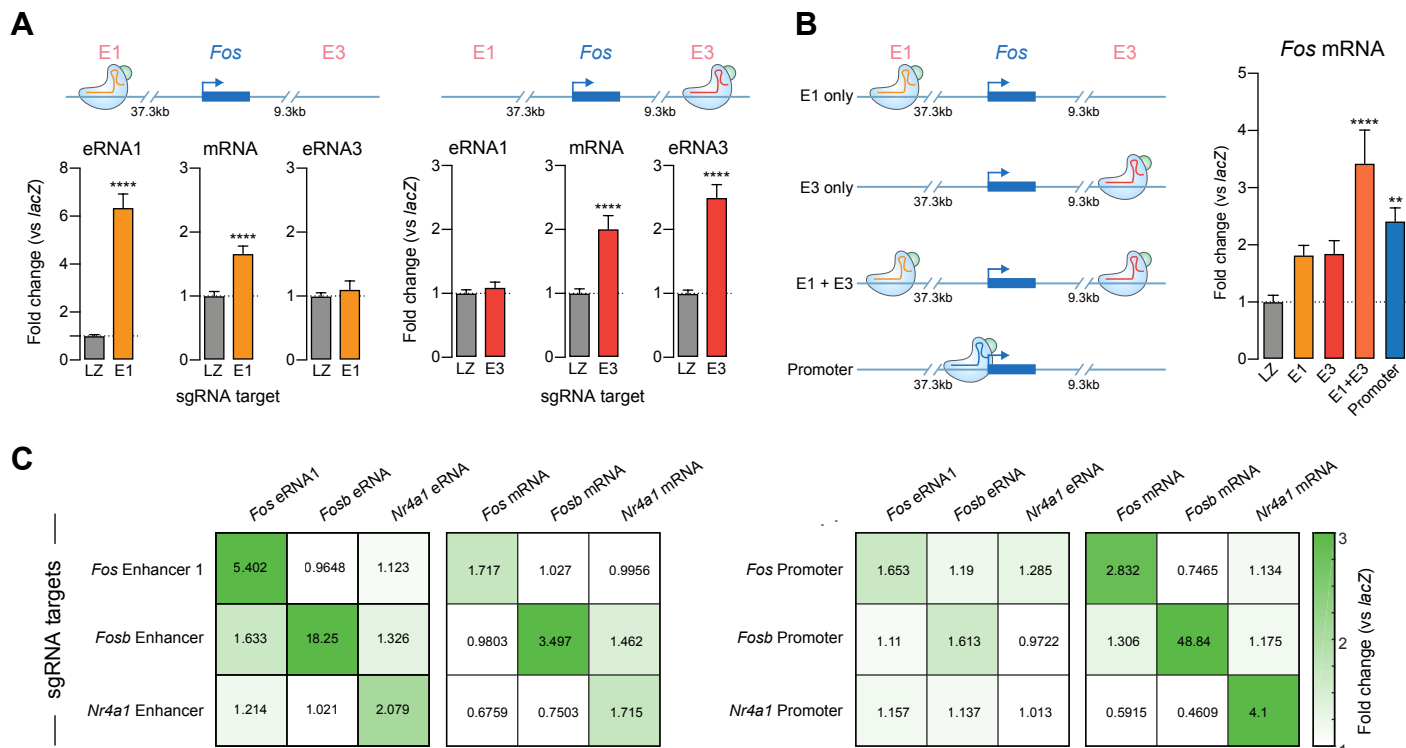

**Supplementary Figure 4.** CRISPRa selectively activates targeted enhancer and linked gene without altering other enhancers or genes. **A**, CRISPRa targeting at a distal upstream enhancer (left) or a downstream enhancer (right) at the *Fos* gene locus. VPR targeting to enhancers induced robust eRNA transcription and also increased mRNA levels. Notably, *Fos* E1 targeting did not induce *Fos* eRNA3, and vice versa. Gene expression differences were measured with RT-qPCR ( $n = 18$  per group; two-tailed Mann-Whitney test for all comparisons, *Fos* E1-eRNA3  $U = 161$ ,  $p = 0.9875$ ; *Fos* P-eRNA1  $U = 143$ ,  $p = 0.5628$ ; *Fos* P-eRNA3  $U = 116$ ,  $p = 0.1516$ ; some data repeated from Fig.4). **B**, Multiplexed VPR-mediated enhancer activation in primary cortical neurons resulted in additive increases in *Fos* mRNA ( $n = 9$  per group, Kruskal-Wallis  $F(4,40) = 25.04$ ,  $p < 0.0001$ ; Dunn's multiple comparisons test). **C**, RT-qPCR data heatmap of CRISPRa experiments demonstrating specificity of enhancer (left) and promoter (right) activation. Enhancer activation induced eRNAs and mRNAs at the target genes with little effect on other tested eRNA or mRNAs. Promoter activation produced increases in mRNA with little effect on eRNA levels. Data expressed as mean  $\pm$  s.e.m. Multiple comparisons, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

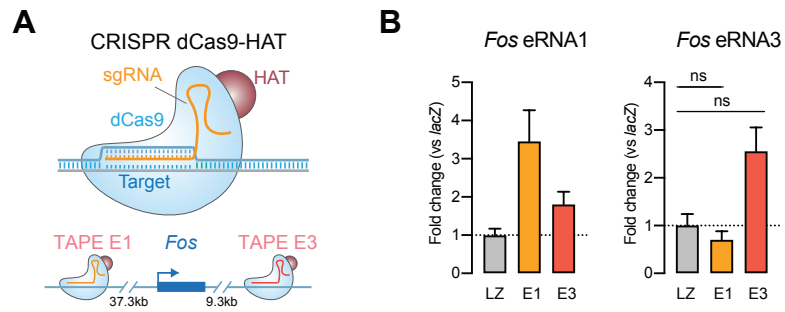

**Supplementary Figure 5.** eRNA levels in response to HAT recruitment to enhancers. **A**, Illustration of CRISPR dCas-HAT targeting in C6 cells, in which dCas9 carrying a histone acetyltransferase domain is targeted to *Fos* enhancer 1 and 3. **B**, HAT recruitment yielded no significant changes in eRNA1 (left,  $n = 8-9$  per group, Kruskal-Wallis  $F(2,23) = 4.041$   $p = 0.1326$ ) and eRNA3 (right,  $n = 8-9$  per group, Kruskal-Wallis  $F(2,23) = 7.87$   $p = 0.0195$ , no significance in multiple comparisons). Data expressed as mean  $\pm$  s.e.m. Multiple comparisons,  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ ,  $****p < 0.0001$ .

## Supplementary methods

### **Enhancer RNAs predict enhancer-gene regulatory links and are critical for enhancer function in neuronal systems**

Nancy V.N. Carullo<sup>1</sup>, Robert A. Phillips III<sup>1</sup>, Rhiana C. Simon<sup>1</sup>, Salomon Roman<sup>1</sup>, Jenna Hinds<sup>1</sup>, Aaron J. Salisbury<sup>1</sup>, Jasmin S. Revanna<sup>1</sup>, Kendra D. Bunner<sup>1</sup>, Lara Ianov<sup>2</sup>, Faraz A. Sultan<sup>1</sup>, Katherine E. Savell<sup>1</sup>, Charles A. Gersbach<sup>3</sup>, & Jeremy J. Day<sup>1,2\*</sup>

#### **Enhancer Identification Pipeline**

This analysis pipeline uses both ATAC-seq and total RNA-seq sequencing libraries from rat primary cortex, hippocampus, and striatum (removed at E18, cultured for 11 DIV prior to 1hr treatment with either vehicle or 10mM potassium chloride).

**Step 1.** Use SAMtools to merge ATAC-seq BAM files into single file for each primary neuron culture system.

- Cortex = Cor, 6 files (3 vehicle, 3 KCl)
- Hippocampus = Hpc, 6 files (3 vehicle, 3 KCl)
- Striatum = Str, 6 files (3 vehicle, 3 KCl)

```
module load SAMtools

samtools merge Cor_ATAC_merged.bam ATAC_K2_S1.bam ATAC_K3_S2.bam
ATAC_K4_S3.bam ATAC_V1_S4.bam ATAC_V2_S5.bam ATAC_V3_S6.bam

samtools sort Cor_ATAC_merged.bam -o Cor_ATAC_merged.sorted.bam

samtools index Cor_ATAC_merged.sorted.bam
Cor_ATAC_merged.sorted.bam.bai

samtools merge Hpc_ATAC_merged.bam AS0011_K1_S2.bam
AS0011_K2_S4.bam AS0011_K4_S6.bam AS0011_V1_S1.bam
AS0011_V2_S3.bam AS0011_V4_S5.bam

samtools sort Hpc_ATAC_merged.bam -o Hpc_ATAC_merged.sorted.bam

samtools index Hpc_ATAC_merged.sorted.bam
Hpc_ATAC_merged.sorted.bam.bai

samtools merge Str_ATAC_merged.bam AS0008_K1_S11.bam
AS0008_K2_S12.bam AS0008_K3_S13.bam AS0008_V1_S14.bam
AS0008_V2_S15.bam AS0008_V4_S16.bam

samtools sort Str_ATAC_merged.bam -o Str_ATAC_merged.sorted.bam

samtools index Str_ATAC_merged.sorted.bam
Str_ATAC_merged.sorted.bam.bai
```

**Step 2.** Call ATAC-seq peaks with MACS2 using merged files from each primary neuron culture system.

```
module load MACS2

macs2 callpeak \
    --treatment
    /data/user/rphill13/Enhancer_Ident_ATAC/Str_ATAC_merged.bam \
    --qvalue 0.00001 \
    --gsize 2729862089 \
    --format BAMPE \
    --outdir
    /data/user/rphill13/Enhancer_Ident_ATAC/Final_PeakCalls \
    --name Str_Merged_BAMPE_narrow_0.00001_FinalPeaks

macs2 callpeak \
    --treatment
    /data/user/rphill13/Enhancer_Ident_ATAC/Cor_ATAC_merged.bam \
    --qvalue 0.00001 \
    --gsize 2729862089 \
    --format BAMPE \
    --outdir
    /data/user/rphill13/Enhancer_Ident_ATAC/Final_PeakCalls \
    --name Cor_Merged_BAMPE_narrow_0.00001_FinalPeaks

macs2 callpeak \
    --treatment
    /data/user/rphill13/Enhancer_Ident_ATAC/Hpc_ATAC_merged.bam \
    --qvalue 0.00001 \
    --gsize 2729862089 \
    --format BAMPE \
    --outdir
    /data/user/rphill13/Enhancer_Ident_ATAC/Final_PeakCalls \
    --name Hpc_Merged_BAMPE_narrow_0.00001_FinalPeaks
```

**Step 3.** Using MACS2 ATAC-seq peaks identified in each primary neuron culture system, merge peaks within 1kb using BEDtools.

```
#Load bedtools
module load BEDTools

cd /data/user/rphill13/Enhancer_Ident_ATAC/Final_PeakCalls

for i in *.narrowPeak.bed
do
#sort the bed
sort -k1,1 -k2,2n $i > Sorted_beds/$i.sorted.bed
#merge peaks within 1000bps of each other
bedtools merge -i Sorted_beds/$i.sorted.bed -d 1000 >
Merged_beds/$i.sorted.merged.bed
done
```

**Steps 4-5.** Using base R script, remove ATAC-seq peaks smaller than 146bp (length of DNA wrapped around nucleosome). Next, use rbind to combine ATAC-seq MACS2 peaks from all regions into one file. These are termed “Regions of Open Chromatin (ROCs)”.

```
#BAM files for individual samples were merged using samtools.
Then, MACS2 was used to callpeaks. Peaks <=1000bps apart were
merged within region. Here, I will read in the merged peak files,
create a length column, and
#subset peaks that are >146bps, or the length of the DNA wrapped
around a single nucleosome.
#Str
Str_Merged_1Kb_Peaks <- read.delim(file =
"/Volumes/JDLab$/RobertPhillips/Bioinformatics/JD0032_EnhancerIde
ntification/PeakCalls_Merged_WithinRegion/Str_Merged_BAMPE_narrow
_0.00001_FinalPeaks_peaks.narrowPeak.bed.sorted.merged.bed", heade
r = FALSE)
Str_Merged_1Kb_Peaks$Length <- Str_Merged_1Kb_Peaks$V3 -
Str_Merged_1Kb_Peaks$V2
Str_Merged_1Kb_Peaks <- subset(Str_Merged_1Kb_Peaks, subset =
(Length >= 146))
write.table(x = Str_Merged_1Kb_Peaks,
            file =
"/Volumes/JDLab$/RobertPhillips/Bioinformatics/JD0032_EnhancerIde
ntification/PeakCalls_Merged_WithinRegion/SizeSelected/Str_Merged
_BAMPE_narrow_0.00001_FinalPeaks_peaks.narrowPeak.bed.sorted.merg
ed.sizesselected.bed",
            quote = FALSE,
            row.names = FALSE,
            col.names = FALSE,
            sep = "\t")

#Cor
Cor_Merged_1Kb_Peaks <- read.delim(file =
"/Volumes/JDLab$/RobertPhillips/Bioinformatics/JD0032_EnhancerIde
ntification/PeakCalls_Merged_WithinRegion/Cor_Merged_BAMPE_narrow
_0.00001_FinalPeaks_peaks.narrowPeak.bed.sorted.merged.bed", heade
r = FALSE)
Cor_Merged_1Kb_Peaks$Length <- Cor_Merged_1Kb_Peaks$V3 -
Cor_Merged_1Kb_Peaks$V2
Cor_Merged_1Kb_Peaks <- subset(Cor_Merged_1Kb_Peaks, subset =
(Length >= 146))
write.table(x = Cor_Merged_1Kb_Peaks,
            file =
"/Volumes/JDLab$/RobertPhillips/Bioinformatics/JD0032_EnhancerIde
ntification/PeakCalls_Merged_WithinRegion/SizeSelected/Cor_Merged
_BAMPE_narrow_0.00001_FinalPeaks_peaks.narrowPeak.bed.sorted.merg
ed.sizesselected.bed",
            quote = FALSE,
            row.names = FALSE,
            col.names = FALSE,
            sep = "\t")

#Hpc
Hpc_merged_1Kb_Peaks <- read.delim(file =
"/Volumes/JDLab$/RobertPhillips/Bioinformatics/JD0032_EnhancerIde
ntification/PeakCalls_Merged_WithinRegion/Hpc_Merged_BAMPE_narrow
```

```

_0.00001_FinalPeaks_peaks.narrowPeak.bed.sorted.merged.bed", header = FALSE)
Hpc_merged_1Kb_Peaks$Length <- Hpc_merged_1Kb_Peaks$V3 -
Hpc_merged_1Kb_Peaks$V2
Hpc_merged_1Kb_Peaks <- subset(Hpc_merged_1Kb_Peaks, subset =
(Length >= 146))
write.table(x = Hpc_merged_1Kb_Peaks,
file =
"/Volumes/JDLab$/RobertPhillips/Bioinformatics/JD0032_EnhancerIdentification/PeakCalls_Merged_WithinRegion/SizeSelected/Hpc_Merged_BAMPE_narrow_0.00001_FinalPeaks_peaks.narrowPeak.bed.sorted.merged.sizeSelected.bed",
quote = FALSE,
row.names = FALSE,
col.names = FALSE,
sep = "\t")

#Now rbind all Peaks
All_Regions <-
rbind(Str_Merged_1Kb_Peaks, Cor_Merged_1Kb_Peaks, Hpc_merged_1Kb_Peaks)
write.table(x = All_Regions,
file =
"/Volumes/JDLab$/RobertPhillips/Bioinformatics/JD0032_EnhancerIdentification/PeakCalls_Merged_WithinRegion/SizeSelected/AllRegions_BAMPE_narrow_0.00001_FinalPeaks_peaks.narrowPeak.bed.sorted.merged.sizeSelected.bed",
quote = FALSE,
row.names = FALSE,
col.names = FALSE,
sep = "\t")

```

**Step 6.** Using Seqmonk, import all total RNA-seq BAM files as RNA-seq data. Create a merged file for all primary culture systems (Cortex, Hippocampus, Striatum) and treatment groups (vehicle or KCl).

- Cortex, 6 files (3 vehicle, 3 KCl)
- Hippocampus, 6 files (3 vehicle, 3 KCl)
- Striatum, 7 files (3 vehicle, 4 KCl)
- Import the following annotation files:
  - MACS2 ATAC-seq peaks from **Step 5** - AllRegions\_ATACPeaks.bed
  - RefSeq curated gene annotations - RefSeq\_Curated.bed
  - UCSC gene annotations - UCSC\_RefSeq.bed
  - Ensemble gene annotations - Rn6\_v95\_gtf\_genes.txt
  - Contiguously transcribed regions over 1kb – Contigs.txt

1. Import All BAM files

- Do not remove duplicate reads
- Do not treat as HiC data
- Min mapping quality - 20
- Import primary alignments only

- Treat as RNA-Seq data
  - Data Type – Paired end
  - Pair Distance Cutoff (bp) – n/a
2. Merge all files to make a single group track consisting of Veh and KCl samples from each regions using: Edit → Groups
  3. Make probes around regions of open chromatin (ROCs)
    - i. Data → Define Probes → Feature Probe Generator
    - ii. Features to design around → AllRegions\_ATACPeaks.bed
    - iii. Split into subfeatures → No
    - iv. Remove Exact duplicates → Yes
    - v. Ignore feature strand information → No
    - vi. Make Probes → Over Feature +/-500 bp
    - vii. Identifies **191,857** probes → Name “ROCs”
    - viii. Add ROCs to annotation track (Right click probe list, select “Convert to annotation track”)
  4. Filter ROCs that were are 1kbp of Refseq curated genes (Filtering → Filter by features)
    - i. Features to design around – RefSeq\_Curated.bed
    - ii. Split into subfeatures – No
    - iii. Make Probes- Over feature +/-1000bp
    - iv. Select probes which are – overlapping
    - v. Distance cutoff (bp) – n/a
    - vi. Use features on strand – Any
    - vii. Identifies 68,856 ROCs that are overlapping or within 1kb of RefSeq genes
  5. Filter ROCs that were within 1kbp of UCSC genes (Filtering → Filter by features)
    - i. Features to design around – UCSC\_RefSeq.bed
    - ii. Split into subfeatures – No
    - iii. Make Probes- Over feature +/-1000bp
    - iv. Select probes which are – overlapping
    - v. Distance cutoff (bp) – n/a
    - vi. Use features on strand – Any
    - vii. Identifies 71,461 ROCs that are overlapping or within 1kb of UCSC genes
  6. Filter ROCs that within 1kbp of Ensemble genes (Filtering → Filter by features)
    - i. Features to design around – Rn6\_v95\_gtf\_genes.txt
    - ii. Split into subfeatures – No
    - iii. Make Probes- Over feature +/-1000bp
    - iv. Select probes which are – Overlapping
    - v. Distance cutoff (bp) – n/a
    - vi. Use features on strand – Any
    - vii. Identifies 76,382 ROCs overlapping or within 1kb of Ensemble genes
  7. Filtered ROCs that overlap Contiguously transcribed regions (Filtering → Filter by features)
    - i. Features to design around – Contigs.txt
    - ii. Split into subfeatures – No
    - iii. Make Probes- Over feature +/-1000bp
    - iv. Select probes which are – Overlapping
    - v. Distance cutoff (bp) – n/a
    - vi. Use features on strand – Any

- vii. Identifies 57366 ROCs overlapping or within 1kb of Contiguously transcribed regions
- 8. Repeat filtering for miRNA, misc\_RNA, rRNA, snoRNA, snRNA, tRNA (Filtering → Filter by features)
  - i. Features to design around – pick from above annotations provided by Seqmonk Rn6 genome assembly
  - ii. Split into subfeatures – No
  - iii. Make Probes- Over feature From +/- 0bp
  - iv. Select probes which are – Overlapping
  - v. Distance cutoff (bp) – n/a
  - vi. Use features on strand – Any
  - vii. 839 ROCs overlapping various ncRNA genes
- 9. Filtering → intersect multiple lists...
  - i. Include ROCs, exclude all ROCs overlapping features from sections 4-8 of Step 6
  - ii. Intersection leaves **100,767** “Intergenic ROCs” or iROCs
  - iii. Convert to annotation track (Right click probe list, select “Convert to annotation track”)

**Steps 7-8.** Using Seqmonk, quantify total RNA-seq transcription from iROCs. Then, filter for iROCs that are bidirectionally transcribed.

- 1. Design probes around iROCs (Data → Define Probes → Feature Probe Generator)
  - i. Features to design around → iROCs
  - ii. Split into subfeatures → No
  - iii. Remove Exact duplicates → Checked
  - iv. Ignore feature strand information → Unchecked
  - v. Make Probes → Over Feature from -0 to +0 bp
- 2. Quantify all sequenced transcripts (Probe quantitation → Difference Quantitation)
  - i. Calculate Forward only as a percentage of All reads
  - ii. Min count = 0
  - iii. Ignore duplicates – unchecked
- 3. Filter unidirectionally transcribed iROCs (Filtering → Filter on Values)
  - i. Merged RNA-seq group value must be between 5 and 95%
  - ii. This excludes probes with unidirectional transcription from either strand (likely unannotated genes or exons)
  - iii. Identifies **28,492** “Transcriptionally active putative enhancers” – TAPes
  - iv. Convert to annotation track Right click probe list, select “Convert to annotation track”
- 4. Make probes defining TAPes (Define probes → Feature Probe Generator)
  - i. Features to design around → “TAPes”
  - ii. Split into subfeatures → No
  - iii. Remove exact duplicates → Checked
  - iv. Ignore strand feature information → Unchecked
  - v. Make probes → Over feature -0 to +0 bp
- 5. Quantify TAPE transcription (CPKM) (Data → Read count quantitation)
  - i. Count reads on strand → All reads
  - ii. Correct for total read count → Checked

- iii. Correct to what? → per million reads
- iv. Count total only in probes? → Unchecked
- v. Correct for probe length? → Checked
- vi. Log transform count → Unchecked
- vii. Count duplicate reads only once → Unchecked
- 6. Filtering → Probe Values filter
  - a. RNA-seq group value must be between 0.05 and 10000
  - b. Identifies 1916 highly expressed TAPes
- 7. Create report for TAPes
  - c. Reports → Annotated Probe Report
  - d. Annotate with overlapping Rn6\_v95\_gtf\_genes.txt
  - e. Annotation distance cutoff – 1Mbp
  - f. Include – unannotated probes
  - g. Include – data for currently visible stores

**Steps 9.** Using R, identify all genes +/- 1Mbp of TAPes. Then, correlate transcription at each TAPE with transcription at each gene.

## Mapping Transcriptionally Active Putative Enhancers (TAPes) to Genes

The goal of this analysis is to identify high confidence TAPE-gene pairs. To do this, transcription start sites located within 1Mb upstream or downstream from the center of the TAPE are identified. Then, pearson's correlations are calculated using counts for the TAPes and associated genes

### Load Libraries

First, all essential libraries are loaded for the analysis.

```
suppressPackageStartupMessages(library(dplyr))
suppressPackageStartupMessages(library(Seurat))

## Warning: package 'Seurat' was built under R version 3.6.2

suppressPackageStartupMessages(library(ggplot2))
suppressPackageStartupMessages(library(cowplot))
suppressPackageStartupMessages(library(data.table))
suppressPackageStartupMessages(library(VennDiagram))
```

### Load in Required Data

First, read in the 28,492 TAPes identified in the **Step 8**.

```
TAPes <- read.table(file = "~/TAPE_RNA_quantification_CPKM.txt", sep = "\t", header = TRUE)
```

Now we are going to create a column indicating these as intergenic TAPes. Then, we are going to create an ID column consisting of the TAPE chromosome, starting position, and ending position. 

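The identifier made in this step joins the chromosome to the start and end columns of the TAPE. The identifier printed in Supplementary Data Table S5 is a different one, which for each of the 96 activity-regulated TAPEs holds the chromosome, start and end of a peak without extension, and for all 96 a peak with the same start and end was in the deposited list. The start and end columns of the table gave that peak extended by 500 bp on each side for all 96. In the cortex sheet of Table S2, the 390 TAPEs are listed with extended coordinates only, and after removing 500 bp from each side all 390 coincided with a deposited peak. In the copy of Table S2 used here, the sheets named for hippocampus and striatum held the same 390 rows as the cortex sheet, and 389 of these rows had their highest RNA value in cortex, so only the cortex-selective TAPEs were analysed. A total of 3 TAPEs were in both the activity-regulated and the cortex-selective list.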

Next, we will rename the first four columns. The start and end will be referred to as five and three prime end as the SeqMonk software used during the pipeline refers to the 5' end of all genes as the start, regardless of whether that gene is on the - strand. Thus, referring to the start/end as five prime

and three prime will allow us to correctly calculate distance later in this workflow. Finally, the center of the TAPE is calculated.

```
#Give a column indicating the type
TAPes$Type <- "Intergenic"

#Create a column with a unique ID.
TAPes$ID <- paste(TAPes$Chromosome, TAPes$Start, TAPes$End, sep = "_")

#Change the TAPes names
names(TAPes)[1:4] <- c("TAPE_ID", "TAPE_Chtr", "TAPE_Five_Prime_End", "TAPE_Three_Prime_End")

#Calculate the center of the TAPE
TAPes$TAPE_Center <- TAPes[, "TAPE_Five_Prime_End"] + (round(abs(TAPes[, "TAPE_Five_Prime_End"] - TAPes[, "TAPE_Three_Prime_End"])/2))
```

Next, read in the genes used during TAPE identification and change the column names.

```
#read in the genes that were used to during enhancer identificaiton
genes <- read.delim(file = "~/Rn6_v95_gtf_genesonly_noBS.txt", sep = "\t")

#Change column naems
names(genes) <- c("Chr", "Gene_Five_Prime_End", "Gene_Three_Prime_End", "Strand", "Gene")
```

To map the TAPes to associated genes, we will use a for loop. As the for loop proceeds, any TAPE that maps to the gene will be input into a large list created below. Here, every element of the list corresponds to a unique gene.

```
# Here I make an empty list to input the annotated TAEs into
genes_list <- vector(mode = "list",
                     length = nrow(genes))

#Name every element of the list a unique name for that gene. This consists of
chr, 5' end, 3' end, Gene name, and strand that is comma separated
names(genes_list) <- paste(paste(paste(paste(genes$Chr, genes$Gene_Five_Prime_End, sep = ","),
                                     genes$Gene_Three_Prime_End, sep = ","),
                             genes$Gene, sep = ","),
                           genes$Strand, sep = ",")
```

Next we run a sanity check to make sure that the dataframe and list are in the same order.

```
#Make sure the dataframe and list are in the same order
all(as.character(lapply(strsplit(names(genes_list), split = ","), "[", 4)) == genes$Gene) # TRUE

## [1] TRUE

all(as.character(lapply(strsplit(names(genes_list), split = ","), "[", 5)) == genes$Strand) # TRUE

## [1] TRUE

all(as.character(lapply(strsplit(names(genes_list), split = ","), "[", 1)) == genes$Chr) # TRUE
```

```
## [1] TRUE

all(as.numeric(lapply(strsplit(names(genes_list), split = ","), "[", 2)) == genes$Gene_Five_Prime_End) # TRUE

## [1] TRUE

all(as.numeric(lapply(strsplit(names(genes_list), split = ","), "[", 3)) == genes$Gene_Three_Prime_End) # TRUE

## [1] TRUE
```

## Identify TAPE-Gene Pairs

Now we annotate all genes that are 1Mbp upstream and downstream of the TAPE. This loops through the genes dataframe, and first asks if the strand of the gene is + or -. If the strand of the gene is positive all calculations are computed using the five prime end of the gene. If the strand of the gene is negative all calculations are computed using the three prime end of the gene. This search is gene-centric in that this loop identifies genes that fall within 1Mbp windows from the center of the TAPE. A progress bar will also print the progress of the loop.

Next, we identify any genes in which there were no associated TAPes. These empty elements are then removed from the list.

```
#Empty vector for identification of empty list elements
x <- vector()
#Run loop
for(i in 1:length(genes_list)){
  if(is.null(genes_list[[i]])){
    x <- append(x = x, i)
  }else{
    next
  }
}
#Remove genes with no TAPes
genes_list <- genes_list[-x]
```

This for loop adds a column to every dataframe in the list that indicates the gene name, strand, chr, 5'end, 3' end. The list is then unlisted to create a large dataframe that can be exported. Finally, a sanity check is run to make sure that no rows are duplicated.

```
for(i in 1:length(genes_list)){
  genes_list[[i]]$Gene <- as.character(lapply(strsplit(names(genes_list)[i], split = ","), "[", 4))
  genes_list[[i]]$Strand <- as.character(lapply(strsplit(names(genes_list)[i], split = ","), "[", 5))
  genes_list[[i]]$Gene_Chr <- as.character(lapply(strsplit(names(genes_list)[i], split = ","), "[", 1))
  genes_list[[i]]$Gene_Five_Prime_End <- as.numeric(lapply(strsplit(names(genes_list)[i], split = ","), "[", 2))
  genes_list[[i]]$Gene_Three_Prime_End <- as.numeric(lapply(strsplit(names(genes_list)[i], split = ","), "[", 3))
}
```

```
#unlist and make a huge dataframe
TAPes_df <- rbindlist(genes_list)

#There should not be any duplicated rows, but this command is a sanity check
TAPes_df <- as.data.frame(distinct(TAPes_df)) #433,416
```

Here distance is calculated. If the gene is on the + strand, the TSS is the five prime end of the gene. If the gene is on the - strand, the TSS is the three prime end of the gene.

```
# Calculate distance and orientation based on strand
TAPes_df$Distance <- NA
TAPes_df$Orientation <- NA
TAPes_df$Orientation <- as.character(TAPes_df$Orientation)
#Calculate distance and orientation based on strand
#To calculate the distance, the TSS for each gene must be identified. The TSS
changes for each gene's strandedness in that a + strand gene's TSS will be in
the Gene_Five_Prime_End column and a - strand gene's TSS will be in the Gene_
Three_Prime_End column
TAPes_df$TSS <- NA
TAPes_df <- TAPes_df %>% mutate(TSS = ifelse(Strand == "+",
                                             TAPes_df$Gene_Five_Prime_End,
                                             TAPes_df$Gene_Three_Prime_End))
```

Next, the orientation of the gene to the TAPE is identified and distance from center of TAPE to TSS of gene is calculated.

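The distance is therefore measured from the centre of the TAPE to one end of the gene, chosen by strand. For all 96 activity-regulated TAPEs of Supplementary Data Table S5, the listed distance ended at one end of the listed gene, at the lower coordinate for 46 TAPEs and at the higher for 50. The distances ran from 4420 to 989947 bp, with a median of 311932 bp, and 36 TAPEs lay more than 500 kb from their predicted gene. Between a TAPE and the start site of its predicted gene lay a median of 30 other ATAC-seq peaks (distribution-free 95% interval of the median 19 to 37), from none for 9 TAPEs to 125. With the mean in place of the median the value was 33.4, the largest change among the alternatives tried. The most peaks, 125, lay between the TAPE on chromosome 4 from 171829095 to 171829964 and Erp27, over 916900 bp. The 96 TAPEs were paired with 87 genes, of which 82 were found by symbol and 4 by synonym in a RefSeq gene list of the GRCr8 assembly, used for names only. The start sites of 64 of the 87 genes, extended by 500 bp on each side, overlapped a peak, which is 73.6% (Wilson 95% confidence interval 63.4 to 81.7%). Random positions on the same chromosomes, treated in the same way, overlapped a peak in 13.8% of 10000 draws. These positions were not start sites, and the start sites of other genes were not compared. The shares therefore do not set the predicted genes apart from other genes. With 100 bp in place of 500 bp, 57 genes had a peak at their start site. Genes without one included Erp27 and Slc45a4.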

```
# #If the Gene's TSS is < the TAPE center and > TAPE-1e6 then the gene is ups
tream of the enhancer
# #If the Gene's TSS is > the TAPE center and < TAPE+1e6 then the gene is dow
nstream of the enhancer
TAPes_df <- TAPes_df %>% mutate(Orientation = ifelse((TAPes_df$TSS < TAPes_df
$TAPE_Center) & (TAPes_df$TSS > (TAPes_df$TAPE_Center - 1e+06)),
                                                    "Upstream",
                                                    ifelse((TAPes_df$TSS > T
APes_df$TAPE_Center) & (TAPes_df$TSS < (TAPes_df$TAPE_Center+1e+06)),
                                                    "Downstream",
                                                    0)
)
)
#Calculate Distance
TAPes_df <- TAPes_df %>% mutate(Distance = ifelse(Orientation == "Upstream",
                                                    TAPes_df$TAPE_Center - TAP
es_df$TSS,
                                                    TAPes_df$TSS - TAPes_df$TAP
E_Center))
#Another sanity check that the chromosomes of the TAPes and the genes are the
same
table(as.character(TAPes_df$TAPE_Chr) == as.character(TAPes_df$Gene_Chr))

##
## TRUE
## 433416
```

To calculate correlations we need TAPE and gene counts. The TAPE counts are already within the TAPes dataframe. Here, we load in mRNA count information. Next, we keep only genes in which there is one annotation. Finally, only useful columns are kept.

```

#Read in the Gene Probe counts identified with Seqmonk
Gene_Probe_Counts <- read.delim(file = "~/mRNA_quantification_CPKM.txt", sep =
"\t")
#Keep only genes in which there is one annotated gene.
Gene_Probe_Counts <- Gene_Probe_Counts[!duplicated(as.character(Gene_Probe_Co
unts$Probe)),]
#Pull out useful columns Probe, Sample Counts
Gene_Probe_Counts <- Gene_Probe_Counts[,c(1,13:31)]

```

Within this loop, Pearson's correlations are calculated.

```

#Make columns for correlations
TAPes_df$Cortex_Correlation <- NA
TAPes_df$Hippocampus_Correlation <- NA
TAPes_df$Striatum_Correlation <- NA
TAPes_df$Global_Correlation <- NA
x <- vector()
#Now calculate correlations
for(i in 1:nrow(TAPes_df)){
  #figure out which row in the Gene_Probe_Counts column corresponds to the ge
ne in the TAPes_df column
  row <- which(as.character(TAPes_df[i,"Gene"]) == as.character(Gene_Probe_Co
unts$Probe))
  if(length(row) >0){
    #####Cortex####
    #Calculate the correlation
    TAPes_df[i,"Cortex_Correlation"] <- cor(y = as.numeric(TAPes_df[i,c(13:18
)]) ,x = as.numeric(Gene_Probe_Counts[row,c(2:7)]))
    #####Hippocampus#####
    #Calculate the correlation
    TAPes_df[i,"Hippocampus_Correlation"] <- cor(y = as.numeric(TAPes_df[i,c(
19:24)]) ,x = as.numeric(Gene_Probe_Counts[row,c(8:13)]))
    #####Striatum#####
    #Calculate the correlation
    TAPes_df[i,"Striatum_Correlation"] <- cor(y = as.numeric(TAPes_df[i,c(25
:31)]) ,x = as.numeric(Gene_Probe_Counts[row,c(14:20)]))
    #Gloabl Correlation
    #calculate the correlation
    TAPes_df[i,"Global_Correlation"] <- cor(y = as.numeric(TAPes_df[i,13:31])
,x = as.numeric(Gene_Probe_Counts[row,2:20]))
  }else{
    x <- append(x = x,i)
  }
}

```

Some of the genes have count values of 0 for every sample across all cell types. This results in a correlation value of 0. Thus, these TAPE-gene pairs are removed, leaving us with 388,605 potential TAPE-gene pairs.

```

TAPes_df <- TAPes_df[!is.na(TAPes_df$Global_Correlation),]
nrow(TAPes_df) #388,605

## [1] 388605

```

# Supplementary material for: Enhancer RNAs predict enhancer–gene regulatory links and are critical for enhancer function in neuronal systems
**Source:** Nucleic Acids Res. 2020 Aug 18;48(17):9550–70. doi: 10.1093/nar/gkaa671
**Supplement:** gkaa671_Supplemental_Files

**Supplementary methods**

**Enhancer RNAs predict enhancer-gene regulatory links and are critical for enhancer function in neuronal systems**

Nancy V.N. Carullo^1^, Robert A. Phillips III^1^, Rhiana C. Simon^1^, Salomon Roman^1^, Jenna Hinds^1^, Aaron J. Salisbury^1^, Jasmin S. Revanna^1^, Kendra D. Bunner^1^, Lara Ianov^2^, Faraz A. Sultan^1^, Katherine E. Savell^1^, Charles A. Gersbach^3^, & Jeremy J. Day^1,2^*

**Enhancer Identification Pipeline**

This analysis pipeline uses both ATAC-seq and total RNA-seq sequencing libraries from rat primary cortex, hippocampus, and striatum (removed at E18, cultured for 11 DIV prior to 1hr treatment with either vehicle or 10mM potassium chloride).

**Step 1.** Use SAMtools to merge ATAC-seq BAM files into single file for each primary neuron culture system.

- Cortex = Cor, 6 files (3 vehicle, 3 KCl)
- Hippocampus = Hpc, 6 files (3 vehicle, 3 KCl)
- Striatum = Str, 6 files (3 vehicle, 3 KCl)

module load SAMtools

samtools merge Cor_ATAC_merged.bam ATAC_K2_S1.bam ATAC_K3_S2.bam ATAC_K4_S3.bam ATAC_V1_S4.bam ATAC_V2_S5.bam ATAC_V3_S6.bam

samtools sort Cor_ATAC_merged.bam -o Cor_ATAC_merged.sorted.bam

samtools index Cor_ATAC_merged.sorted.bam Cor_ATAC_merged.sorted.bam.bai

samtools merge Hpc_ATAC_merged.bam AS0011_K1_S2.bam AS0011_K2_S4.bam AS0011_K4_S6.bam AS0011_V1_S1.bam AS0011_V2_S3.bam AS0011_V4_S5.bam

samtools sort Hpc_ATAC_merged.bam -o Hpc_ATAC_merged.sorted.bam

samtools index Hpc_ATAC_merged.sorted.bam Hpc_ATAC_merged.sorted.bam.bai

samtools merge Str_ATAC_merged.bam AS0008_K1_S11.bam AS0008_K2_S12.bam AS0008_K3_S13.bam AS0008_V1_S14.bam AS0008_V2_S15.bam AS0008_V4_S16.bam

samtools sort Str_ATAC_merged.bam -o Str_ATAC_merged.sorted.bam

samtools index Str_ATAC_merged.sorted.bam Str_ATAC_merged.sorted.bam.bai

**Step 2.** Call ATAC-seq peaks with MACS2 using merged files from each primary neuron culture system.

module load MACS2

macs2 callpeak \

--treatment /data/user/rphill3/Enhancer_Ident_ATAC/Str_ATAC_merged.bam \

--qvalue 0.00001 \

--gsize 2729862089 \

--format BAMPE \

--outdir /data/user/rphill3/Enhancer_Ident_ATAC/Final_PeakCalls \

--name Str_Merged_BAMPE_narrow_0.00001_FinalPeaks

macs2 callpeak \

--treatment /data/user/rphill3/Enhancer_Ident_ATAC/Cor_ATAC_merged.bam \

--qvalue 0.00001 \

--gsize 2729862089 \

--format BAMPE \

--outdir /data/user/rphill3/Enhancer_Ident_ATAC/Final_PeakCalls \

--name Cor_Merged_BAMPE_narrow_0.00001_FinalPeaks

macs2 callpeak \

--treatment /data/user/rphill3/Enhancer_Ident_ATAC/Hpc_ATAC_merged.bam \

--qvalue 0.00001 \

--gsize 2729862089 \

--format BAMPE \

--outdir /data/user/rphill3/Enhancer_Ident_ATAC/Final_PeakCalls \

--name Hpc_Merged_BAMPE_narrow_0.00001_FinalPeaks

**Step 3.** Using MACS2 ATAC-seq peaks identified in each primary neuron culture system, merge peaks within 1kb using BEDtools.

#Load bedtools

module load BEDTools

cd /data/user/rphill3/Enhancer_Ident_ATAC/Final_PeakCalls

for i in *.narrowPeak.bed

do

#sort the bed

sort -k1,1 -k2,2n $i > Sorted_beds/$i.sorted.bed

#merge peaks within 1000bps of each other

bedtools merge -i Sorted_beds/$i.sorted.bed -d 1000 > Merged_beds/$i.sorted.merged.bed

done

**Steps 4-5.** Using base R script, remove ATAC-seq peaks smaller than 146bp (length of DNA wrapped around nucleosome). Next, use rbind to combine ATAC-seq MACS2 peaks from all regions into one file. These are termed “Regions of Open Chromatin (ROCs)”.

#BAM files for individual samples were merged using samtools. Then, MACS2 was used to callpeaks. Peaks <=1000bps apart were merged within region. Here, I will read in the merged peak files, create a length column, and

#subset peaks that are >146bps, or the length of the DNA wrapped around a single nucleosome.

#Str

Str_Merged_1Kb_Peaks <- read.delim(file = "/Volumes/JDLab$/RobertPhillips/Bioinformatics/JD0032_EnhancerIdentification/PeakCalls_Merged_WithinRegion/Str_Merged_BAMPE_narrow_0.00001_FinalPeaks_peaks.narrowPeak.bed.sorted.merged.bed",header = FALSE)

Str_Merged_1Kb_Peaks$Length <- Str_Merged_1Kb_Peaks$V3 - Str_Merged_1Kb_Peaks$V2

Str_Merged_1Kb_Peaks <- subset(Str_Merged_1Kb_Peaks,subset = (Length >= 146))

write.table(x = Str_Merged_1Kb_Peaks,

file = "/Volumes/JDLab$/RobertPhillips/Bioinformatics/JD0032_EnhancerIdentification/PeakCalls_Merged_WithinRegion/SizeSelected/Str_Merged_BAMPE_narrow_0.00001_FinalPeaks_peaks.narrowPeak.bed.sorted.merged.sizeselected.bed",

quote = FALSE,

row.names = FALSE,

col.names = FALSE,

sep = "\t")

#Cor

Cor_Merged_1Kb_Peaks <- read.delim(file = "/Volumes/JDLab$/RobertPhillips/Bioinformatics/JD0032_EnhancerIdentification/PeakCalls_Merged_WithinRegion/Cor_Merged_BAMPE_narrow_0.00001_FinalPeaks_peaks.narrowPeak.bed.sorted.merged.bed",header = FALSE)

Cor_Merged_1Kb_Peaks$Length <- Cor_Merged_1Kb_Peaks$V3 - Cor_Merged_1Kb_Peaks$V2

Cor_Merged_1Kb_Peaks <- subset(Cor_Merged_1Kb_Peaks,subset = (Length >= 146))

write.table(x = Cor_Merged_1Kb_Peaks,

file = "/Volumes/JDLab$/RobertPhillips/Bioinformatics/JD0032_EnhancerIdentification/PeakCalls_Merged_WithinRegion/SizeSelected/Cor_Merged_BAMPE_narrow_0.00001_FinalPeaks_peaks.narrowPeak.bed.sorted.merged.sizeselected.bed",

quote = FALSE,

row.names = FALSE,

col.names = FALSE,

sep = "\t")

#Hpc

Hpc_merged_1Kb_Peaks <- read.delim(file = "/Volumes/JDLab$/RobertPhillips/Bioinformatics/JD0032_EnhancerIdentification/PeakCalls_Merged_WithinRegion/Hpc_Merged_BAMPE_narrow_0.00001_FinalPeaks_peaks.narrowPeak.bed.sorted.merged.bed",header = FALSE)

Hpc_merged_1Kb_Peaks$Length <- Hpc_merged_1Kb_Peaks$V3 - Hpc_merged_1Kb_Peaks$V2

Hpc_merged_1Kb_Peaks <- subset(Hpc_merged_1Kb_Peaks,subset = (Length >= 146))

write.table(x = Hpc_merged_1Kb_Peaks,

file = "/Volumes/JDLab$/RobertPhillips/Bioinformatics/JD0032_EnhancerIdentification/PeakCalls_Merged_WithinRegion/SizeSelected/Hpc_Merged_BAMPE_narrow_0.00001_FinalPeaks_peaks.narrowPeak.bed.sorted.merged.sizeselected.bed",

quote = FALSE,

row.names = FALSE,

col.names = FALSE,

sep = "\t")

#Now rbind all Peaks

All_Regions <- rbind(Str_Merged_1Kb_Peaks,Cor_Merged_1Kb_Peaks,Hpc_merged_1Kb_Peaks)

write.table(x = All_Regions,

file = "/Volumes/JDLab$/RobertPhillips/Bioinformatics/JD0032_EnhancerIdentification/PeakCalls_Merged_WithinRegion/SizeSelected/AllRegions_BAMPE_narrow_0.00001_FinalPeaks_peaks.narrowPeak.bed.sorted.merged.sizeselected.bed",

quote = FALSE,

row.names = FALSE,

col.names = FALSE,

sep = "\t")

**Step 6.** Using Seqmonk, import all total RNA-seq BAM files as RNA-seq data. Create a merged file for all primary culture systems (Cortex, Hippocampus, Striatum) and treatment groups (vehicle or KCl).

- Cortex, 6 files (3 vehicle, 3 KCl)
- Hippocampus, 6 files (3 vehicle, 3 KCl)
- Striatum, 7 files (3 vehicle, 4 KCl)
- Import the following annotation files:
  - MACS2 ATAC-seq peaks from **Step 5** - AllRegions_ATACPeaks.bed
  - RefSeq curated gene annotations - RefSeq_Curated.bed
  - UCSC gene annotations - UCSC_RefSeq.bed
  - Ensemble gene annotations - Rn6_v95_gtf_genes.txt
  - Contiguously transcribed regions over 1kb – Contigs.txt

1. Import All BAM files
   - Do not remove duplicate reads
   - Do not treat as HiC data
   - Min mapping quality - 20
   - Import primary alignments only
   - Treat as RNA-Seq data
   - Data Type – Paired end
   - Pair Distance Cutoff (bp) – n/a
2. Merge all files to make a single group track consisting of Veh and KCl samples from each regions using: Edit 🡪 Groups
3. Make probes around regions of open chromatin (ROCs)
4. Data 🡪 Define Probes 🡪 Feature Probe Generator
5. Features to design around 🡪 AllRegions_ATACPeaks.bed
6. Split into subfeatures 🡪 No
7. Remove Exact duplicates 🡪 Yes
8. Ignore feature strand information 🡪 No
9. Make Probes 🡪 Over Feature +/-500 bp
10. Identifies **191,857** probes 🡪 Name “ROCs”
11. Add ROCs to annotation track (Right click probe list, select “Convert to annotation track”)
12. Filter ROCs that were are 1kbp of Refseq curated genes (Filtering 🡪 Filter by features)
    - 1. Features to design around – RefSeq_Curated.bed
      2. Split into subfeatures – No
      3. Make Probes- Over feature +/-1000bp
      4. Select probes which are – overlapping
      5. Distance cutoff (bp) – n/a
      6. Use features on strand – Any
      7. Identifies 68,856 ROCs that are overlapping or within 1kb of RefSeq genes
13. Filter ROCs that were within 1kbp of UCSC genes (Filtering 🡪 Filter by features)
    - 1. Features to design around – UCSC_RefSeq.bed
      2. Split into subfeatures – No
      3. Make Probes- Over feature +/-1000bp
      4. Select probes which are – overlapping
      5. Distance cutoff (bp) – n/a
      6. Use features on strand – Any
      7. Identifies 71,461 ROCs that are overlapping or within 1kb of UCSC genes
14. Filter ROCs that within 1kbp of Ensemble genes (Filtering 🡪 Filter by features)
    - 1. Features to design around – Rn6_v95_gtf_genes.txt
      2. Split into subfeatures – No
      3. Make Probes- Over feature +/-1000bp
      4. Select probes which are – Overlapping
      5. Distance cutoff (bp) – n/a
      6. Use features on strand – Any
      7. Identifies 76,382 ROCs overlapping or within 1kb of Ensemble genes
15. Filtered ROCs that overlap Contiguously transcribed regions (Filtering 🡪 Filter by features)
    - 1. Features to design around – Contigs.txt
      2. Split into subfeatures – No
      3. Make Probes- Over feature +/-1000bp
      4. Select probes which are – Overlapping
      5. Distance cutoff (bp) – n/a
      6. Use features on strand – Any
      7. Identifies 57366 ROCs overlapping or within 1kb of Contiguously transcribed regions
16. Repeat filtering for miRNA, misc_RNA, rRNA, snoRNA, snRNA, tRNA (Filtering 🡪 Filter by features)
    - 1. Features to design around – pick from above annotations provided by Seqmonk Rn6 genome assembly
      2. Split into subfeatures – No
      3. Make Probes- Over feature From +/- 0bp
      4. Select probes which are – Overlapping
      5. Distance cutoff (bp) – n/a
      6. Use features on strand – Any
      7. 839 ROCs overlapping various ncRNA genes
17. Filtering 🡪 intersect multiple lists…
    1. Include ROCs, exclude all ROCs overlapping features from sections 4-8 of Step 6
    2. Intersection leaves **100,767** “Intergenic ROCs” or iROCs
    3. Convert to annotation track (Right click probe list, select “Convert to annotation track”)

**Steps 7-8.** Using Seqmonk, quantify total RNA-seq transcription from iROCs. Then, filter for iROCs that are bidirectionally transcribed.

1. Design probes around iROCs (Data 🡪 Define Probes 🡪 Feature Probe Generator)
   1. Features to design around 🡪 iROCs
   2. Split into subfeatures 🡪 No
   3. Remove Exact duplicates 🡪 Checked
   4. Ignore feature strand information 🡪 Unchecked
   5. Make Probes 🡪 Over Feature from -0 to +0 bp
2. Quantify all sequenced transcripts (Probe quantitation 🡪 Difference Quantitation)
   - 1. Calculate Forward only as a percentage of All reads
     2. Min count = 0
     3. Ignore duplicates – unchecked
3. Filter unidirectionally transcribed iROCs (Filtering 🡪 Filter on Values)
   1. Merged RNA-seq group value must be between 5 and 95%
   2. This excludes probes with unidirectional transcription from either strand (likely unannotated genes or exons)
   3. Identifies **28,492** “Transcriptionally active putative enhancers” – TAPEs
   4. Convert to annotation track Right click probe list, select “Convert to annotation track”
4. Make probes defining TAPEs (Define probes 🡪 Feature Probe Generator)
   1. Features to design around 🡪 “TAPEs”
   2. Split into subfeatures 🡪 No
   3. Remove exact duplicates 🡪 Checked
   4. Ignore strand feature information 🡪 Unchecked
   5. Make probes 🡪 Over feature -0 to +0 bp
5. Quantify TAPE transcription (CPKM) (Data 🡪 Read count quantitation)
6. Count reads on strand 🡪 All reads
7. Correct for total read count 🡪 Checked
8. Correct to what? 🡪 per million reads
9. Count total only in probes? 🡪 Unchecked
10. Correct for probe length? 🡪 Checked
11. Log transform count 🡪 Unchecked
12. Count duplicate reads only once 🡪 Unchecked
13. Filtering 🡪 Probe Values filter
14. RNA-seq group value must be between 0.05 and 10000
15. Identifies 1916 highly expressed TAPEs
16. Create report for TAPEs
17. Reports 🡪 Annotated Probe Report
18. Annotate with overlapping Rn6_v95_gtf_genes.txt
19. Annotation distance cutoff – 1Mbp
20. Include – unannotated probes
21. Include – data for currently visible stores

**Steps 9.** Using R, identify all genes +/- 1Mbp of TAPEs. Then, correlate transcription at each TAPE with transcription at each gene.

# Mapping Transcriptionally Active Putative Enhancers (TAPEs) to Genes

The goal of this analysis is to identify high confidence TAPE-gene pairs. To do this, transcription start sites located within 1Mb upstream or downstream from the center of the TAPE are identified. Then, pearson’s correlations are calculated using counts for the TAPEs and associated genes

## Load Libraries

First, all essential libraries are loaded for the analysis.

suppressPackageStartupMessages(library(dplyr))
suppressPackageStartupMessages(library(Seurat))

## Warning: package 'Seurat' was built under R version 3.6.2

suppressPackageStartupMessages(library(ggplot2))
suppressPackageStartupMessages(library(cowplot))
suppressPackageStartupMessages(library(data.table))
suppressPackageStartupMessages(library(VennDiagram))

## Load in Required Data

First, read in the 28,492 TAPEs identified in the **Step 8.**

TAPEs <- read.table(file = "~/TAPE_RNA_quantification_CPKM.txt",sep = "\t",header = TRUE)

Now we are going to create a column indicating these as intergenic TAPEs. Then, we are going to create an ID column consisting of the TAPE chromosome, starting position, and ending position. Next, we will rename the first four columnns. The start and end will be referred to as five and three prime end as the SeqMonk software used during the pipeline refers to the 5’ end of all genes as the start, regardless of whether that gene is on the - strand. Thus, referring to the start/end as five prime and three prime will allow us to correctly calculate distance later in this workflow. Finally, the center of the TAPE is calculated.

#Give a column indicating the type
TAPEs$Type <- "Intergenic"

#Create a column with a unique ID.
TAPEs$ID <- paste(TAPEs$Chromosome,TAPEs$Start,TAPEs$End,sep = "_")

#Change the TAPEs names
names(TAPEs)[1:4] <- c("TAPE_ID","TAPE_Chr","TAPE_Five_Prime_End","TAPE_Three_Prime_End")

#Calculate the center of the TAPE
TAPEs$TAPE_Center <- TAPEs[,"TAPE_Five_Prime_End"] + (round(abs(TAPEs[,"TAPE_Five_Prime_End"] - TAPEs[,"TAPE_Three_Prime_End"])/2))

Next, read in the genes used during TAPE identification and change the column names.

#read in the genes that were used to during enhancer identificaiton
genes <- read.delim(file = "~/Rn6_v95_gtf_genesonly_noBS.txt",sep = "\t")

#Change column naems
names(genes) <- c("Chr","Gene_Five_Prime_End","Gene_Three_Prime_End","Strand","Gene")

To map the TAPEs to associated genes, we will use a for loop. As the for loop proceeds, any TAPE that maps to the gene will be input into a large list created below. Here, every element of the list corresponds to a unique gene.

# Here I make an empty list to input the annotated TAEs into
genes_list <- vector(mode = "list",
 length = nrow(genes))
#Name every element of the list a unique name for that gene. This consists of chr,5' end, 3' end, Gene name, and strand that is comma separated
names(genes_list) <- paste(paste(paste(paste(genes$Chr,genes$Gene_Five_Prime_End,sep = ","),
 genes$Gene_Three_Prime_End,sep = ","),
 genes$Gene,sep = ","),
 genes$Strand,sep = ",")

Next we run a sanity check to make sure that the dataframe and list are in the same order.

#Make sure the dataframe and list are in the same order
all(as.character(lapply(strsplit(names(genes_list),split = ","),"[",4)) == genes$Gene) # TRUE

## [1] TRUE

all(as.character(lapply(strsplit(names(genes_list),split = ","),"[",5)) == genes$Strand) # TRUE

## [1] TRUE

all(as.character(lapply(strsplit(names(genes_list),split = ","),"[",1)) == genes$Chr) # TRUE

## [1] TRUE

all(as.numeric(lapply(strsplit(names(genes_list),split = ","),"[",2)) == genes$Gene_Five_Prime_End) # TRUE

## [1] TRUE

all(as.numeric(lapply(strsplit(names(genes_list),split = ","),"[",3)) == genes$Gene_Three_Prime_End) # TRUE

## [1] TRUE

# Identify TAPE-Gene Pairs

Now we annotate all genes that are 1Mbp upstream and downstream of the TAPE. This loops through the genes dataframe, and first asks if the strand of the gene is + or -. If the strand of the gene is positive all calculations are computed using the five prime end of the gene. If the strand of the gene is negative all calculations are computed using the three prime end of the gene. This search is gene-centric in that this loop identifies genes that fall within 1Mbp windows from the center of the TAPE.A progress bar will also print the progress of the loop.

Next, we identify any genes in which there were no associated TAPEs. These empty elements are then removed from the list.

#Empty vector for identification of empty list elements
x <-vector()
#Run loop
for(i in 1:length(genes_list)){
 if(is.null(genes_list[[i]])){
 x <- append(x = x,i)
 }else{
 next
 }
}
#Remove genes with no TAPEs
genes_list <- genes_list[-x]

This for loop adds a column to every dataframe in the list that indicates the gene name, strand, chr, 5’end, 3’ end. The list is then unlisted to create a large dataframe that can be exported. Finally, a sanity check is run to make sure that no rows are duplicated.

for(i in 1:length(genes_list)){
 genes_list[[i]]$Gene <- as.character(lapply(strsplit(names(genes_list)[i],split = ","),"[",4))
 genes_list[[i]]$Strand <- as.character(lapply(strsplit(names(genes_list)[i],split = ","),"[",5))
 genes_list[[i]]$Gene_Chr <- as.character(lapply(strsplit(names(genes_list)[i],split = ","),"[",1))
 genes_list[[i]]$Gene_Five_Prime_End <- as.numeric(lapply(strsplit(names(genes_list)[i],split = ","),"[",2))
 genes_list[[i]]$Gene_Three_Prime_End <- as.numeric(lapply(strsplit(names(genes_list)[i],split = ","),"[",3))
}

#unlist and make a huge dataframe
TAPEs_df <- rbindlist(genes_list)

#There should not be any duplicated rows, but this command is a sanity check
TAPEs_df <- as.data.frame(distinct(TAPEs_df)) #433,416

Here distance is calculated. If the gene is on the + strand, the TSS is the five prime end of the gene. If the gene is on the - strand, the TSS is the three prime end of the gene.

# Calculate distance and orientation based on strand
TAPEs_df$Distance <- NA
TAPEs_df$Orientation <- NA
TAPEs_df$Orientation <- as.character(TAPEs_df$Orientation)
#Calculate distance and orientation based on strand
#To calculate the distance, the TSS for each gene must be identified. The TSS changes for each gene's strandedness in that a + stand gene's TSS will be in the Gene_Five_Prime_End column and a - strand gene's TSS will be in the Gene_Three_Prime End column
TAPEs_df$TSS <- NA
TAPEs_df <- TAPEs_df %>% mutate(TSS = ifelse(Strand == "+",
 TAPEs_df$Gene_Five_Prime_End,
 TAPEs_df$Gene_Three_Prime_End))

Next, the orientation of the gene to the TAPE is identified and distance from center of TAPE to TSS of gene is calculated.

# #If the Gene's TSS is < the TAPE center and > TAPE-1e6 then the gene is upstream of the enhancer
# #If the Gene's TSS is > the TAPE center and < TAPE+1e6 then the gene is downstream of the enhancer
TAPEs_df <- TAPEs_df %>% mutate(Orientation = ifelse((TAPEs_df$TSS < TAPEs_df$TAPE_Center) & (TAPEs_df$TSS > (TAPEs_df$TAPE_Center - 1e+06)),
 "Upstream",
 ifelse((TAPEs_df$TSS > TAPEs_df$TAPE_Center) & (TAPEs_df$TSS < (TAPEs_df$TAPE_Center+1e+06)),
 "Downstream",
 0)
)
)
#Calculate Distance
TAPEs_df <- TAPEs_df %>% mutate(Distance = ifelse(Orientation == "Upstream",
 TAPEs_df$TAPE_Center - TAPEs_df$TSS,
 TAPEs_df$TSS - TAPEs_df$TAPE_Center))
#Another sanity check that the chromosomes of the TAPEs and the genes are the same
table(as.character(TAPEs_df$TAPE_Chr) == as.character(TAPEs_df$Gene_Chr))

##
## TRUE
## 433416

To calculate correlations we need TAPE and gene counts. The TAPE counts are already within the TAPEs dataframe. Here, we load in mRNA count information. Next, we keep only genes in which there is one annotation. Finally, only useful columns are kept.

#Read in the Gene Probe counts identified with Seqmonk
Gene_Probe_Counts <- read.delim(file = "~/mRNA_quantification_CPKM.txt",sep = "\t")
#Keep only genes in which there is one annotated gene.
Gene_Probe_Counts <- Gene_Probe_Counts[!duplicated(as.character(Gene_Probe_Counts$Probe)),]
#Pull out useful columns Probe, Sample Counts
Gene_Probe_Counts <- Gene_Probe_Counts[,c(1,13:31)]

Within this loop, Pearson’s correlations are calculated.

#Make columns for correlations
TAPEs_df$Cortex_Correlation <- NA
TAPEs_df$Hippocampus_Correlation <- NA
TAPEs_df$Striatum_Correlation <- NA
TAPEs_df$Global_Correlation <- NA
x <- vector()
#Now calculate correlations
for(i in 1:nrow(TAPEs_df)){
 #figure out which row in the Gene_Probe_Counts column corresponds to the gene in the TAPEs_df column
 row <- which(as.character(TAPEs_df[i,"Gene"]) == as.character(Gene_Probe_Counts$Probe))
 if(length(row) >0){
 #####Cortex####
 #Calculate the correlation
 TAPEs_df[i,"Cortex_Correlation"] <- cor(y = as.numeric(TAPEs_df[i,c(13:18)]),x = as.numeric(Gene_Probe_Counts[row,c(2:7)]))
 #####Hippocampus######
 #Calculate the correlation
 TAPEs_df[i,"Hippocampus_Correlation"] <- cor(y = as.numeric(TAPEs_df[i,c(19:24)]),x = as.numeric(Gene_Probe_Counts[row,c(8:13)]))
 #######Striatum#######
 #Calculate the correlation
 TAPEs_df[i,"Striatum_Correlation"] <- cor(y = as.numeric(TAPEs_df[i,c(25:31)]),x = as.numeric(Gene_Probe_Counts[row,c(14:20)]))
 #Gloabl Correlation
 #calculate the correlation
 TAPEs_df[i,"Global_Correlation"] <- cor(y = as.numeric(TAPEs_df[i,13:31]),x = as.numeric(Gene_Probe_Counts[row,2:20]))
 }else{
 x <- append(x = x,i)
 }
}

Some of the genes have count values of 0 for every sample across all cell types. This results in a correaltion value of 0. Thus, these TAPE-gene pairs are removed, leaving us with 388,605 potential TAPE-gene pairs.

TAPEs_df <- TAPEs_df[!is.na(TAPEs_df$Global_Correlation),]
nrow(TAPEs_df) #388,605

## [1] 388605

How the deposited data were processed for this re-analysis (not part of the article)

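ATAC-seq libraries were made from rat primary neuronal cultures of cortex, hippocampus and striatum, with 3 vehicle-treated and 3 KCl-treated libraries for each of the 3 culture systems and 18 libraries in all. The groups were taken from the sample labels and the paper. The labels give 25 mM KCl where the paper's methods give 10 mM for ATAC-seq, and samples were grouped by treatment, which both give.

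The authors trimmed the reads with TrimGalore, aligned them to the Rn6 assembly (Ensembl v95) with Bowtie2, pooled the libraries of each culture system across treatments and called peaks on each pool with MACS2 in paired-end mode. Within each culture system, peaks no more than 1000 bp apart were merged and peaks shorter than 146 bp removed. The peaks of the 3 culture systems were then combined into the 1 deposited list of 192830 peaks. For each peak the list gives the chromosome, start and end, as positions, and in the fourth column a score that the authors did not describe in the paper's text, a whole number from 1 to 10. This deposited score is read here as the number of peaks of the culture systems merged into the listed peak, and a test of that reading is given among the additional observations. The list has no heading, and 0 columns of values per library were used. Starts were converted to positions counted from 1.

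The depth of each library is unknown here, since a peak list holds no read numbers. Peaks near the threshold of the peak caller depend on depth, and the number of peaks of one culture system cannot be set against that of another without it. As the libraries were pooled before peaks were called, no comparison of KCl with vehicle and no spread between replicates was computed. Intervals for shares are Wilson 95% confidence intervals, intervals for medians come from the order statistics of the peaks, and both describe variation between peaks, not between animals or cultures.

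Peaks on the 20 autosomes, X and Y were kept, which left 191855. Coverage was computed from peaks extended by 500 bp on each side with bedtools 2.31.1. The activity-regulated TAPEs of Supplementary Data Table S5 and the cortex-selective TAPEs of Table S2 were matched to peaks by identical start and end. To describe whether a list of TAPEs stands apart, the median of a measure was placed among 10000 random lists of the same size drawn from all peaks and matched on chromosome (random seed 20, raised by a fixed number for each comparison). A list outside the 2.5 and 97.5 percentiles was taken to stand apart. Activity-regulated and cortex-selective TAPEs were compared with a two-sided permutation test of the difference of medians with 100000 resamples across peaks. Peaks are not independent replicates of an experiment, so these values describe the lists and not the effect of a treatment. Other peaks around a TAPE were counted within 100 kb on each side. Where random lists were matched on length, peaks were divided into 10 groups of equal size by length. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

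The calculations were tested on simulated data before use. Of 200 lists of unchanged peaks, 4.5% fell outside the central 95% of random lists, and of 50 lists whose lengths were doubled, 100% lay above the 97.5 percentile. The permutation test gave p under 0.05 for 2% of 50 unchanged pairs of lists and for 100% of 50 pairs in which the lengths of one list were doubled. Counts of peaks around 200 peaks and of positions inside a peak at 300 positions had 0 differences from direct counts.

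The design of the comparisons at the paper's claims, 31 of the 47 alternatives that were run and the rule for naming loci were set before the data were examined. The comparisons by fourth-column value, of scaffolds, of the X chromosome, of the mitochondrial peaks and of TAPEs near one another, and the other 16 alternatives, were added afterwards. By the rule for naming loci, the text names the genes the paper shows as examples or targets with sgRNAs (Klf4, Sik1, Kcnf1, Prox1, Mn1, Fos, Fosb and Nr4a1), the activity-regulated TAPEs with the longest and shortest peak, and the TAPE with the most other peaks before its predicted gene. The genes Rrp1, Dlst, Isca2, Grasp and Slc45a4, the longest peak of the list and the mitochondrial peaks were named after their values were seen. The alternatives set beforehand covered the sequences kept, merging of close peaks, a minimum length of 300 bp, the extension around peaks, the kind of overlap, the matching of random lists, the window sizes, and the mean in place of the median.

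The distance of peaks from annotated genes was not analysed, because no annotation of Rn6 was used here. The RefSeq gene list of GRCr8 served for names only. RNA-seq, RT-qPCR and imaging values were not analysed here. Supplementary Data Table S1 was not used here, and of the sheet of all region-selective TAPEs in Table S2 only the rows of 3 named TAPEs were read.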

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

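Of the tests in this part, those of peak length at fourth-column values of 4 or more, of the joint span of neighbouring peaks, of scaffolds with peaks beyond 10000 bp and of peaks of 5000 bp or more were chosen only after the result was seen.

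A fourth-column value of 1 was carried by 48.5% of the peaks on the autosomes, X and Y, which drew attention because the paper does not report on this column. If the value counts the peaks of the 3 culture systems that were merged, then these peaks were called in 1 culture system only. This reading was tested on properties it requires. A value of 4 or more then needs at least 2 peaks from 1 culture system, which lie more than 1000 bp apart, so that such a peak is at least 1293 bp long. Of the 1060 peaks with a value of 4 or more on all sequences of the list, scaffolds and the mitochondrial sequence included, 0 were shorter, the shortest measuring 1492 bp, while 83.3% of all peaks were shorter than 1293 bp. On the autosomes, X and Y, neighbouring peaks no more than 1000 bp apart with a value of 2 or more in both must share a culture system, and should also span at least 1293 bp together. Of 198 such pairs 0 spanned less, while 921 of the 3321 other pairs did. Each of these other pairs held a peak with a value of 1, where the median length was 428 bp against 826 bp at a value of 2. The contrast was not matched on length, so part of it may come from length alone. A further test, of whether pairs with a value of 2 in both are absent at this distance, found 90 such pairs, or 2.56% of 3519 against 10.2% of 15883 pairs at the next distances up to 2000 bp. That test proved void, because the peaks of the shared culture system can lie farther apart than the merged peaks around them, so its 90 pairs leave the reading undecided. Both valid tests are consistent with the value being a count of merged peaks. They do not say which culture system a peak came from. A difference in depth between the pools stays open, because the list holds no read numbers, and so does a difference in open chromatin between cortex, hippocampus and striatum. Neither was tested.

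A total of 973 peaks lay on 262 scaffolds without a place on a chromosome, which the paper's list of regions of open chromatin leaves out. One technical explanation is that repeats held by the assembly in fewer copies than the genome gather reads from many copies, which would lengthen peaks. The median length on scaffolds was 516 bp, against 687 bp in random lists of 973 peaks from the autosomes, X and Y (central 95% from 649 to 724 bp), a percentile of 0 among 10000 lists. Short scaffolds limit peak length, but on the 181 scaffolds whose last peak ends beyond 10000 bp, with 885 peaks, the median was 517 bp, again at a percentile of 0. Collapsed repeats as the cause of the typical peak on these scaffolds are therefore argued against. Long peaks were nevertheless more frequent there, with 8 of 973 at 5000 bp or more (0.822%) against 290 of 191855 (0.151%; two-sided Fisher's exact test, p = 0.00016). For these 8 peaks, collapsed repeats and other sources of long peaks cannot be told apart, since no sequence of the assembly was used here. The share of peaks with a value of 1 was 47.3% on scaffolds, within the central 95% of the random lists (45.4 to 51.7%). No biological explanation was tested, as the scaffolds carry no condition.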

How the results depend on the processing

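The alternative that adds the mitochondrial peaks and the alternatives for the share of peaks with a value of 1 or with 3 or more, for TAPEs near one another or at peaks with such values, and for scaffolds were chosen after seeing the data. All others were set in advance. No paired analysis was possible because the libraries were pooled before peaks were called and the columns of the list carry no sample. For the same reason no replicate was left out in turn. The alternatives planned for regions near annotated genes were not run, since no annotation of Rn6 was used here.

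Of the 31 alternatives set in advance, 7 could not change their result and say nothing about its stability. These were the kinds of overlap, since each TAPE already had the start and end of a peak, keeping exact duplicates, of which there were 0, and merging overlapping or touching peaks, of which there were none. Of the other 24, 20 left their result in place, with the same direction and side of the threshold for comparisons, within the interval of a median, or within 1.5 times the main number for counts. That limit is wide: a minimum of 300 bp lowered the number of peaks from 191855 to 162826 and stayed within it. With all sequences the number was 192830. The median lengths of both lists stayed above all 10000 random lists with other matching, with a minimum of 300 bp for both the TAPEs and the random lists, and with the mean. Peaks around activity-regulated TAPEs stayed at the 99.4 percentile of random lists or above. Between 57 and 65 promoters had a peak.

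The other 4 changed. With a minimum length of 300 bp, the median peak length was 782 bp in place of 686 bp, which follows from leaving out the shorter peaks. Without extension, 5.91% of the effective genome size was covered, and with 1000 bp on each side 19.5%, in place of 12.9%, as the construction of the alternatives requires. The difference in length between activity-regulated and cortex-selective TAPEs was 118 bp by medians (p = 0.31) and -143 bp by means (p = 0.55, permutation tests). Neither was past the threshold, and the cause was not tested.

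Of the 16 alternatives chosen after seeing the data, 11 left the result on the same side. With a minimum of 300 bp, the share of peaks with a value of 1 was 40.3% in place of 48.5%, and the share with 3 or more was 22.7% in place of 19.3%, which follows from leaving out short peaks. Counting the value 3 alone gave 18.7%. The number of activity-regulated TAPEs near another was at the 93.3 percentile when random lists were drawn from the cortex-selective TAPEs, against 100 for lists from all peaks. The cause was not tested beyond this comparison. With 50 length groups in place of 10, the share of cortex-selective TAPEs at peaks with a value of 1 moved from the 1.39 to the 2.39 percentile, close to the lower limit of 2.5, and their share at peaks with a value of 3 or more moved from the 98.5 to the 93.8 percentile, inside the limits. The cause of the latter was not tested.

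The unknown depth limits the fourth-column value, since a peak missed in a shallow pool lowers it.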

Differences from the paper's values

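The paper gives 776 hippocampal and 898 striatal region-selective TAPEs. In the copy of Supplementary Data Table S2 used here, the hippocampus sheet held 390 rows against the paper's 776 and the striatum sheet 390 rows against the paper's 898, the same rows as in the cortex sheet. No alternative set before the data were examined bears on these numbers.

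The number of peaks on the autosomes, X and Y was 191855, against the paper's 191857 regions of open chromatin, a difference of 2. Among the alternatives set before the data were examined, keeping exact duplicates or merging overlapping peaks could not change the number, as there were none, all sequences gave 192830, merging peaks within 1000 bp gave 188336 and a minimum of 300 bp gave 162826. Adding the 2 mitochondrial peaks gave 191857, a setting chosen after seeing the values.

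The paper places the non-regulatory control region for Fos between enhancer-1 and the promoter. The position listed for its sgRNA in Supplementary Data Table S4, 102912292 on chromosome 6, lies 6388141 bp from the Fos start site.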

Other observations

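Of the tests in this part, those on the mitochondrial peaks, on the number of regions of open chromatin, on activity-regulated TAPEs near one another, on the length of TAPEs of both lists with list membership permuted, on activity-regulated TAPEs at peaks with a value of 1 or of 3 or more, on cortex-selective TAPEs at peaks with a value of 2 or more or of 3 or more, and on cortex-selective against activity-regulated TAPEs at peaks with a value of 1 were chosen only after the result was seen. A fourth-column value is read throughout as the number of peaks of the 3 culture systems merged into one.

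Peaks at the activity-regulated and cortex-selective TAPEs were longer than peaks in random lists drawn from all peaks. The 96 activity-regulated TAPEs had a median peak length of 1289 bp, against 690 bp in random lists matched on chromosome (central 95% from 577 to 817.5 bp), and the 390 cortex-selective TAPEs had a median of 1184.5 bp, against 686.5 bp (629.5 to 747.5 bp). Both medians were above all 10000 random lists. The longest activity-regulated TAPE peak, on chromosome 3 from 83183347 to 83187154, measured 3808 bp and is paired with Mir129-2. The shortest, on chromosome 7 from 115420112 to 115420331, measured 220 bp and is paired with Slc45a4. No explanation was tested, and TAPEs were chosen by transcription, which was not analysed here. Longer regions can collect more RNA-seq reads, so the choice by reads may itself favour long peaks. The random lists also include peaks that are not TAPEs, so the comparison does not show that length is a property of enhancers.

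Between the lists, with the 3 shared TAPEs left out, the median was 1286 bp for 93 activity-regulated and 1168 bp for 387 cortex-selective TAPEs, a difference of 118 bp that was not detectable (two-sided permutation test across peaks, p = 0.31). To ask whether a different share of peaks with a value of 3 shapes this comparison, it was repeated on peaks with a value of 3 alone. Among these, activity-regulated TAPEs were shorter, with a median of 1366 bp for 62 TAPEs against 1801 bp for 151, a difference of -435 bp (two-sided permutation test, p = 0.0016). Keeping this value alone makes the share equal in both lists, so the comparison cannot decide whether the share shapes the whole-list difference. It shows a difference in length at a value of 3, whose cause was not tested. For the whole lists, list membership was permuted 10000 times within each value (1, 2, 3, and 4 or more), which keeps the shares of both lists. The permuted differences had a median of 293 bp (central 95% 110 to 558 bp), so the shares alone would make activity-regulated TAPEs longer. The observed 118 bp lay at the 3.14 percentile of these, inside the limits but close to the lower one of 2.5, so that the shares are consistent with the whole-list difference and a further difference at equal value was not detectable there.

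Activity-regulated TAPEs lay at peaks with higher fourth-column values. Of 96, 67 had a value of 3 or more, or 69.8% (Wilson 95% confidence interval 60.0 to 78.1%), against 44.8% in random lists matched on chromosome and length (35.4 to 53.1%), which puts it above all 10000 lists (percentile 100), also with 50 length groups in place of 10. Peak length alone is argued against by this value. A value of 3 or more counts merged peaks and can arise from 2 culture systems, so it does not show how many culture systems had a peak. A value of 1 was carried by 6 of 96, or 6.25%, against 17.7% in the random lists (11.5 to 25%), at the 0.015 percentile. With the shared TAPEs left out, 71.0% of 93 activity-regulated and 41.6% of 387 cortex-selective TAPEs had a value of 3 or more (two-sided Fisher's exact test across peaks, p = 4.5e-07). Whether the steps that define a TAPE favour peaks shared between culture systems cannot be told apart from an effect of how the cortex-selective TAPEs were chosen, since they were picked for transcription that differs between culture systems and no other list of TAPEs was tested. On the reading used here, a value of 2 or more needs peaks of at least 2 culture systems. All but 6 of the 96 activity-regulated TAPEs had such a value. Whether their response to depolarization is the source of this stays open, since no other list of TAPEs was tested.

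Cortex-selective TAPEs were compared with the hypothesis that enhancers transcribed selectively in cortex are open in 1 culture system only. On the reading of the fourth column given above, a value of 2 or more needs peaks of at least 2 culture systems, and 297 of 390 cortex-selective TAPEs, or 76.2% (Wilson 95% confidence interval 71.7 to 80.1%), had such a value, among them the TAPE shown with Kcnf1. For these 297 the hypothesis is argued against. Whether cortex-selective TAPEs lie more often than others at peaks of 1 culture system stays undecided, because the result depends on what they are set against. A value of 1 was carried by 93 of 390, or 23.8%, against 27.7% in random lists of all peaks matched on chromosome and length (24.4 to 31.3%), at the 1.39 percentile, and at 2.39 with 50 length groups in place of 10. These lists include peaks that are not TAPEs. Set against activity-regulated TAPEs, with the shared TAPEs left out, the share was higher, at 23.8% of 387 against 5.38% of 93 (two-sided Fisher's exact test across peaks, p = 2.1e-05), a comparison in which the choice of either list can be the source of the difference. A value of 3 or more was carried by 41.5% of the 390, against 36.9% in random lists with 10 length groups (percentile 98.5) and 38.5% with 50 (34.6 to 42.3%, percentile 93.8), so this share did not stand apart under the finer matching.

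Activity-regulated TAPEs lay near one another. Of 96, 26 had another within 100 kb, against a median of 2 in random lists matched on chromosome and on the density of peaks (central 95% from 0 to 6, highest 12), which puts it above all 10000 lists (percentile 100), and 22 within 50 kb. Peak density alone is argued against by this value. In lists of 96 drawn from the cortex-selective TAPEs the median was 19 (10 to 28), and the observed 26 was at the 93.3 percentile, inside the central 95%. Grouping was therefore not specific to the activity-regulated list. The cortex-selective TAPEs were themselves picked for transcription that differs between culture systems, and no other list of TAPEs was tested. Whether the steps that define TAPEs or the choice of each list brings them close together cannot be told apart. A biological source of such groups was not tested.

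More peaks surrounded activity-regulated TAPEs than other peaks. Within 100 kb on each side they had a median of 20 other peaks, against 17 in random lists (15 to 19), at the 99.9 percentile. Of the 96, 26 lay within 100 kb of another, so these share surrounding peaks and count one another. The random lists were matched on chromosome and not on such grouping, so the percentile can overstate how far the list stands apart. No explanation was tested.

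Peaks were sparser on chromosome X, with 27.5 per Mb against 63.6 or more on each autosome, and their median length was 572 bp against 668 bp or more. One technical explanation is that fewer copies of X per cell put fewer reads there, so that peaks fall under the threshold of the peak caller in some pools. The share of X peaks with a value of 1 was 53.3%, against 39.4 to 51.5% on the autosomes, which is consistent with this explanation. It does not exclude a lower density of open elements on X, and the sex of the embryos was not used here.

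The 2 mitochondrial peaks ran from 196 to 9928, or 9733 bp, and from 11615 to 16119, or 4505 bp. Many copies of mitochondrial DNA per cell could give high coverage along the whole sequence, which requires long peaks. The shorter of them was at the 99.8 percentile of peak length on the autosomes, X and Y, where 405 peaks were longer. The number of peaks on the autosomes, X and Y was 2 below the paper's number of regions of open chromatin. Whether the mitochondrial peaks make up that number cannot be told apart from other additions, since 61 scaffolds also hold exactly 2 peaks.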
